# Mice produced by mitotic reprogramming of sperm injected into haploid parthenogenotes

**DOI:** 10.1038/ncomms12676

**Published:** 2016-09-13

**Authors:** Toru Suzuki, Maki Asami, Martin Hoffmann, Xin Lu, Miodrag Gužvić, Christoph A. Klein, Anthony C. F. Perry

## Abstract

Sperm are highly differentiated and the activities that reprogram them for embryonic development during fertilization have historically been considered unique to the oocyte. We here challenge this view and demonstrate that mouse embryos in the mitotic cell cycle can also directly reprogram sperm for full-term development. Developmentally incompetent haploid embryos (parthenogenotes) injected with sperm developed to produce healthy offspring at up to 24% of control rates, depending when in the embryonic cell cycle injection took place. This implies that most of the first embryonic cell cycle can be bypassed in sperm genome reprogramming for full development. Remodelling of histones and genomic 5′-methylcytosine and 5′-hydroxymethylcytosine following embryo injection were distinct from remodelling in fertilization and the resulting 2-cell embryos consistently possessed abnormal transcriptomes. These studies demonstrate plasticity in the reprogramming of terminally differentiated sperm nuclei and suggest that different epigenetic pathways or kinetics can establish totipotency.

## Abstract (web summary)

It is unclear what regulates gamete reprogramming competence. Here, the authors inject sperm into parthenogenetic embryos, generating viable offspring and show that mouse embryos in the mitotic cell cycle can reprogram sperm for full term development.

Fertilization integrates multiple cell-autonomous processes to transform a sperm and an oocyte (egg) into a totipotent embryo. In mammals, the fertilizing sperm triggers embryogenesis by inducing a calcium-dependent phospho-relay to remove the unique cytostatic factor, Emi2, resulting in metaphase II (mII) exit and completion of meiosis^1^,^2^. Sperm membranes, mitochondria and perinuclear matrix components are dismantled and the unique non-histone major sperm nucleoprotein, protamine, is replaced by maternal histones^3^,^4^,^5^. Both parental chromatin sets undergo signature patterns of global modification^2^,^4^. Paternal and, to some extent, maternal genomes undergo active 5′-methylcytosine (5mC) depletion^4^,^6^,^7^,^8^ accompanied by Tet3-catalysed production of 5′-hydroxymethylcytosine (5hmC). In the mouse, meiotic completion is followed by the formation of visible pronuclei (membranated compartments that uniquely separate each parental genome) ∼4.5 h after sperm entry; DNA synthesis and transcription respectively initiate after ∼8 and ∼10 h (Supplementary Fig. 1a,b)^2^,^5^.

Reprogramming during fertilization represents an extreme cellular potency change, from the assured death of sperm and oocyte to the emergence of the embryonic totipotent state able to engender an entire organism. Sperm are terminally differentiated, post-meiotic germ cells that are exhaustively remodelled during fertilization^4^,^5^ and nothing suggests that sperm are capable of being reprogrammed to totipotency by any other cell than oocytes, which are specialized for the role^9^. Sperm injected well after mII exit have so far failed to support development^10^,^11^,^12^,^13^,^14^. Although embryonic stem (ES) cell nuclei participate in development when injected into pro-metaphase 1-cell^15^ or interphase 2-cell^16^ embryos, they are pluripotent, contain diploid nucleosomal chromatin and are efficient nuclear transfer donors relative to somatic cells^17^. Since ES cells transit through a quasi-2-cell embryonic state during culture^18^, early embryonic reprogramming of their nuclei may be minimal. By contrast, sperm possess structurally unique toroidal chromatin whose principal nucleoprotein is protamine^3^. We therefore investigated whether embryos also possess the ability to reprogram differentiated cell nuclei exemplified by the inert, protaminic chromatin of sperm, to instate totipotency.

We now report that haploid parthenogenetic embryos injected with sperm undergo distinctive chromatin remodelling, including altered protamine-histone exchange kinetics, different 5hmC and histone modification dynamics, parental chromatin remodelling asynchrony and abnormal gene expression compared to normal fertilization. Nevertheless, this distinctive remodelling can result in full-term development. Our work suggests that sperm reprogramming sufficient to support full and healthy development can occur not only when mII oocytes are fertilized, but in mitotic embryos well after meiotic exit, via anomalous epigenetic pathways or kinetics.

## Results

### Development *in vitro* of parthenogenotes injected with sperm

We assessed the ability of parthenogenotes to reprogram sperm at different stages of the first cell cycle. We selected haploid parthenogenotes as our starting point so that the introduction of a sperm would potentially restore diploidy and rescue development. Parthenogenotes also allow us to eliminate potential contributions of paternal contributions earlier in fertilization and have previously been used to probe mitotic reprogramming of sperm^10^,^11^,^12^,^13^,^14^. Parthenogenetic haploid (ph) embryos generated by exposing mII oocytes to strontium chloride (SrCl_2_) were examined 7, 10 or 13 h after treatment started (ph-7, -10 and -13) (Fig. 1a; Supplementary Fig. 1a–c). SrCl_2_ induced rapid Geminin degradation typical of that seen in somatic cell G1 (Supplementary Fig. 1d) but differing from pluripotent cells in which Geminin escapes degradation^19^. Geminin and Cdt1 accumulated in the pronuclei of ph embryos, dispersing cytoplasmically after pronucleus (pn) membrane breakdown (pnMBD; Supplementary Fig. 1e). Following sperm injection (ICSI) of ph-7 embryos (phICSI-7), paternal chromatin remained compact with little morphological change for ≥5 h until the onset of maternal pnMBD (12–13 h after the start of SrCl_2_ treatment; Supplementary Fig. 2). By contrast, following ICSI of ph-13 parthenogenotes (phICSI-13) soon after pnMBD, sperm began decondensing within 1 h (Fig. 1b; Supplementary Fig. 2e), although spindle assembly on paternal chromatin was incomplete prior to the first mitotic cell division (Supplementary Fig. 2g, asterisk). The timing of cell division in phICSI-13 was similar to that of ph-13 controls (Supplementary Fig. 1c).

Cell division produced 2-cell embryos with four classes of nuclear configuration whose proportions differed between phICSI-7 and -13 (Fig. 1b); one class comprised 2-cell embryos with one biparental and one uniparental (maternal) blastomere (2+1). Altogether, 34.1–37.2% of phICSI embryos (*n*≥104) developed to the blastocyst stage, compared with 72.9% (*n*=85) for mock-injected haploid controls and 94% (*n*=84) in ICSI (Supplementary Table 1 and 'ph' in Supplementary Fig. 3a). Developmental failure in phICSI-13 largely occurred prior to the morula stage (29.5% of embryos) and during blastocyst formation (33.3%), but most (>55%) phICSI-7 and -10 embryos arrested during blastocyst formation (Supplementary Table 1). Sperm-derived *pCAG-mtdTomato*, *Nanog-GFP* and *pOct4-mCherry* transgenes were expressed in embryonic day 5 (E5.0) phICSI-13 blastocysts (Fig. 1c,d; Supplementary Fig. 4a–e), suggesting that reprogramming had enabled paternal genome activity. Ratios of Oct4- and Cdx2-expressing cells were normal in phICSI-13 blastocysts (Supplementary Figs 3b and 4f).

### Full development of phICSI embryos

When 2-cell phICSI embryos were transferred to surrogate mothers, offspring of both sexes were born with overall efficiencies (that is, without eliminating aneuploid nuclear classes; Fig. 1b) of 1.0% for phICSI-7 (*n*=465 embryos transferred), 1.8% for phICSI-10 (*n*=384) and 8.1% for phICSI-13 (*n*=259; Fig. 2a, Supplementary Table 1; Supplementary Fig. 5a,b). Birth and placental weights in phICSI were in the control range, without evidence of fetal overgrowth, lifespan attenuation or other cloning-associated anomalies (Fig. 2b,c; Supplementary Fig. 5c); the first phICSI-13 survivors, a female (Phicsia) and male (Phicsim) were healthy and fertile (Fig. 2a), dying of natural causes after 1.5 and 2.5 years respectively. Sperm from the inbred strain, CBA/Ca, supported phICSI development (Supplementary Fig. 5d,e) and phICSI with spontaneously arising parthenogenotes (after pnMBD and approximately equivalent to ph-13) from *Plcz-ires-Venus* (*PiV*) transgenic females^20^ produced two (1.2%, *n*=154) healthy phICSI-*PiV* transgenic offspring (Fig. 2d; Supplementary Fig. 5f–h; Supplementary Table 1), demonstrating sperm reprogramming after autonomous parthenogenesis. These experiments show that mitotic embryos can support full-term development in phICSI and suggest that development was more efficient the closer sperm injection was to mitotic M-phase^21^.

To track lineage contributions of uniparental and biparental blastomeres in phICSI, we injected sperm carrying a ubiquitously expressed *Cre* transgene into *flox*ed *membrane tdTomato* (*mtdT*) parthenogenotes (Supplementary Fig. 6)^22^. In the resulting phICSI-mTmG^Cre^ embryos, exclusively maternal lineages fluoresce red, but paternally encoded Cre excises *tmdT* in biparental cells so that membrane-GFP (mGFP) is expressed instead (Supplementary Fig. 6a,b). Most cells in phICSI-mTmG^Cre^ fetuses were mGFP-positive but with detectable *mtdT* DNA at E11.5. Offspring expressed mGFP with no detectable *mtdT* DNA (Supplementary Fig. 6c–g), indicating that only biparental cells persisted at term.

To address whether uniparental lineages were necessary to complement defects early in development, we ablated the uniparental 2-cell blastomere of phICSI-13 (2+1) embryos (phICSI-13-1bla; Fig. 2a). 10.4% of phICSI-13-1bla embryos (24.0% of controls; 10.4 versus 43.4%) developed to term, with a similar rate for CBA/Ca sperm (Supplementary Table 1; Supplementary Fig. 5d,e). Thus, phICSI engendered totipotency, producing biparental blastomeres that supported full development at readily detectable rates.

### Full development by spermatid injection into parthenogenotes

We next evaluated whether parthenogenotes were able to reprogram nucleosomal chromatin. Round spermatids were considered good candidates because naive pluripotent ES cells have been obtained from blastocysts produced by round spermatid injection (ROSI) into ph 2-cell embryos^14^. Accordingly, we performed ROSI into ph embryos (phROSI) within 30 min of pnMBD (phROSI-pnMBD-0 h) or 1 or 2 h post-pnMBD (Fig. 3a). Ubiquitously expressed transgenic *mtdT* was used to mark the paternal (spermatid) participation in development. Although development in phICSI declined the greater the time between pnMBD and sperm injection (*n*≥73), the highest developmental rate for phROSI was when round spermatid nuclei were injected 2.0–2.5 h post-pnMBD (phROSI-pnMBD-2 h; 34.1%; *n*=123), with 26.8% mtdT-positive blastocysts (Fig. 3b,c; Supplementary Fig. 7a,b). These results show that embryos develop *in vitro* following phROSI, with paternal genome participation, and that optimal paternal chromatin reprogramming windows are different for nucleosomal round spermatids (phROSI)^23^ and protaminic sperm (phICSI).

To examine developmental potential following phROSI, phROSI-pnMBD-2 h 2-cell embryos were transferred to surrogate mothers (Fig. 3d,e). Live pups were produced at a rate of 2.6% per transferred embryo (*n*=213), with 31.7% of transferred control ROSI embryos (*n*=50) producing live offspring. ROSI and phROSI average body masses were similar at term (1.38±0.05 g (*n*=16) versus 1.49±0.09 g (*n*=6), ROSI versus phROSI) but phROSI placentas were larger (0.14±0.01 g (*n*=16) versus 0.17±0.02 g (*n*=6), *P*=0.028; Fig. 3d), possibly due to the larger average litter sizes in ROSI (3.2 versus 1.2). Both ROSI and phROSI offspring could develop into fertile adulthood (Fig. 3e). These results indicate that the mitotic machinery of 1-cell stage embryos can directly remodel round spermatid nucleosomal chromatin leading to the production of healthy offspring.

### Developmental and epigenetic reprogramming in phICSI

In phICSI, sperm reprogramming bypasses early embryonic events (for example, meiotic exit, DNA synthesis and pn formation) and is no longer synchronised with maternal chromatin remodelling. We took developmental and epigenetic approaches to investigate whether this might account for depressed rates of phICSI-13 development compared with those of ICSI controls.

As a control for developmental stage skipping in early embryogenesis, including the possible dysregulation of DNA synthesis, we transferred male pn (containing the *mtdT* transgene) of ICSI-derived embryos into ph 2-cell blastomeres. We based transfer timing on early embryo (pro)nuclear membrane breakdown and division kinetics (Supplementary Fig. 8a–c), and on BrdU incorporation as an indicator of S-phase DNA synthesis (Supplementary Fig. 8d,e). Times of corresponding (pro)nuclear membrane breakdown and cell division events were respectively similar in ph and ICSI-derived embryos (Supplementary Fig. 8a–c). BrdU incorporation in the nuclei of 81.8% (*n*=11) of 2-cell ph embryos had already initiated 1–2 h after 1- to 2-cell cleavage (Supplementary Fig. 8d,e). From these data, we ascribed zygotes at 4 h and new 2-cell embryos (<30 min post division) to an early, G1-phase group (pnT-G1) and zygotes at 10 h and later 2-cell embryos (28 h after ICSI or SrCl_2_ treatment) to a late, G2-phase group (pnT-G2; Fig. 4a).

When pn were transferred 4 h post-ICSI (with *mtdT* sperm) into haploid blastomeres <30 min after the first mitotic division (pnT-G1), 79.8±4.8% (*n*=38) of the embryos developed to the expanded blastocyst stage and 73.7±9.0% were mtdT-positive (Fig. 4b,c; Supplementary Table 1). DNA synthesis was detected in all pnT-G1 embryos after pn transfer (*n*=7; Fig. 4d). Transfer of late-stage pn (10 h after *mtdT* ICSI) to 2-cell ph blastomeres 28 h after SrCl_2_ exposure (pnT-G2, *n*=46), produced 58.5±4.8% blastocysts, of which 92.6±7.2% were mtdT-positive (Fig. 4a–c). When 2-cell embryos from the pnT-G1 group were transferred to surrogate mothers, two (3.6±0.1%, *n*=56) developed to term, although both died perinatally^15^ and there were no offspring in the pnT-G2 group (Fig. 4e; Supplementary Table 1). Control pronuclear (pnTz-G1 and -G2) and cytoplast transfer (CyT-G1 and -G2) (Fig. 4a) resulted rates of term (31.9–46.3%, 35≤*n*≤39; Fig. 4e) that were comparable to those of ICSI-1bla embryos (Supplementary Table 1).

These results are consistent with multiple steps being required for sperm chromatin to attain high developmental potential during the change from meiotic-to-mitotic cell cycles. Some of these steps are omitted in phICSI and pronuclear transfer and may reduce reprogramming, although we cannot exclude a technical contribution including lack of precise cell cycle synchrony between donor pronuclei and recipients in the pnT series.

We next characterized genome reprogramming in phICSI by comparing chromatin dynamics in phICSI and control ICSI embryos at the same times after sperm injection. Most protamine was lost from transgenic protamine-mCherry (Prm2-mCherry) sperm within 2 h of ICSI (*n*=18) or phICSI-13 (8≤*n*≤14), but not phICSI-7 (7≤*n*≤9; Fig. 5a). Parental chromatin sets possessed 2- to 5-fold reductions of histone H1 levels 2.5 h after sperm injection in phICSI-13 (Fig. 5b,c; Supplementary Fig. 2d,e). Sperm dimensions remained unchanged in phICSI-7 for 5 h (Fig. 5a; Supplementary Fig. 2d) indicating decondensation failure. The paternal:maternal nuclear volume ratio in phICSI-13 embryos (0.8±0.1) was 66.7% of that in zygotes (1.2±0.1, *n*≥10, *P*<0.0001; Supplementary Fig. 9a), suggesting that anomalous nuclear remodelling occurred in phICSI-13 and allowing us to identify the paternal nucleus. Deposition of cRNA-encoded histone H3.3 onto paternal chromatin was slower in phICSI-13 than it was in control ICSI and had not been completed by the end of M-phase (Supplementary Fig. 10a). Taken with data from phICSI-7 (Fig. 5a; Supplementary Fig. 2d), this corroborates a higher efficiency of sperm chromatin remodelling during M-phase than other cell cycle stages^21^.

We next applied immunofluorescence microscopy^7^,^8^,^24^,^25^,^26^,^27^ to ask if epigenetic modifications also differed between phICSI and ICSI at given times after sperm injection. Global levels of H4K12ac in phICSI-13 were similar to controls 2 and 6 h after sperm injection (18≤*n*≤24; Fig. 6a,b). Although all phICSI-13 maternal H3K4me3 and H3K27me3 levels were initially low, by 6 h they were similar to ICSI (9≤*n*≤22; Fig. 6a,b). However, levels of H3K9me2 in phICSI-13 maternal chromatin were invariably persistently lower than controls (<85% levels at 2 h, <40% at 6 h; 20≤*n*≤24; Fig. 6a–c). These experiments compare given times after sperm injection and may not account for cell cycle or other potential disparities, but they indicate that the epigenetic trajectories taken for chromatin ICSI and phICSI exhibit similarities (for example, H4K12ac levels), differences that recovered (for example, H3K4me3 and H3K27me3 levels) and sustained disparities (for example, H3K9me2 levels).

Since DNA modification is linked to histone remodelling and is a characteristic of zygotic reprogramming^28^, we investigated its behaviour in phICSI. Paternal 5hmC levels were higher (>100%) than maternal 5hmC levels in ICSI controls^7^ but in all (*n*=13) of 2+1-class phICSI-13 embryos the paternal:maternal ratio was markedly lower, at 55% (*P*=0.0055; Supplementary Fig. 9b,c). This pattern was always (*n*=10) conserved when sperm were injected into zygotes (zygotic ICSI, zICSI) and in phICSI-13 1+1 embryos (Supplementary Figs 9d,e and 11a,b). The low paternal:maternal 5hmC ratio always (*n*=15) persisted 14 h post division (48%; *P*<0.001; Fig. 7a,b) and to at least the second M-phase in all (*n*=18) embryos (Supplementary Fig. 11c).

Immunofluorescence analysis of global DNA modification in early embryos^7^,^8^,^24^,^25^,^26^,^27^ is supported by bisulphite sequencing^7^,^8^,^24^,^26^ requiring pooled samples. We wished to corroborate our findings at the single-cell level. To do so, we adapted an assay in which latex microbeads conjugated to DNA (DNA-beads)^29^,^30^,^31^,^32^ were injected into mII oocytes and 1-cell parthenogenotes (assay details are described in the Methods). In contrast to negative controls (beads lacking DNA), DNA-beads injected into mII oocytes stained with a DNA dye and after 6 h acquired H4K12ac and microtubules (Supplementary Fig. 12a–c). Deposition of cRNA-encoded histone H3.3 occurred at similar rates onto paternal chromatin in ICSI and DNA-beads (Supplementary Fig. 10a,b). These findings, corroborated below, suggest that the DNA-beads assay provided a faithful proxy for epigenetic modification in 1-cell embryos. We therefore further characterized 5hmC dynamics with latex beads conjugated to 5mC-containing DNA (5mC-beads; Fig. 7c,d; Supplementary Fig. 12b,c). Beads injected into mII oocytes were labelled by anti-5mC antibody after 7 h, but 5hmC was undetected (Fig. 7d; Supplementary Fig. 12d). 5hmC was also undetected after ∼7 h on 5mC-beads injected into ph-13 parthenogenotes (ph-20 (+7 h) in Fig. 7e). However, when oocytes injected with 5mC-beads were activated with SrCl_2_, 5hmC became detectable after 6–7 h (ph-6 in Fig. 7e and 7h in Supplementary Fig. 12e) and remained after 20–30 h (ph-20 (+20 h) in Fig. 7e and 30 h in Supplementary Fig. 12e). 5hmC was not detectable when the beads were conjugated to unmethylated DNA (Fig. 7e). This suggests that early embryonic regulation of 5hmC is 5mC- and cell-cycle-dependent, consistent with differences between ICSI and phICSI-13 (Fig. 7a,b; Supplementary Fig. 9b,c).

Given that the dynamics of 5hmC were abnormal in phICSI-13, we determined whether the kinetics of 5mC were also disrupted. Control embryos (*n*=12) contained low paternal:maternal genomic 5mC 6 h after ICSI as previously noted^4^,^6^,^7^, but phICSI-13 embryos at the same time after sperm injection all (*n*=12) possessed a higher ratio, reflecting lower relative maternal 5mC levels (Fig. 7g,h; for parental ratios in ICSI versus phICSI, *P*=2.22e−05). These findings argue that early embryonic 5mC and 5hmC regulation is coupled and that some embryos are tolerant of phICSI-associated dysregulation of the signature DNA modification dynamics of fertilization that precede normal development.

### The early transcriptome in phICSI is abnormal

To evaluate whether altered epigenetic regulation in phICSI affected gene expression^33^, we performed comparative microarray analyses of phICSI-13 2-cell biparental blastomeres and ICSI controls (Supplementary Table 1) in which major embryonic gene activation has normally occurred^34^,^35^.

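Transcripts were measured in 24 single blastomeres of 2-cell embryos. Of these, 16 were both siblings of 8 ICSI embryos and 8 were binuclear (biparental) blastomeres, each from a different phICSI-13 embryo. All were collected 27 h after ICSI or after the start of activation, which was 14 h after sperm injection in phICSI-13. The mRNA of each blastomere was amplified, labelled with a single dye and hybridized to an Agilent whole mouse genome array. The authors corrected the background with the normexp method of limma, took logarithms, normalized the arrays to a common distribution by quantiles and replaced replicate spots of a probe by their median. The deposited table holds 41174 probes on each of the 24 arrays, with 0 missing values. Its values run from 0 to 4.762, and the array medians lie between 1.266 and 1.284 in ICSI (median 1.274) and between 1.265 and 1.276 in phICSI-13 (median 1.272). The Methods name a log2 scale, but values of this range fit a log10 scale, under which the highest intensity is 57831. The values were therefore read as log10 and converted to log2. This base is a reading of the values, and all levels and log2 differences given here rest on it, whereas the p-values do not depend on it. The mean correlation of an array with the other arrays was between 0.612 and 0.736 in ICSI and between 0.600 and 0.724 in phICSI-13. Groups were compared probe by probe with limma's moderated test and Benjamini-Hochberg adjustment, each array counting as 1 sample as in the Methods, although the ICSI arrays come from 8 embryos. A single gene symbol was known for 31339 probes and none for 9835. No spot flags were used, so that a dim probe is not told from background, and the number of arrays limits the precision. Which arrays shared a slide or an amplification run is not given in the sources used here.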

Consistent with our previous findings^36^, sibling cells from ICSI 2-cell embryos exhibited very similar gene expression profiles: only 4 out of the 128 possible combinations respecting the experimental 2-cell pairing exhibited a single gene with a false discovery rate- (FDR-) adjusted *P*-value <0.05 and only one combination resulted in a maximum of two significant genes. 

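Sibling blastomeres were compared in the 16 ICSI arrays. With the A blastomeres set against the B blastomeres, limma called 0 genes at an adjusted p under 0.05, with 1728 probes at an unadjusted p under 0.05 and a lowest adjusted p of 0.973. The test was repeated for 100 of the 128 ways of placing the siblings of each embryo in opposite groups. Of these, 96 gave 0 genes, 3 gave 1 gene and 1 gave 2 genes. Pearson's correlation over all probes averaged 0.710 ± 0.054 (SD, n = 8 sibling pairs) and ran from 0.634 to 0.798. For the 56 pairs of an A and a B blastomere from different embryos it averaged 0.685 ± 0.046 (SD) and ran from 0.587 to 0.780. The excess of 0.025 in siblings was smaller than the spread of either set, but few of all possible matchings of A with B blastomeres gave one as large (one-sided exact permutation test, p = 9.92e-05). With rank correlation in place of Pearson's, the excess was 0.020 (exact permutation test, p = 0.0395).

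**Figure D1:**
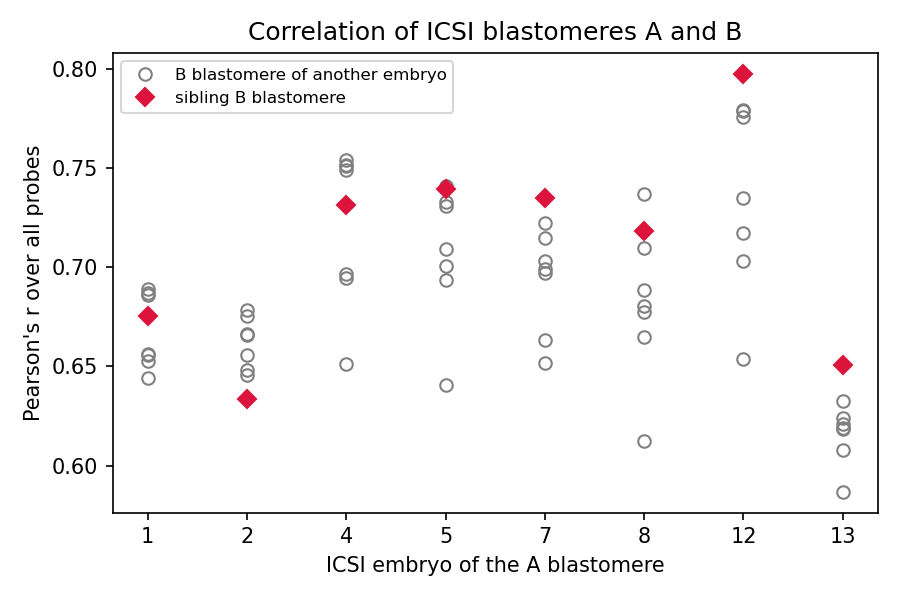
Pearson's correlation over all probes between the A blastomere of each ICSI embryo (x axis) and the B blastomeres, with the sibling as a filled diamond and blastomeres of other embryos as open circles. The sibling pairs lie between 0.634 and 0.798, within a spread that overlaps the other pairs.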

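For ICSI siblings A and B, 9.36% of the 41174 unadjusted p-values were at or below 0.1, and each further step of 0.1 held between 9.64% and 10.7% of them. Over the 100 placements of siblings tested, the share of probes with an unadjusted p under 0.05 ran from 2.64% to 6.29%, with a median of 3.69%. Over 100 of the 6435 splits of the 16 ICSI arrays into 8 and 8 that ignore the embryos, it ran from 2.91% to 8.17%, and 21 of the splits called at least 1 gene at an adjusted p under 0.05, with at most 7 genes.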

Unadjusted *P*-values were consistently uniformly distributed (Fig. 8a). By contrast, gene expression between phICSI-13 and ICSI 2-cell blastomeres was clearly distinct (Fig. 8b). 

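Between phICSI-13 and ICSI, 4657 probes (11.3%) had an unadjusted p under 0.05 in limma's test, where 2059 would be expected from uniform p-values. In 99 other splits of the 24 arrays into 16 and 8, this number ran from 1176 to 3173. The groups were also compared with 1 value per embryo, the mean of the siblings for ICSI. This left 4598 probes with an unadjusted p under 0.05, against 1203 to 4224 in 99 other splits of the 16 embryos into 8 and 8. Over all probes the mean correlation was 0.687 within phICSI-13, 0.679 within ICSI A blastomeres and 0.674 between those groups. The excess of 0.0092 within groups was larger than in most of the 12870 splits of these 16 embryos (one-sided exact permutation test, p = 0.0109). From the curve of adjusted P-values of the true grouping, set against those of permuted groupings in Fig. 8b, the paper concludes that gene expression was distinct.

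**Figure D2:**
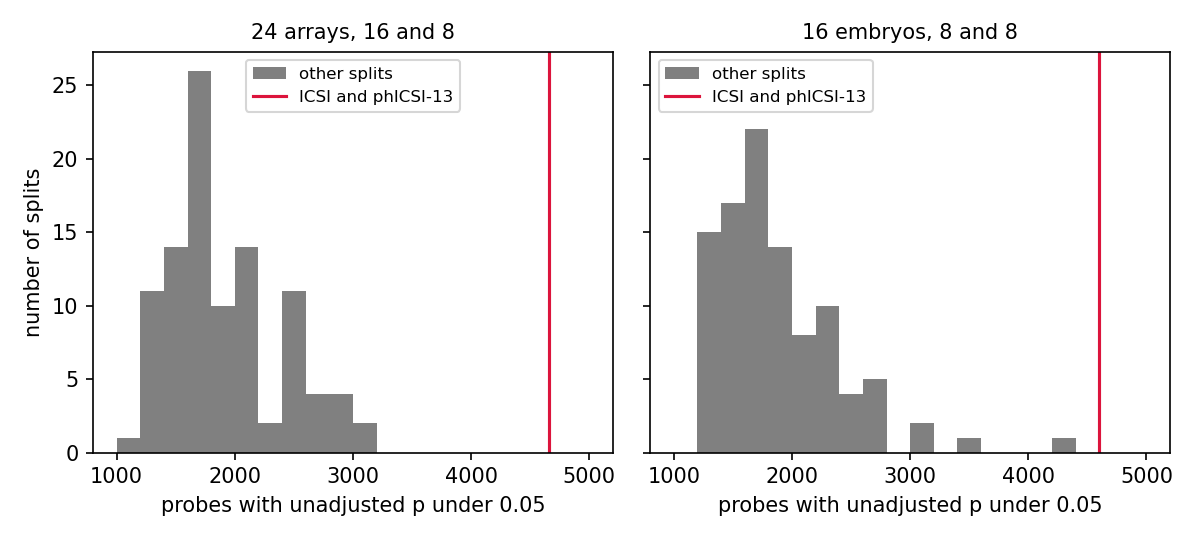
Number of splits (y axis) by the number of probes with an unadjusted p under 0.05 (x axis), for 99 other splits of the 24 arrays (left) and of the 16 embryos with siblings averaged (right). The vertical lines mark the true groups, at 4657 and 4598 probes.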

Transcriptome differences (FDR-adjusted *P*<0.05) between ICSI and phICSI-13 blastomeres were evident for 73 genes (Fig. 8b,c). 

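With all 24 arrays, limma called 45 genes at an adjusted p under 0.05, of which 28 were higher and 17 lower in phICSI-13. Of these, 13 were probes without a gene symbol. The log2 differences ran in size from 1.45 to 6.74. The number depended most on how siblings entered the test. With the siblings averaged, so that 8 embryos stood against 8, limma called 0 genes, with 4598 probes at an unadjusted p under 0.05. The adjusted p of the 45 then lay between 0.0535 and 0.206. With the embryo as a random block, 36 of the 45 were called. The balance of directions depended on the test as well. Among probes of a mean above the median, 7 were called higher and 7 lower. Among those above the upper quartile, 1 was higher and 8 lower. A test with unequal variances, chosen after seeing the data, gave 6 higher and 58 lower. The balance moved the other way with cyclic loess normalization (32 higher and 14 lower) and with a trend in the prior variance (26 and 11). The gene with the lowest adjusted p was Kcnmb2, at a log2 intensity of 14.04 ± 0.55 (SD, n = 16) in ICSI and 11.73 ± 0.58 (SD, n = 8) in phICSI-13, a log2 difference of -2.31 (standard error 0.30, adjusted p = 0.00175 from limma). Zadh2 differed by -2.53 (standard error 0.35, adjusted p = 0.00347), Cracdl by -2.28 (adjusted p = 0.0170), 4732465J04Rik by -2.78 (adjusted p = 0.0177) and Set by -1.61 (adjusted p = 0.0195). Without ICSI embryo 8 the adjusted p was 0.0547 for Set and for 4732465J04Rik, and without ICSI embryo 5 it was 0.0522 for Set. Each of these 5 genes was below the ICSI median in 8 of 8 phICSI-13 blastomeres. Among the genes that were higher, Zdhhc20 differed by 3.15 (standard error 0.48, adjusted p = 0.00747), Bag3 by 4.80 (standard error 0.74, adjusted p = 0.00747), Rsrc1 by 3.13 (adjusted p = 0.00874), Hk1 by 4.59 (adjusted p = 0.0126) and Pycard by 3.15 (adjusted p = 0.0126). Zdhhc20 and Hk1 were above the ICSI median in 8 of 8 phICSI-13 blastomeres, and Bag3, Rsrc1 and Pycard in 7 of 8. All 5 had a wider spread in phICSI-13, as for Rsrc1 with an SD of 0.62 in ICSI and 1.77 in phICSI-13. The test with unequal variances called none of these 5, nor Set, but kept the other 4 lower genes. The ICSI means of Zdhhc20, Rsrc1, Pycard and Hk1 were 2.59, 2.81, 2.99 and 3.66, below the median of all probes in ICSI (4.49). They are not shown to be above background, so the size of these 4 differences is uncertain. Other probes of a gene gave other differences, of 1.91 for the other probe of Bag3 and 0.39 for that of Pycard, and the other probes of Rsrc1 ran from -1.09 to 1.23, those of Zdhhc20 from 0.43 to 0.96, those of Hk1 from -0.51 to 2.63, that of Cracdl was -0.36 and those of Set from -0.76 to 0.24.

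**Figure D3:**
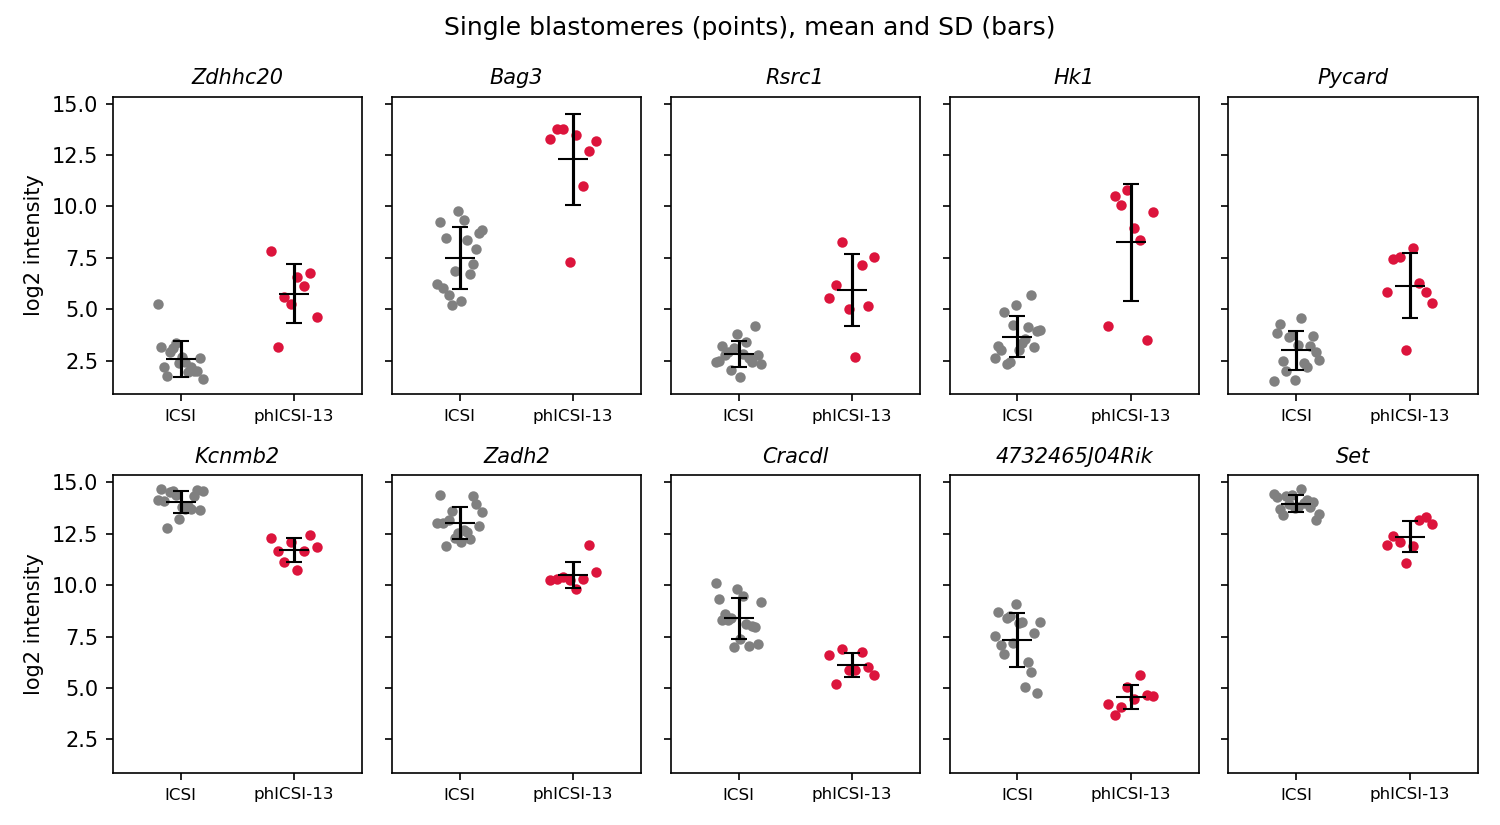
Log2 intensity (y axis) of 10 genes in single blastomeres of ICSI (grey) and phICSI-13 (red) embryos, 1 point per blastomere, with bars for the mean and SD. The genes of the upper row are higher in phICSI-13, as for Bag3 with a log2 difference of 4.80, and those of the lower row are lower, as for Kcnmb2 with -2.31.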

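Gene lists were written by hand for cation homeostasis and cell proliferation, without the DAVID annotation, and tested over all probes with limma's camera (two-sided) at a preset correlation of 0.01. The cation homeostasis list (50 genes, 100 probes) had a mean log2 difference between phICSI-13 and ICSI of 0.044 and a median of -0.040, with 50 probes higher and 50 lower (camera p = 0.917, adjusted p over 13 lists = 0.975). The cell proliferation list (44 genes, 83 probes) had a mean of 0.23 and a median of 0.024, with 43 probes higher and 40 lower (camera p = 0.189, adjusted p = 0.441). It held 1 gene called over all probes, Igf1, with a log2 difference of 1.90 (standard error 0.37, adjusted p = 0.0326 from limma), higher than the ICSI median in 7 of 8 phICSI-13 blastomeres. Its ICSI mean of 3.02, below the median of all probes in ICSI (4.49), is not shown to be above background, so the size of the difference is uncertain. The other probes of Igf1 ran from -0.97 to 0.80, and its adjusted p rose above 0.05 in 10 of 16 tests that left out an embryo, to at most 0.0831. A test with unequal variances, chosen after seeing the data, did not call Igf1. Adjusted over the list alone, 1 probe of the proliferation list and 0 of the cation homeostasis list passed.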

Gene Ontology (GO) annotation retrieved from the DAVID database showed that gene expression differed between phICSI and ICSI regarding ion homeostasis, cell proliferation and development (Fig. 8d). None of these associations were significant as judged by Fisher's Exact Test on the 5% level (lowest, *P*=0.206 for cation homeostasis). 

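Hand-written lists for the 4 pathway classes were tested in the same way. N-glycan biosynthesis (45 genes, 78 probes) had a mean log2 difference of 0.18 between phICSI-13 and ICSI but a median of -0.14 (camera p = 0.186, adjusted p = 0.441). Monosaccharide metabolism (51 genes, 75 probes) had a mean of 0.27 and a median of 0.14 (camera p = 0.203, adjusted p = 0.441), and 1 of its genes, Hk1, was called over all probes. Toll-like receptor signalling (54 genes, 85 probes) had a mean of -0.020, with a test in the same direction, and a median of 0.055 (camera p = 0.934, adjusted p = 0.975). IL-3 signalling (32 genes, 58 probes) had a mean of 0.062 and a median of 0.093 (camera p = 0.957, adjusted p = 0.975). Its mean turned to -0.089 with 1 probe per gene, that of highest mean, but was 0.217 among probes above the median of all probes. None of these 4 lists passed with a correlation estimated from the data either. Adjusted over the list alone, 3 probes of the toll-like receptor list and 1 of the monosaccharide list passed, and 0 of the other lists.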

Analogous pathway analysis using DAVID gave significant enrichment for N-glycan biosynthesis, monosaccharide metabolism, toll-like receptor pathways (all apparently up-regulated in phICSI-13) and IL-3 signalling pathways (apparently down-regulated in phICSI-13; lowest *P*=0.108, for IL-3). Notwithstanding transcriptomic disparities between control and phICSI-13 two-cell embryos, 61.6% of phICSI-13-1bla embryos reached the morula stage before developmental failure (Supplementary Table 1), prompting us to examine the regulation of pluripotency factor genes around the time of morula arrest. Transcript levels were reduced for *Oct4* (∼40%, *P*=0.0469) and *Cdx2* (∼50%, *P*=0.0034) at the morula stage (Fig. 8e). This coincides with lower transgenic *Oct4* promoter-driven mCherry expression (Supplementary Fig. 4e), although the balance of Oct4/Cdx2 protein expression had normalized with respect to controls in phICSI-13 embryos reaching the blastocyst stage (48 h later)(Supplementary Fig. 4f). Thus, dysregulation of pluripotency factor expression may contribute to developmental arrest in phICSI embryos during preimplantation lineage specification.

## Discussion

These studies demonstrate that mitotic embryos are able to remodel sperm chromatin completely, leading to the direct production of healthy animals. Full sperm reprogramming is therefore not unique to oocytes, showing that sperm chromatin reprogramming machinery is present at different development stages and in other cell types. phICSI has the potential to reveal not only stage-dependent features such as high zygotic 5hmC production, but key features of reprogramming during the gamete-to-embryo transition in natural fertilization. All randomly-sampled phICSI embryos exhibited anomalous reprogramming, but since full-term development in phICSI-13-1bla occurred at 24% of ICSI control rates (10.4% versus 43.4%, Supplementary Table 1), development was not the result of a subgroup that evaded epigenetic analyses. We challenged this assertion by generating binomial distributions of probabilities that phICSI embryos with two normal modifications gave rise to different numbers of offspring (Supplementary Fig. 13). The production of 9 or more phICSI embryos with modifications characteristic of ICSI out of a total of 24 that developed to term can be excluded on the 5%-significance level, since *P*(9|20,*ρ*)≤0.0465 (worst case) for all *ρ* (Supplementary Fig. 13). The probability that not a single embryo is phICSI modification derived is only *P*(24|20, *ρ*)≤9.84e−17. Although this analysis assumed only two epigenetic differences, we detected five modifications that consistently differed between stage-matched ICSI and phICSI-13 embryos. These data strongly suggest that different chromatin remodelling dynamics support the emergence of totipotency following phICSI.

Given that sperm reprogramming naturally accompanies exit from the second meiotic metaphase, it is reasonable to suppose that our success in phICSI-13 was partly because recipient parthenogenotes were at, or soon entered, metaphase of the first mitotic M-phase after sperm injection^22^. This is consistent with the lower rates of term development we observed in phICSI-7 and -10, where sperm were injected during the meiotic-to-mitotic transition well before M-phase (Supplementary Table 1). This constitutes evidence that a cell cycle window for sperm reprogramming closes after fertilization and reopens during entry into the first mitotic M-phase.

An additional possibility is that sperm reprogramming factors accumulate in pronuclei during interphase^37^. Pronuclear sequestration of remodelling factors is also thought to occur in somatic cell nuclear transfer, but the mitotic cytoplasm later regains remodelling activity^15^,^38^. Injected sperm heads in phICSI-7 and -10 exhibited limited nucleoprotein exchange until pn membrane breakdown (Supplementary Fig. 2) and poor subsequent development may have been due to paternal chromatin damage before M-phase (Supplementary Table 1).

When we employed pn transfer experiments to ask whether embryonic stage skipping exerted an effect on development, pups were produced only in pre-S-phase transfer experiments (the pnT-G1 group) but they did not survive fostering (Fig. 4a–c; Supplementary Table 1). We cannot exclude technical effects such as genomic DNA damage and cell cycle discordance between donor pn and recipient blastomeres, but it is also possible that key reprogramming events of the first mitotic cell cycle were omitted in both pnT-G1 and pnT-G2 and that these events are part of the physiological mechanism of the gamete-to-embryo transition following natural fertilization.

From the unique properties of sperm chromatin^3^ it might be inferred that remodelling activity in oocytes is unique, but in phICSI, remodelling is performed by mitotic embryos. This implies that nucleoplasmin-like activity responsible for removing protamines is also mitotic^5^. Mouse putative nucleoplasmins Npm1, Npm2 and Npm3 are expressed in oocytes; after fertilization, Npm2 is present in both parental pronuclei and remains in the nuclei of early cleavage embryos^39^. Pronuclear sequestration, embryonic persistence and evidence that Npm2 possesses somatic cell reprogramming activity^40^ collectively suggest that one or more nucleoplasmins mediate chromatin remodelling in phICSI.

In fertilization, sperm decondensation is followed by maternal histone deposition^3^. Deposition of the oocyte core histone variant, H3.3 requires the chaperone, Hira^41^ and since Hira is present in mitosis^27^ it may operate in mitotic sperm chromatin remodelling. Chromatin remodelling in fertilization and mitotic cells may share other features including rapid and dynamic regulation of nuclear proteins, H3 family dynamics and the contribution of factors enriched in mII oocytes^41^,^42^,^43^,^44^. The success of phROSI shows that mitotic parthenogenotes can directly reprogram non-protaminic chromatin from differentiated cells; the method might also be combined with products of paternal meiosis generated *in vitro*^45^.

High developmental rates in phICSI are remarkable given that the injected sperm bypasses all events as they occur during the first 13 h of natural fertilization (Supplementary Fig. 1a), including calcium mobilization, cytokinesis, disassembly of membrane, mitochondria and perinuclear structures, chromatin decondensation, reassembly and modification leading to pn formation, S-phase and preparation for the first embryonic transcription^2^,^5^. However, an essential reprogramming role for calcium mobilization is unlikely; it is dispensable for full development and is probably more important for sustained Emi2 degradation^1^,^46^. Fertilizing sperm desconstruction inside the oocyte is mediated by the proteasome, which is ubiquitously expressed and present in early mammalian embryos^47^,^48^. This is consistent with evident dismantling of sperm in phICSI-13, although we did not examine sperm dismantling in detail in phICSI-7 and -10; the prediction is that although sperm chromatin remained condensed in phICSI-7 and -10 (Fig. 5a), some components disperse. The oocyte microvillar projections thought to remove the sperm perinuclear matrix following fertilization are rich in microfilaments^49^. Since microfilaments persist well into the late 1-cell stage^50^, analogous interactions could remove the perinuclear matrix in successful phICSI.

Chromatin remodelling following fertilization involves pronounced changes in 5hmC levels^8^ which were markedly different in phICSI (Fig. 7a,b). Hydroxymethylation of paternal chromatin or of 5mC DNA-beads (5mC-beads) injected around the first M-phase was low compared to ICSI controls (Fig. 7b). Under the conditions of the DNA-beads assay, the appearance of 5hmC required pre-existing 5mC. Given that rates of phICSI-13 term development (Supplementary Table 1) were similar to those of functionally *Tet3 null* embryos^7^, it is possible that 5hmC dysregulation accounts for some developmental failure in phICSI but it is unlikely to account for all of it. First, if 5hmC anomalies alone accounted for impaired phICSI development, other aspects of reprogramming in phICSI would either be the same as those of ICSI, which they are not, or the 5hmC differences in phICSI would have to have been indirectly responsible for all of the epigenetic differences we observed. Secondly, lack of functional maternal Tet3 does not affect rates of preimplantation development^7^, but preimplantation development in phICSI-13 was poor (Supplementary Table 1). Thirdly, during manuscript preparation, it was reported that haploinsufficiency is the major reason for the perinatal abnormality in Tet3 mutant mice, with no fundamental developmental function of Tet3-mediated 5hmC production in male pronuclei^51^. Fourthly, 5mC-dependent DNA hydroxymethylation is evident in ph-7 parthenogenotes (Fig. 7e; Supplementary Fig. 12b,c), suggesting that phICSI and embryos lacking functional *Tet3* are not equivalent. Finally, zygotic Dppa3/Pgc7/Stella binds H3K9me2 to prevent Tet3-mediated conversion of 5mC to 5hmC, at least in imprinted genes^27^, but in phICSI, the dynamics of 5hmC and H3K9me2 were disrupted.

The ability of mitotic embryos to reprogram sperm in phICSI blurs functional distinctions between somatic, embryonic and gametic cell lineages. This finding could benefit mammalian embryology when parthenogenotes are available but oocytes are not^52^ and it is perhaps poignant that we generated phICSI offspring with both chemically (Sr^2+^-) and spontaneously (Plcξ-) activated parthenogenotes. Moreover, our work calls into question the argument that parthenogenotes do not have the potential for full-term development and are accordingly a more acceptable source of human ES cells^53^,^54^. The implication that the totipotent state may be arrived at via different epigenetic kinetics or pathways hints that for other cell types different routes might also exist to a given new cellular potency destination.

## Methods

### Collection and culture of oocytes

Animal procedures complied with the Animals (Scientific Procedures) Act, 1986. Wild-type mouse (*Mus musculus*) strains were bred from C57BL/6 or DBA/2 stocks in-house or otherwise supplied by Charles River (L'Arbresle, France). Mixed C57BL/6 and B6D2F1 background hybrid lines containing the transgenes *pOct4-mCherry*, *pPrm2-Prm2-mCherry*, *pCAG-Plcz-ires-Venus*^20^, *Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^(mT/mG)^22^, *pPGK-Cre* or *pNanog-eGFP*^55^ were generated in-house or were kind gifts. Oocytes were collected from 8- to 12-week-old females that had been super-ovulated by standard serial intraperitoneal injection of 5 IU pregnant mare serum gonadotropin (PMSG) followed 48 h later by 5 IU human chorionic gonadotropin (hCG)^56^. Oviductal metaphase II (mII) oocytes were collected in M2 medium (EMD Millipore, UK)^57^ ∼15 h post-hCG injection and cumulus cells dispersed by hyaluronidase treatment^56^. After repeated washing in M2, denuded oocytes were incubated in kalium simplex optimized medium (KSOM; Millipore)^58^ under mineral oil in humidified 5% CO_2_ (v/v air) at 37 °C, until required. Where appropriate (for example, for diagnosis of fertilization by second polar body extrusion), mII oocytes with a degenerate first polar body were selected; by 16 h post-hCG, 71.0±2.0% (*n*=2,294) of first polar bodies had degenerated. Activation of B6D2F1 or mT/mG oocytes to produce parthenogenetic haploid embryos was in Ca^2+^-free CZB medium supplemented with 10 mM SrCl_2_, for 2.5 h in humidified 5% CO_2_ (v/v air) at 37 °C (refs 59, 60). SrCl_2_ treatment was initiated 16–17.5 h post-hCG; times are given after the start of SrCl_2_ treatment. For phICSI and controls, embryos were chosen that possessed a second polar body and a single pn at 5–7 h. For phICSI, SrCl_2_-activated haploid parthenogenotes were injected with sperm at the times indicated after commencement of SrCl_2_ treatment. Spontaneously arising parthenogenotes containing a single pn were selected from *pCAG-Plcz-ires-Venus* females^20^ following brief culture *in vitro*. For maternal genome labelling with 5-bromo-2'-deoxyuridine (BrdU), haploid B6D2F1 parthenogenotes were cultured in KSOM containing 5 μM BrdU (Sigma) for 5 h, starting 4 h after SrCl_2_ treatment was initiated. S-phase was determined by culturing 2-cell ph embryos for 1 h at the appropriate times in KSOM containing 100 μM BrdU.

### Sperm preparation and microinjection

For sperm preparation, cauda epididymidal sperm from 8- to 12-week-old males were triturated for 45 s in nuclear isolation medium (NIM; 125 mM KCl, 2.6 mM NaCl, 7.8 mM Na_2_HPO_4_, 1.4 mM KH_2_PO_4_, 3.0 mM EDTA; pH-7.0) containing 1.0% (w/v) 3-[(3-cholamidopropyl)dimethylammonio]-1-propanesulfonate (CHAPS) at room temperature (25 °C)^56^,^58^,^59^. Sperm were washed twice in NIM and pelleted (1,890 *g*) at ambient temperature; head-tail detachment was enhanced by trituration during pellet resuspension. Finally, sperm were resuspended in ice-cold NIM (∼0.5 ml per epididymis) and stored at 4 °C for up to 3 h until required. ∼50 μl of each suspension was typically mixed with 20 μl of polyvinylpyrrolidone (PVP, average *M*_r_≈360 000; Sigma-Aldrich) solution (15% (w/v)) and sperm injected (ICSI) into oocytes in droplet of M2 within ∼60 min, essentially as described^56^. Injected oocytes were transferred to KSOM under mineral oil equilibrated in humidified 5% CO_2_ (v/v air) at 37 °C. For phICSI, SrCl_2_-activated haploid parthenogenotes were injected with sperm at the times indicated after commencement of SrCl_2_ treatment. For phICSI-13, this was 13 h after the initiation of SrCl_2_ treatment of B6D2F1 oocytes, just after pnMBD. Where parthenogenotes were from *pCAG-Plcz-ires-Venus*, sperm were injected soon after pnMBD. In some experiments (Supplementary Fig. 9d,e), zygotes produced by mating were injected with a sperm immediately after pnMBD, referred to as zygotic ICSI, zICSI.

### Ablation of single 2-cell embryo blastomeres

One of the two blastomeres in 2-cell embryos was destroyed by suction of nuclear material into a piezo-actuated pipette (inner diameter, 7–8 μm). In the case of phICSI-13, embryos of the 2+1 nuclear type (Fig. 1b) were selected and the blastomere with a single (maternal) nucleus was destroyed.

### Pronuclear transfer and cytoplast transfer

For paternal pn and zygotic cytoplast transfer^60^,^61^, the zona pellucida of donor and recipient embryos was cut in M2 medium with a fine microneedle. Donor zygotes produced by ICSI (B6D2F1 oocytes and B6D2F1 or *mtdT* sperm) were held for 10–15 min in KSOM containing cytochalasin B (5 μg ml^−1^) and nocodazole (1 μg ml^−1^) just before manipulation in M2 medium similarly supplemented with cytochalasin B (5 μg ml^−1^) and nocodazole (1 μg ml^−1^). Part of the zygote containing the male pn was aspirated into a micropipette (outer diameter, 15 μm) and introduced with inactivated sendai virus (HVJ) envelope (GenomeONE-CF, Ishikawa Sangyo Kaisya, Japan) diluted 10x from a stock solution, into the space between the blastomere and zona pellucida of a 2-cell parthenogenetic haploid BDF1 embryo. Male pronuclear transfer into male pn-enucleated zygotes and zygotic cytoplast transfer into 2-cell blastomeres of biparental ICSI embryos were performed as controls.

### ROSI and phROSI

ROSI was performed by injecting B6D2F1 mII oocytes with round spermatid nuclei (from 8 to 10-week-old B6D2F1 or *mtdT*) in M2 medium, followed by activation with 10 mM SrCl_2_ in calcium-free CZB-G medium for 2.5 h (ref. 13). phROSI was performed by applying the ROSI procedure to parthenogenetic haploid embryos entering the first mitosis as nucleus recipients.

### Generation of recombinant fusion constructs

Recombinant constructs were used for the expression of cRNA and/or transgenes encoding fusion proteins. To generate the backbone vector, pCI-neo-mKO2-FLAG, an mKO2 *Sma*I/*Eco*RV fragment was generated by PCR from the Kusabira Orange-encoding plasmid, pmKO2-SI (Medical & Biological Laboratories, UK) and cloned into the mammalian expression vector, pCI-neo (Promega, UK). Into this construct, we inserted an *Eco*RV/*Not*I fragment derived from p3XFLAG-CMV-14 (Sigma-Aldrich, UK) to generate an mKO2-FLAG_3_ fusion. H3.3 was cloned into pCI-Neo-mKO2-FLAG as an *Xba*I/*Sal*GI fragment from cDNA generated by mII oocyte RT-PCR. The *Prm2* gene was cloned following PCR amplification of tail tip genomic DNA as an *Xho*I/*Eco*RI fragment that includes ∼1 kb upstream of the *Prm2* start codon, and inserted into pCI-neo-mCherry^1^. Expression of mVenus-hGeminin and mCherry-hCdt1 (the kind gifts of the RIKEN Brain Science Institute, Wako, Japan) was after they had been cloned as PCR-amplified *Eco*RI/*Xba*I fragments into pCI-neo. To generate the transgene construct in which the *Oct4A* promoter drives mCherry expression, a fragment including the *Oct4A* start codon and ∼5 kb of upstream promoter sequences^62^ was generated by PCR and cloned with an mCherry reporter fragment into the *Not*I site of vector pGEM-T (Promega).

### Embryo transfer

E1.5 (2-cell) embryos (the day following activation) were transferred to the oviductal ampullae of pseudo-pregnant CD-1 females at day 0.5 (that is, plugged females that had been mated with vasectomized males the previous night). Pups were delivered by natural birth and where appropriate, fetuses, pups and placentae collected by Caesarian section at the desired time point. Pups and placentas collected by caesarian section at term (E19.5) were weighed immediately. Newborn pups were fostered by CD-1 females.

### Genotyping

Mouse tissue samples were digested at 55 °C for 3 h in 25–100 μl of a lysis buffer containing 10% (w/v) sodium dodecyl sulfate and with 2 mg ml^−1^ proteinase K (Sigma). 1 μl of a 1:10 dilution of each sample was used for genotyping by PCR in a 10 μl reaction volume. PCR primer sequences are given in Supplementary Table 2. Primers for microsatellite analysis were selected from the Mouse Microsatellite Data Base of Japan^63^.

### Preparation and injection of cRNA

5'-capped and polyadenylated cRNA was synthesized from linearized plasmid template DNA in a T7 mScript Standard mRNA Production System (Cellscript, USA) according to the recommendations of the manufacturer^46^,^64^. cRNAs were dissolved in nuclease-free water, quantified on a Nanophotometer and stored in aliquots at −80 °C until required. cRNA solutions were diluted as appropriate with sterile water and injected (typically at concentrations of 0.01 to 1 μg μl^−1^) within 1 h of thawing via a piezo-actuated micropipette into mII oocytes or embryos in M2 medium. Following cRNA injection, oocytes or embryos were cultured for at least 3 h prior to subsequent manipulation.

### Immunocytochemistry

5′-Methylcytosine (5mC), hydroxymethylcytosine (5hmC) and BrdU were detected in embryonic DNA following fixation in 4% (w/v) paraformaldehyde and treatment with 2 M HCl for 30 min. Fixed embryos were processed as soon as possible but were stored where necessary at 4 °C. For primary antibody labelling, samples were incubated overnight at 4 °C with mouse anti-5mC antibody (1:200 (v/v); EMD Millipore, UK), for 1.5 h at 37 °C with rabbit anti-5hmC antibody (1:200; Active Motif, USA) or for 1.5 h with rat anti-BrdU antibody (1:100; Abcam, UK). Additional primary antibodies recognized Oct4 (1:100; Santa Cruz, USA), Cdx2 (1:100; BioGenex Laboratories, USA), H3K4me3 (1:250; Abcam, UK), H3K9me2 (1:50; Abcam), H3K27me3 (1:50; Abcam) and H4K12ac (1:250; Abcam). Primary antibody incubation was followed by a 1 h incubation at 37 °C with the appropriate secondary antibody (1:250; Life Technologies, UK) conjugated to Alexa 350, Alexa 488 and/or Alexa 594. DNA was stained by incubating samples at 37 °C for 20 min in propidium iodide (1:200; Sigma, USA) or Hoechst 33342 (1:1,000; Sigma).

### Fluorescence imaging

Images of live oocytes or embryos following cRNA injection were captured on an Olympus IX71 stand equipped with an Andro Zyla sCMOS camera and OptoLED illumination system (Cairn Research, UK) and processed using Metamorph software (Molecular Devices, LLC, USA). Excitation at 587 nm in combination with an ET-mCherry filter system was used for mCherry fluorescence detection and at 484 nm with an ET-EYFP filter system to detect Venus epifluorescence. Fluorescence of fixed samples was visualized on an Eclipse E600 (Nikon, Japan) microscope equipped with a Radiance 2100 laser scanning confocal system (BioRad, USA)^46^. Images were processed with ImageJ (imagej.nih.gov/ij/) or MetaMorph (Molecular Devices, USA) analysis software. Quantitative analyses subtracted background from subject area fluorescence intensities, which can produce negative results in beads experiments in which background levels from latex are lower than those of oocytes. Mouse fetus fluorescence stereomicrographs (Supplementary Fig. 6c) were captured by a Leica MZ16 FA fluorescence stereomicroscope, with LAS AF 4.0 imaging software (Leica Microsystems GmbH, Germany).

### Nuclear volume estimation

Nuclear volumes were estimated in zygotes and 2+1 type phICSI-13 2-cell embryos respectively 9 h post-ICSI or 30 h after initial SrCl_2_ exposure. These times correspond to approximately the same period after the paternal genome has completed its first S-phase respectively in ICSI and phICSI. Maternal nuclei were distinguished by comparatively low zygotic 5hmC or by BrdU labelling in phICSI. Propidium iodide staining was determined in z-stacked confocal images using ImageJ.

### Blastocyst cell counting

Blastocyst cell counting^46^ was performed by fixing blastocysts in 4% (w/v) paraformaldehyde and incubating them at 4 °C overnight in rabbit anti-Oct4 antibody (1:100; Santa Cruz) or for 1 h at 37 °C in mouse anti-Cdx2 antibody (1:100; BioGenex, USA), followed by 1 h at 37 °C in Alexa 488-conjugated anti-rabbit IgG (Invitrogen) or Alexa 594-conjugated anti-mouse IgG (Invitrogen) respectively. Cells stained with Alexa 488 were scored as Oct4-positive (pluriblasts) and those with Alexa 594, as Cdx2-positive (trophoblasts).

### DNA-conjugated latex microbeads

We adapted a method using streptavidin latex microbeads (Dynabeads; Invitrogen, MA, USA) conjugated to biotinylated DNA, so that we could perform high-resolution physiological analysis of chromatin and spindle function in living oocytes and embryos, as previously performed for spindles^30^,^31^, chromatin^29^,^30^,^31^ and mouse oocytes^32^. DNA fragments (2,605 bp) were amplified using LA Taq DNA polymerase (TAKARA BIO, Japan) from plasmid pCI-Neo (Promega Corp., WI, USA) using the primer pair (5'**→**3'): sense, CTGGCGTAATAGCGAAGAGG; antisense, ATAATACCGCGCCACATAGC. The sense primer was pre-labelled with biotin at its 5' end (Invitrogen). Following agarose gel electrophoresis, DNA fragments were gel-purified using Wizard SV Gel and PCR Clean-Up System (Promega Corp., WI, USA). For methyl-DNA bead conjugation (Fig. 7c–e), a portion of the DNA amplimer was methylated using the CpG methyltransferase, M.SssI (New England BioLabs, MA, USA) according to the recommendations of the manufacturer. Methylation reaction products were purified using Wizard SV Gel and PCR Clean-Up System (Promega) and the reaction efficiency was assessed by gel electrophoresis following challenge with the methylation-sensitive restriction enzyme, *Hpa*II (New England BioLabs). Streptavidin-coupled beads (2.8 μm diameter) were decorated with DNA using Dynabeads kilobaseBINDER Kit (Life Technologies, USA) according to the recommendations of the manufacturer. Briefly, magnetic latex microbeads from 4 μl of suspension were mixed on a rotator for 3 h at room temperature (25 °C) with 3 μg of biotinylated DNA fragment in binding buffer in 40 μl of binding reaction. The beads were harvested magnetically, washed, resuspended in nuclease-free water and stored in aliquots at -20 °C until required. Immediately prior to injection, beads were mixed with 3% (w/v) PVP (average *M*_r_, 360,000) in M2 medium. Microinjection was performed as for ICSI^56^, coinjecting 5–7 beads per oocyte or embryo instead of sperm heads.

To validate the method in our system, we injected DNA-beads into mII oocytes and evaluated microtubule formation and histone accumulation by DNA staining and immunofluorescence microscopy (Supplementary Fig. 12a–c). In all experiments, we showed that DNA-beads injected into mII oocytes were stained with Hoechst 33342 or propidium iodide, in a DNA-dependent manner (Supplementary Fig. 12a). Beads in mII oocytes stained with an antibody against acetylated H4K12ac in a DNA-dependent manner that was independent of DNA methylation (*n*≥10; Supplementary Fig. 12b). As previously reported^32^, DNA-beads induced microtubule nucleation regardless of 5mC status (*n*≥11), whereas beads lacking DNA failed to do so (*n*=11) (Supplementary Fig. 12c). The kinetics of cRNA-encoded histone H3.3 deposition were similar for DNA-beads and ICSI controls (Supplementary Fig. 10).

### Statistical analysis

Experiments were performed on ≥2 days. The number of samples (*n*) per experiment reflects power calculation and oocyte and embryo survival after manipulation. All samples were randomly collected; that is, we did not knowingly select different classes of healthy oocytes or embryos except where stated, and no data are selectively excluded. Data analysis was performed with or without blinding. Statistical differences between pairs of data sets were analysed by a two-tailed unpaired *t*-test. One-way ANOVA followed by a Tukey–Kramer *post hoc* test was used for multiple comparisons. The log-rank test was used to compare mouse longevity plots created by the Kaplan–Meier method. Values of *P*<0.05 were considered statistically significant. For model-assessment of possible ICSI-phenotype contribution to developed embryos, we assumed that two embryonic phenotypes I and II were characterized by respectively an elevation or diminution of certain modifications (for example, 5mC and 5hmC). The estimated probability for development to term is *q*_I_=0.103 for phenotype-I (according to 24/232 for phICSI-derived embryos) and *q*_II_=0.451 for phenotype-II (according to 107/237 for ICSI-derived embryos) (Supplementary Table 1). A nominal phenotype-I population may contain an unknown phenotype-II fraction, *ρ*. Subsequently, the model combines (1) the probability for observing phenotype-I associated histone states in *k* out of *k* experiments in the mixed population, and (2) the cumulative probability for the event that at least *n*=1,2,... out of *N*=232 individuals developing to term derive from phenotype-II.

Ad (1) The probability of observing *k* histone-unmodified cases (phenotype-I) in *k* experiments is binomial *p*(*k*|*k*, 1-*ρ*) distributed.

Ad (2) The probability of observing m phenotype-II and (*N*—*m*) phenotype-I cases in *N* experiments is binomial *p*(*m*|*N*, *ρ*). The probability that respectively *n* and (*N*—*n*) cases develop to term is the product of binomial *p*(*n*|*m*, *q*_II_) and *p*(*N*—*n*|*N*—*m*, *q*_I_). Marginalization with respect to m

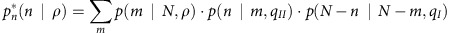

results in the probability for the combined two-step process

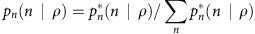

Finally, the cumulative probability for observing at least *n* individuals is

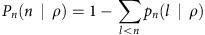

Taking (1) and (2) as independent evidence and assuming *ρ* to be the same in both types of experiments, the overall probability is the product

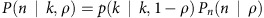

Supplementary Figure 13 shows *P* as a function of *ρ* for different values of *n* and *k*=20 (5hmC). Accordingly, the production of 9 or more phenotype-II-derived embryos out of a total of 24 can be excluded on the 5% significance level, that is, *P*(9)≤0.0465, while the probability that all embryos derive from phenotype-II is *P*(24)≤9.84e−17. For *k*=9 (5mC), the same is true for 14 or more embryos, that is, *P*(14)≤0.0493, and for all embryos *P*(24)≤1.05e−16. Regarding both evidences for *k*=9 and *k*=20 as independent and multiplying both binomials results in significance starting from *n*=7, that is, *P*(7)≤0.0465, and *P*(24)≤9.32e−17. The simplifying assumption of only two phenotypes limits the model applicability to either only one phenotype-determining modification or (equivalently) multiple but 100%-correlated modifications. Allowing for two independent modifications A and B, would require a more involved four-phenotype-model. However, our data suggest high correlation of A and B.

### Single-cell whole transcriptome amplification

ICSI and phICSI 2-cell embryos were produced by injecting B6D2F1 sperm respectively into B6D2F1 oocytes or parthenogenotes. For phICSI-13, blastomeres were separated from 2+1 embryos (Fig. 1e). In all cases, a random sample of the embryos was cultured to confirm preimplantation developmental viability (Supplementary Table 1). For transcriptome amplification, embryos were exposed to acid Tyrode's solution (pH2.5; Sigma) to dissolve the zona pellucida and allowed to recover for 1 h in KSOM in humidified 5% CO_2_ (v/v air) at 37 °C. Embryos were then gently triturated in Ca^2+^-free, Mg^2+^-free M2 medium to separate the blastomeres and the extant polar body if there was one. ICSI blastomeres were collected 27 h post-ICSI and the binuclear blastomeres of phICSI 2+1 embryos 27 h after the initiation of SrCl_2_ exposure. One blastomere per tube was collected in a minimal volume into 5.4 μl of lysis buffer (Active Motif) containing 10 ng of tRNA (Roche), 1 μg of protease (Active Motif), and 1 μl of 37.5 μM biotinylated oligo-dT peptide nucleic acids (PNAs; Active Motif) and flash-frozen in liquid N_2_ until extraction, reverse transcription and global amplification of blastomere mRNA^36^,^65^. Proteolytic digestion was performed by incubating samples for 10 min at 45 °C, followed by inactivation of protease at 75 °C for 1 min, and annealing of PNA to poly(A) tails of mRNAs, at 22 °C for 15 min. PNA-mRNA complexes were precipitated in magnetic force field using streptavidin-conjugated metal beads. While precipitating, bead pellets were washed with 10 μl of wash buffer 1 (50 mM Tris-HCl, 75 mM KCl, 10 mM DTT, 0.25% [v/v] Igepal), 20 μl of wash buffer 2 (50 mM Tris-HCl, 75 mM KCl, 10 mM DTT, 0.5% [v/v] Tween-20), and again with 20 μl of wash buffer 1 (supernatant was removed after each washing step). Solid phase reverse transcription was performed for 45 min under rotation at 44 °C, in a 20 μl reaction containing 0.5 mM of each dNTP (GE Healthcare), 200 U of SuperScript II reverse transcriptase (Invitrogen), 0.25% (v/v) Igepal, 5 mM DTT, 30 μM of C_15_GTCTAGAN_8_ primer, 15 μM of C_15_GTCTAGACTTGAGT_24_VN primer (Metabion), and 1 × first strand buffer (Invitrogen). Primers were annealed at room temperature for 10 min, before addition of the enzyme. Following reverse transcription, beads were precipitated in magnetic racks and washed in 20 μl of wash buffer 3 (50 mM KH_2_PO_4_, 1 mM DTT, 0.25% (v/v) Igepal) and resuspended in 10 μl of buffer for tailing (4 mM MgCl_2_, 0.1 mM DTT, 0.2 mM dGTP, 10 mM KH_2_PO_4_). Reaction mixtures were overlaid with 40 μl of mineral oil, and the cDNA single strands released from beads by heating to 95 °C for 5 min followed by incubation on ice for 3 min. Addition of dGTPs on 5′ termini of single stranded cDNAs was performed by adding 10 U of terminal dNTP transferase (TdT; USB-Affymetrix) and incubating the mixture for 60 min at 37 °C. After inactivation of TdT at 70 °C for 5 min, we added 35 μl of whole transcriptome amplification (WTA) reaction mix 1 (4 μl of buffer I (Expand Long Template, Roche) and 3% (v/v) deionized formamide). Hotstart PCR was performed by incubating the sample at 78 °C and adding 5.5 μl of WTA reaction mix 2 (3.2 mM each dNTP, 12 mM TCAGAATTCATGC_15_ primer, and 7.5 U of PolMix (Expand Long Template, Roche)). WTA consisted of 40 cycles in an MJ Research PCR cycler: 20 cycles of 15 s at 94 °C, 30 s at 65 °C, and 2 min at 68 °C followed by 20 cycles with an increase of elongation step of 10 s per cycle, followed by a final cycle with 7 min of elongation.

For quality control^36^,^65^, 0.5 μl of each WTA product was used as a template for end-point PCR to amplify each of the three transcripts: β2-microglobulin, β-actin and GAPDH. The primers used were: β-actin forward, CAGCTTCTTTGCAGCTCCTT); β-actin reverse, CTCGTCACCCACATAGGAGTC; β2-microglobulin forward, TGGTGCTTGTCTCACTGACC; β2-microglobulin reverse, CCGTTCTTCAGCATTTGGAT; GAPDH forward, GAAGGGCATCTTGGGCTAC; GAPDH reverse, GCCTCTCTTGCTCAGTGTCC. PCR reactions consisted of 1 × PCR buffer (PAN-Biotech GmbH, Germany), 0.4 μM each primer (Eurofins), 5 μg BSA (Roche), 0.5 U Taq polymerase (PAN-Biotech), and 0.1 mM each dNTP (GE Healthcare). PCR products were visualized on 1.5% (w/v) agarose gels stained with ethidium bromide. Only samples that were positive for all three transcripts were used for microarray analysis^36^,^65^.

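The arrays hold probes for the control transcripts. In single blastomeres, Gapdh (the probe with the lower p of 2) was at a log2 intensity of 14.19 ± 0.61 (SD, n = 16) in ICSI and 14.42 ± 0.56 (SD, n = 8) in phICSI-13. The Actb probe was at 7.58 ± 2.17 (SD, n = 16) in ICSI and 8.17 ± 2.50 (SD, n = 8) in phICSI-13, and a B2m probe at 3.68 ± 1.91 (SD, n = 16) and 2.64 ± 1.00 (SD, n = 8), while the other B2m probes differed by -0.65 and 0.85. This B2m probe lies below the median of all probes in both groups (4.49 in ICSI and 4.46 in phICSI-13) and is not shown to be above background, so it says little about B2m. None passed the threshold between the groups by limma, with adjusted p of 0.819 for Gapdh, 0.850 for Actb and 0.594 for B2m. The sign of the small difference turned for Actb with the A siblings alone, and for Actb and Gapdh with the number in the labels as a block. The probes and the PCR products need not lie in the same part of a transcript.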

### Sample labelling and microarray hybridization

Labelling of primary whole transcriptome amplified (WTA) product was by PCR with Cy5-labelled primers. Reaction mix contained 5 μl of buffer I (Expand Long Template, Roche), 3% (v/v) deionized formamide, 0.35 mM each dNTP, 2.5 μM 5'-U*CAGAAU*TCAU*CCC*CCCC*CCCC*CCCC*-3' primer (*denotes nucleotides conjugated with Cy5 fluorophore; Metabion), 7.5 U of PolMix (Expand Long Template, Roche) and 1 μl of primary WTA product in a final volume of 49 μl. PCR parameters were: one cycle with 1 min at 95 °C, 11 cycles with 15 s at 95 °C, 1 min at 60 °C, and 3 min 30 s at 65 °C, 3 cycles where the elongation time was increased 10 s per cycle, and finally one cycle with an elongation time of 7 min. Labelled products were purified using a PCR purification kit (Qiagen) according to the instructions of the vendor. Purified Cy5-labelled DNA was denatured by incubation for 5 min at 95 °C followed by incubation on ice. Hybridization solution was prepared by mixing 42 μl of denatured Cy5-labelled DNA, 55 μl of 2x HiRPM hybridization buffer (Agilent), 11 μl of 10 × GE Blocking agent (Agilent), 4 μl of 25% (v/v) Tween-20, and 4 μl of 25% (v/v) Igepal. Four 100 μl samples of hybridization mix were overlaid on 4 hybridization fields of Agilent Whole Mouse Genome (4x44K) Oligo Microarray with SurePrint (G4122F) microarray slides and incubated for 17 h at 65 °C under constant rotation. After hybridization, slides were washed in Agilent Wash buffer 1 for 1 min on a shaker, in darkness, and incubation continued in Agilent Wash buffer 2 pre-warmed to 37 °C. Slides were dried by washing for 30 s in acetonitrile and scanned on a GenePix 4400 A scanner (Molecular Devices). Numerical readouts of fluorescence intensities (GPR files) were generated using GenePixPro 7 (Molecular Devices).

### Bioinformatics

The quality of whole transcriptome amplification was assessed by control PCR. Gene expression data were quality assessed by inspection of chip raw images and gene expression frequency distributions. All experiments were of sufficiently high quality for further bioinformatic analysis (16 and 8 expression profiles for ICSI and phICSI, respectively). Raw gene expression data were background corrected (limma R-package, normexp method)^66^,^67^, log_2_-transformed and normalized by quantile normalization. Technically replicated probes (identical Agilent IDs) were replaced by their median per sample. Gene ranking was performed according to moderated *t*-statistics (limma R-package). For graphical display and functional annotation probes targeting the same gene were disambiguated by retaining only the probe with the lowest *P*-value. The normalized heatmap (Fig. 8c) employed Euclidean distance and complete linkage for agglomerative clustering. 

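With Euclidean distance and complete linkage, the 45 genes called from the deposited values, each scaled over the arrays, parted the 24 blastomeres into 2 clusters that matched ICSI and phICSI-13 for 24 of 24. These genes were chosen by the difference between the groups. With all 41174 probes, the 2 highest clusters matched the groups for 18 of 24. Since 16 of the 24 arrays are ICSI, placing all arrays in the same cluster would already match 16 of 24. The match of 18 therefore does not show that all probes part the groups.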

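At an adjusted p under 0.15, limma called 298 genes between phICSI-13 and ICSI over all 24 arrays, from 166 probes that were higher and 133 that were lower in phICSI-13. In 99 other splits of the arrays into 16 and 8, the number called at this level was at most 8. With the siblings averaged it was 57, of which 43 were among the 298 and which had 17 probes higher and 40 lower, and in 99 other splits of the 16 embryos it was at most 6. A test with unequal variances, chosen after seeing the data, called 750 genes at this level, with 99 probes higher and 658 lower.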

Enrichment for biological process annotation associated with genes most differentially expressed between ICSI and phICSI was obtained by querying the DAVID database^68^ for GO BP/5, GO BP/FAT and KEGG, Reactome, BBID, BioCarta, and Panther pathway annotation using the R-package RDAVIDWebService^69^ for submitting stepwise prolonged gene-lists starting from the top 50, 100, 150, 200, 250 and so on. top-ranking genes up to a length of 550 corresponding to an FDR-adjusted *P*-value of 0.15. If identical annotation terms were returned for different lists only the one with the lowest EASE *P*-value was retained. For assessing randomness of gene ranking in the ICSI_1 versus ICSI_2 comparison, all 6,435 possible 8+8 array combinations were enumerated and *P*-values calculated (limma R-package). The resulting curves were kernel smoothed in two-dimensional and graphically displayed as density. From the 128 possible combinations respecting the experimental 2-cell pairing, the one with the highest number of FDR-adjusted *P*-values <0.05 (corresponding to the largest difference between ICSI_1 and ICSI_2) was selected for graphical display. In the ICSI versus phICSI comparison, 10,000 of the 735,471 possible 16+8 array combinations were analogously calculated to obtain the corresponding graphical display. Array data are deposited at the Gene Expression Omnibus (GEO) with the accession number GSE60595.

### Ratiometric PCR (qPCR)

Relative transcript levels were quantified by transferring single embryos (1 per tube) in a minimal volume (<0.5 μl) of 0.1% (w/v) Sarkosyl (Teknova, Hollister, CA, USA) containing 10 ng μl^−1^ tRNA (Hoffmann-La Roche, Ch), heated at 65 °C for 5 min and used to programme cDNA synthesis primed with oligo(dT)_20_ and random 8-mers (each at 30 mM) in a 21 μl reaction volume containing 200 U SuperScript III reverse transcriptase (Invitrogen Corp., CA, USA). Real-time qPCR was in an ABI 7500 Real Time PCR System (Applied Biosystems, CA) in reactions (20 μl total) containing 1–2 μl of the template cDNA, forward and reverse primers (Supplementary Table 2; each at 5 nM) and 12.5 μl of Power SYBR (ABI), using the parameters: 10 min at 95 °C, followed by 45 cycles of (15 s at 95 °C, 1 min at 58–60 °C and 35 s at 72 °C). Each sample was assayed in triplicate and given sample sets collected on at least two days. Primer sets were non-dimerizing under the conditions employed and steady state levels of transcripts were normalized against internal controls^36^.

### Data availability

Microarray data have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE60595. The authors declare that the data supporting the findings of this study are available within the article and its Supplementary Information Files or from the corresponding authors upon reasonable request.

## Additional information

**How to cite this article:** Suzuki, T. *et al*. Mice produced by mitotic reprogramming of sperm injected into haploid parthenogenotes. *Nat. Commun.* 7:12676 doi: 10.1038/ncomms12676 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-13, Supplementary Tables 1-2

## Figures and Tables

**Figure 1:**
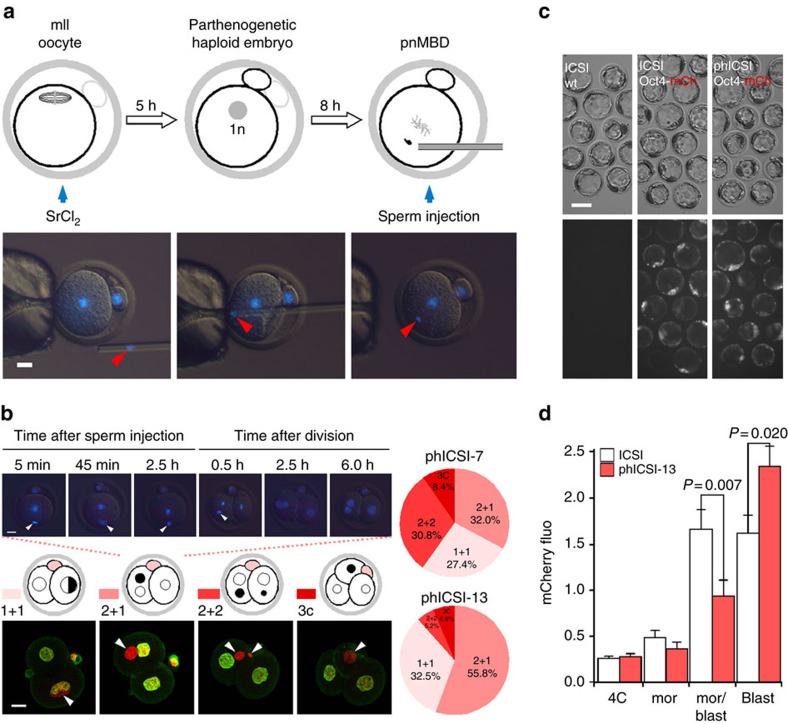
Development *in vitro* following phICSI-13. (**a**) Schematic (upper) and merged Hoffman and Hoechst 33342 (DNA) fluorescence images showing phICSI-13. Red arrowheads indicate sperm heads. (**b**) Merged Hoffman and Hoechst 33342 (DNA) images (upper) at the times indicated after sperm injection in phICSI-13. Schematic (centre: paternal genome, black; second polar body, pink) and fluorescence images (BrdU, maternal genome; PI, both genomes) show different classes of nuclear configuration 14 h after the first mitotic division (1C→2C) in phICSI-13. White arrowheads, paternal chromatin. Scale bars, 20 μm. Pie charts show proportions of each nuclear class in phICSI-7 (*n*=117) and phICSI-13 (*n*=77). (**c**) Hoffman (upper) and fluorescence micrographs of embryos generated by injecting mII oocytes (ICSI-1bla) or parthenogenotes (phICSI-13-1bla) with sperm carrying a transgene encoding mCherry expression driven by the *Oct4* promoter (*pOct4-mCherry*). Scale bar, 50 μm. (**d**) Histogram showing relative intensities of mCherry expression (±s.e.m.) of **c** in ICSI-1bla (open) and phICSI-13-1bla (red) embryos (*n*=25 [2C, blast] or 27 [4C, mor, mor/blast]). Experiments were on 2 days. Embryo stages are 4-cell (4C), morula (mor), morula-blastocyst (mor/blast) and blastocyst (blast). Differences are shown where *P*<0.05 (two-tailed, unpaired *t*-test).

**Figure 2:**
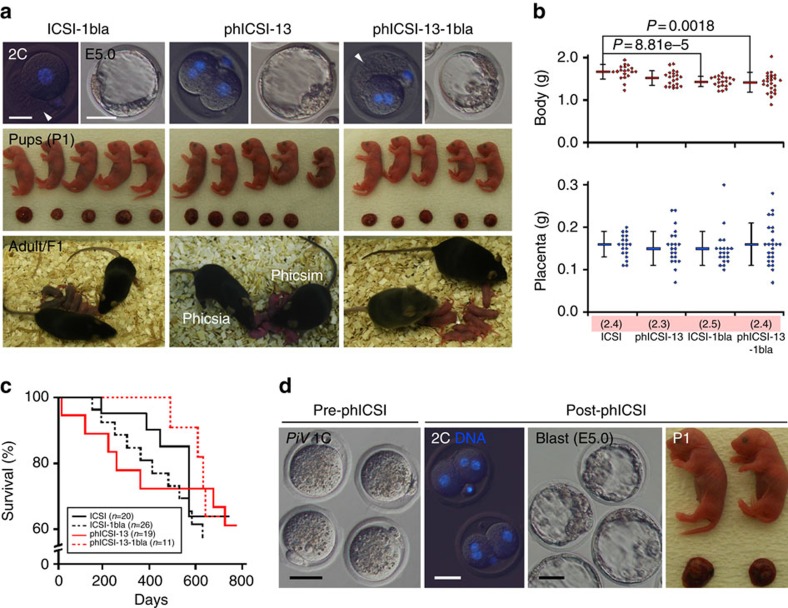
Full-term development of phICSI-13 offspring. (**a**) Fluorescence images (top) showing DNA stained with Hoechst 33342 in 2-cell stage embryos (2C DNA), Hoffman images of blastocysts (blast) at embryonic day 5.0 (E5.0); pups and their associated placentae (post-natal day 1, P1) and adults with F1 offspring (adult/F1). In ICSI-1bla and phICSI-13-1bla, a single blastomere was destroyed (arrowheads) at the 2-cell stage. Scale bars, 30 μm. (**b**) Plots of body (step value, 0.01 g) and placenta (step value, 0.01 g) mass in ICSI- and phICSI-13-derived offspring (1- and 2-bla) at term (±s.d.). Average litter sizes are given in parentheses. For ICSI, *n*=19; ICSI-1bla, *n*=20; phICSI-13, *n*=21; phICSI-13-1bla, *n*=24. Experiments were on ≥4 days per group. Differences are shown for *P*<0.05 (1-way ANOVA followed by Tukey–Kramer test). (**c**) Kaplan–Meyer survival plots of ICSI- and phICSI-13-derived offspring (1- and 2-bla). For ICSI, *n*=20; ICSI-1bla, *n*=26; phICSI-13, *n*=19; phICSI-13-1bla, *n*=11. (**d**) Parthenogenotes ectopically expressing transgenic Plcz (*PiV*) were injected with B6D2F1 sperm (1C), showing DNA staining (blue) at the 2-cell stage (2C DNA), blastocyst (blast) development after 5 days (E5.0) and two male offspring and their associated placentae at term (P1). Scale bars, 50 μm.

**Figure 3:**
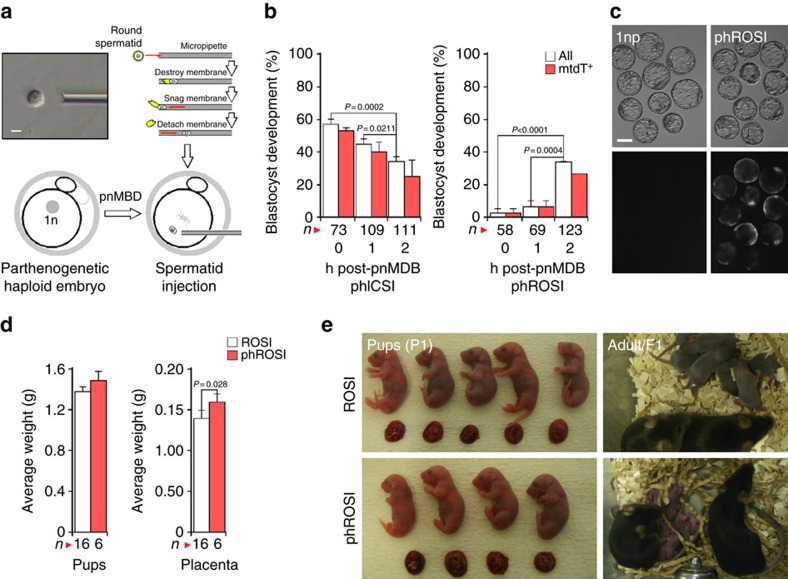
The phICSI protocol applied to round spermatids: phROSI. (**a**) Representation of phROSI showing (top left) Hoffman modulation image of round spermatid pick-up (bar, 5 μm). (**b**) Histograms showing *in vitro* development at E5.0 following phICSI (left) and phROSI of embryos injected at the times shown (0–2 h) after pronuclear membrane breakdown (pnMBD). Data are for all embryos (open) or those expressing paternal membrane tdTomato (mtdT). Values of *n* are from experiments on 2 days, with differences shown for *P*<0.05 (*χ*^2^ test). (**c**) Vertically paired Hoffman (upper) and fluorescence (mtdT) images of blastocysts (E5.0) developing from parthenogenetic haploid embryos (1nP) and phROSI-pnMBD-2h. Scale bar, 100 μm. (**d**) Average term (P0) weights of pups (left) and placentae. For ROSI, *n*=16; phROSI, *n*=6. Experiments were on 3 days. Differences are shown where *P*<0.05 (two-tailed, unpaired *t*-test). (**e**) Representative images of term (P0) pups and placentae (left panels) and F1 phROSI-pnMBD-2h and control ROSI offspring following natural mating. Values in **b** and **d** are ±s.e.m. and show *P*<0.05.

**Figure 4:**
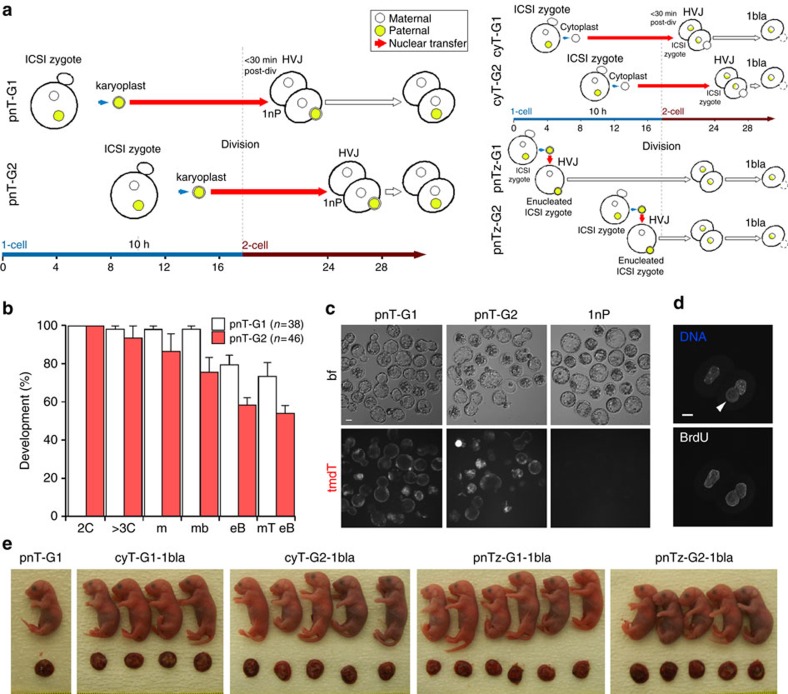
Male pronuclear transfer to haploid parthenogenotes. (**a**) Schematic representations of male pronuclear transfer into one blastomere of 2-cell haploid parthenogenotes (pnT-G1 and -G2, left). Schematic representations of control zygote cytoplast transfer into a 2-cell haploid parthenogenote blastomere (cytT-G1 and -G2, upper right) and pronuclear transfer into paternally-enucleated zygote (pnTz-G1 and -G2, lower right) are also shown. HVJ, hemagglutinating virus of Japan envelope vector. These controls determine *in vivo* developmental potential following manipulation at the 2-cell stage; data are presented in Supplementary Table 1. (**b**) Histograms showing *in vitro* developmental progress of pnT-G1 (open) and -G2 embryos (± s.e.m.). For pnT-G1, *n*=38 and pnT-G2, *n*=46, with experiments on 2 days. (**c**) Vertically paired images representative of *in vitro* development for pnT-G1 and -G2 E5.0 embryos and haploid parthenogenotes (1nP) showing Hoffman (bf, top) and paternally expressed membrane tdTomato (mtdT). Scale bar, 50 μm. (**d**) Paired fluorescence images of pnT-G1 embryos at the 2-cell stage showing DNA labelling (left) or treatment with BrdU (*n*=7). (**e**) Pups and associated placentae in pnT-G1 and the indicated control experiments, as they appeared after term delivery 19 d after embryo transfer (P0).

**Figure 5:**
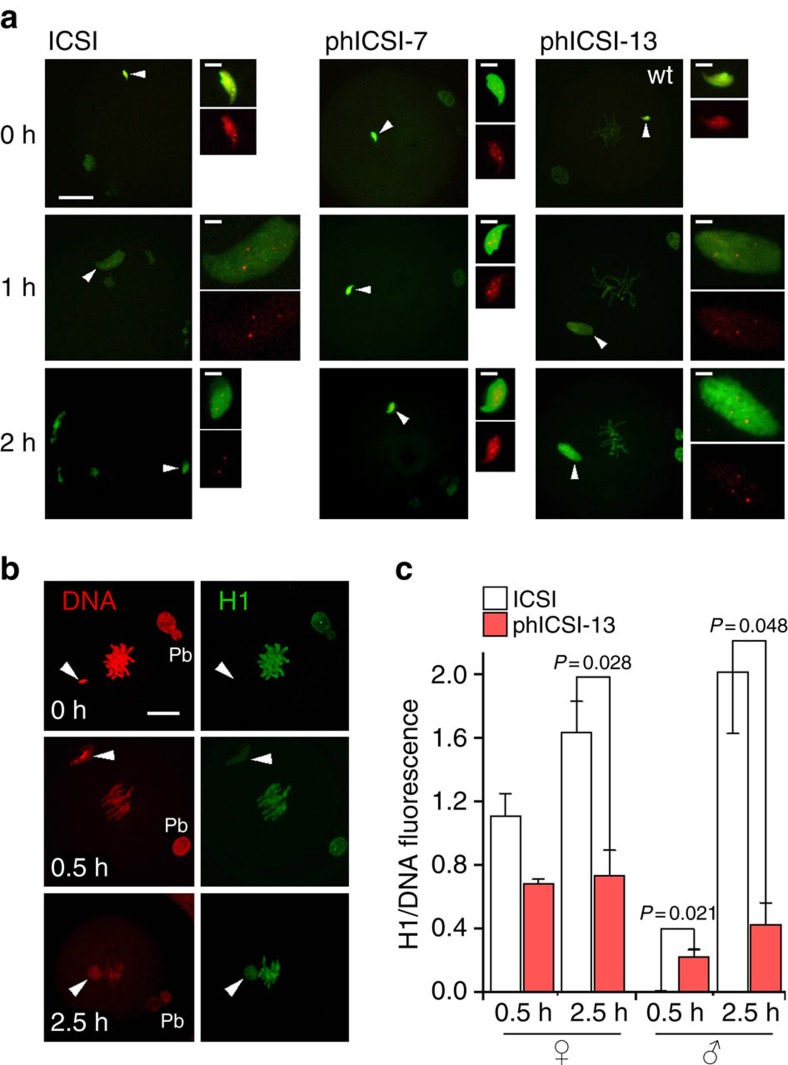
Nucleoprotein exchange in phICSI-13. (**a**) Merged fluorescence images showing protamine 2-mCherry (Prm2-mCh; anti-RFP, red) and genomic DNA (DNA; pico green, green) 0 (*n*=10), 1 (*n*=11) or 2 h (*n*=7) after *Prm2-mCh* transgenic sperm injection into mII oocytes, or parthenogenotes 7 h (for 0 h, *n*=7; 1 h, *n*=9; 2 h, *n*=9) or 13 h (for 0 h, *n*=13; 1 h, *n*=14; 2 h, *n*=14) after initial SrCl_2_ exposure (phICSI-7 and -13 respectively). White arrowheads show the positions of sperm heads. Scale bars, 20 μm; wt, wild-type. Close-ups of paternal chromatin (insets) are the same scale (bar, 5 μm). (**b**) Fluorescence images of DNA (propidium iodide, PI, left) and linker histone H1/H1foo at the times shown after sperm injection in phICSI-13. Pb, second polar body. Scale bars, 20 μm. (**c**) Pixel quantification (±s.e.m.; for ICSI, *n*=3 and phICSI-13, *n*=4, with experiments on 2 days) showing H1 fluorescence levels normalized against PI (DNA) associated with each parental genome at the times indicated after sperm injection in ICSI and phICSI. Significantly different (*P*<0.05) pair-wise comparisons are indicated.

**Figure 6:**
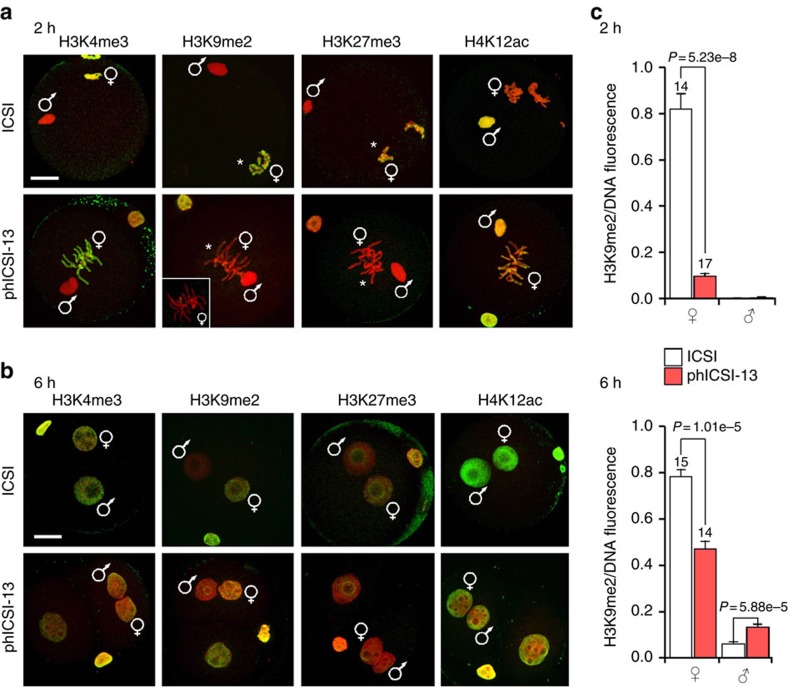
Conserved and divergent histone modification in ICSI and phICSI-13. (**a**) Merged confocal fluorescence images showing DNA (stained with propidium iodide, red) and the indicated histone modifications (detected using antibodies, green) 2 h after sperm injection in ICSI (upper panels) or phICSI-13. The parental provenance of chromatin is indicated. The inset shows H3K9me2 staining in ph-13 parthenogenotes. Asterisks indicate modification differences. Scale bar, 20 μm. For ICSI H3K4me3, *n*=11; phICSI-13 H3K4me3, *n*=16; ICSI H3K9me2, *n*=20; phICSI-13 H3K9me2, *n*=24; ICSI H3K27me3, *n*=18; phICSI-13 H3K27me3, *n*=14; ICSI H4K12ac, *n*=18; phICSI-13 H4K12ac, *n*=16. (**b**) As for (**a**), except 6 h after sperm injection. For ICSI H3K4me3, *n*=9; phICSI-13 H3K4me3, *n*=10; ICSI H3K9me2, *n*=20; phICSI-13 H3K9me2, *n*=22; ICSI H3K27me3, *n*=12; phICSI-13 H3K27me3, *n*=22; ICSI H4K12ac, *n*=14; phICSI-13 H4K12ac, *n*=24. (**c**) Histograms showing H3K9me2 fluorescence quantification in ICSI and phICSI, indicating *n* for each group. These are, for ICSI 2 h, *n*=14; ICSI 6 h, *n*=15; phICSI-13 2 h, *n*=17; phICSI-13 6 h, *n*=14. Values (± s.e.m.) indicate differences where *P*<0.05 (two-tailed, unpaired *t*-test). Experiments were on 3 days.

**Figure 7:**
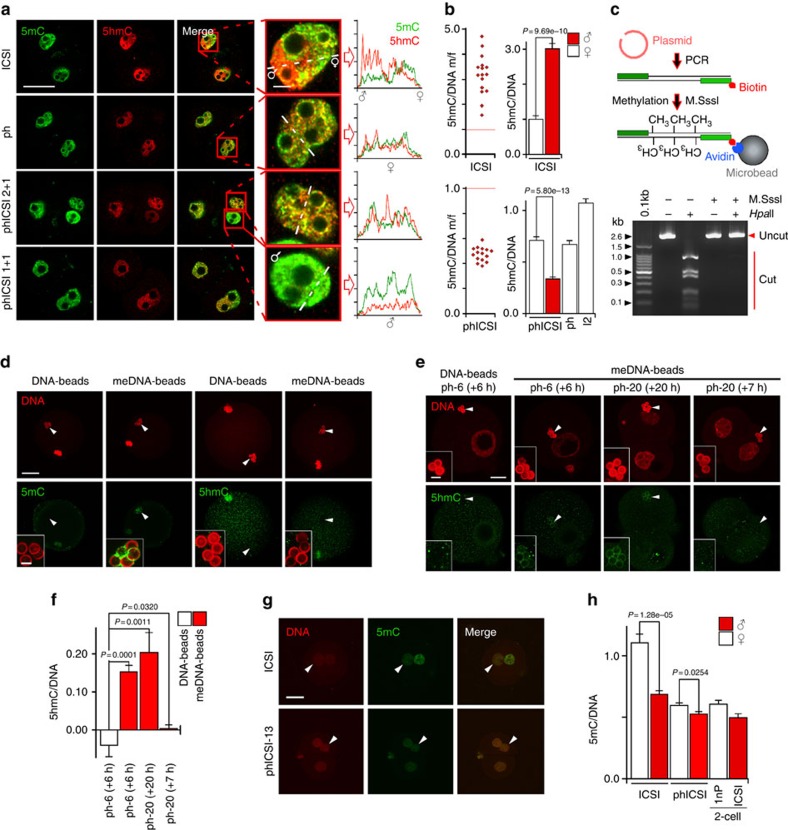
Altered genomic 5′-methylcytosine and 5′-hydroxymethylcytosine dynamics in phICSI-13. (**a**) Immunofluorescence showing nuclear 5′-methylcytosine (5mC, green) and 5′-hydroxymethylcytosine (5hmC, red) 30 h after the start of SrCl_2_ treatment or sperm injection (ICSI). Parthenogenetic haploid, ph; bar, 50 μm. Insets (bar, 2 μm) show merged nuclear images with line plots of relative intensities (rightmost). (**b**) Ratios (±s.e.m.) of relative paternal and maternal 5hmC fluorescence in individual (left) or pooled (histograms) 10 h after ICSI (upper; *n*=16), or 30 h after ICSI (2-cell embryos, I2; *n*=12) or the start of SrCl_2_ treatment in either parthenogenesis (ph; *n*=14) or phICSI-13 (phICSI; *n*=15). Experiments were on 2 days and differences are indicated where *P*<0.05 (two-tailed, unpaired *t*-test). (**c**) Protocol for generating microbeads conjugated to 5mC-containing DNA (5mC-beads), showing (below) electrophoresis of 5mC-containing DNA following treatment with the CpG DNA methyltransferase, M.SssI (M.SssI+) or unmethylated DNA (M.SssI-), challenged with the methylation-sensitive restriction endonuclease, *Hpa*II. (**d**) Fluorescence images showing 5mC or 5hmC (green) in beads conjugated to control, non-methylated DNA (DNA) or to 5mC-containing DNA (meDNA) 7 h after injection into in mII oocytes (scale bar, 20 μm), with insets showing close-ups (bar, 3 μm). DNA is stained with propidium iodide (PI). For DNA 5mC, *n*=7; meDNA 5mC, *n*=7; DNA 5hmC, *n*=7; meDNA 5hmC, *n*=10. (**e**) Fluorescence images of haploid parthenogenotes containing latex microbeads conjugated to non-methylated DNA (DNA-beads; *n*=7) or 5mC-containing DNA (meDNA-beads; *n*=7), stained with PI (DNA, red) or anti-5hmC antibodies (green). Beads were either injected into mII oocytes (mII) followed by Sr^2+^ activation and analysis 6 h (ph-6, 1-cell; *n*=10) or 20 h (ph-20, 2-cell; *n*=8) later, or ph-13 parthenogenotes were injected with beads followed by analysis at 20 h (+7 h) (*n*=7). Scale bar, 50 μm. Arrowheads indicate DNA-beads (magnified in insets; bar, 3 μm). (**f**) Fluorescence intensity quantification of 7≤*n*≤10 embryos of **e** showing *P*-values following one-way ANOVA followed by a Tukey–Kramer test. (**g**) Fluorescence staining with PI (DNA, red) or anti-5mC antibodies (5mC, green) showing relative paternal and maternal 5mC in ICSI and phICSI-13 embryos 6 h after sperm injection. Scale bar, 20 μm. (**h**) Pixel quantification (±s.e.m.) of samples (for ICSI, *n*=12; phICSI, *n*=11) of **g** and 1nP (*n*=10) and ICSI 2-cell embryos (*n*=14) 6 h post-cleavage, showing fluorescence levels normalized against PI (DNA). Experiments were on 2 days and differences are indicated where *P*<0.05 (two-tailed, unpaired *t*-test).

**Figure 8:**
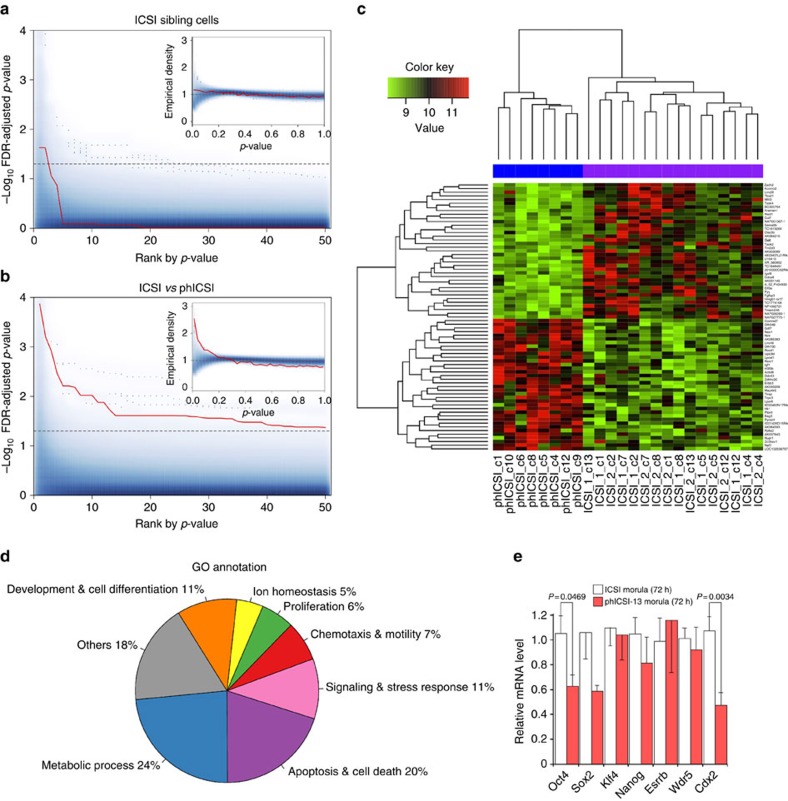
Distinctive ICSI and phICSI 2-cell embryo transcriptomes. (**a**) FDR-adjusted *P*-values for all 6,435 possible array assignments to the two equally-sized (8+8) ICSI groups (smoothed blue area) plotted over the gene rank according to smallest *P*-value. The red curve indicates the most extreme (largest number of adjusted *P*-values <0.05) combination that respects the experimental 2-cell sibling pairings. The inset shows the empirical density of *P*-values. Where there is no difference between ICSI and phICSI (true null hypothesis), a uniform density is expected. (**b**) FDR-adjusted *P*-values calculated for 10,000 out of 735,471 possible 16+8 ICSI-phICSI array groupings (smoothed blue area). The red curve represents the true ICSI-phICSI group assignment. (**c**) Normalized heatmap for the top 73 most differentially expressed genes (FDR *P*<0.05) between ICSI and phICSI. Values indicate different blastomeres. ICSI_1 and ICSI_2 refer to paired sibling cells in ICSI 2-cell embryos. (**d**) Classes of GO annotation terms obtained from the DAVID database. (**e**) Ratiometric qPCR analysis of pluripotency factor mRNAs in ICSI-1bla (*n*=5) and phICSI-13-1bla (*n*=8) morulae after 72 h. Values are±s.e.m. and differences indicated where *P*<0.05 (unpaired *t*-test).

# Supplementary material for: Mice produced by mitotic reprogramming of sperm injected into haploid parthenogenotes
**Source:** Nat Commun. 2016 Sep 13;7:12676. doi: 10.1038/ncomms12676
**Supplement:** Supplementary Information — Supplementary Figures 1-13, Supplementary Tables 1-2

Supplementary tables and figure legends

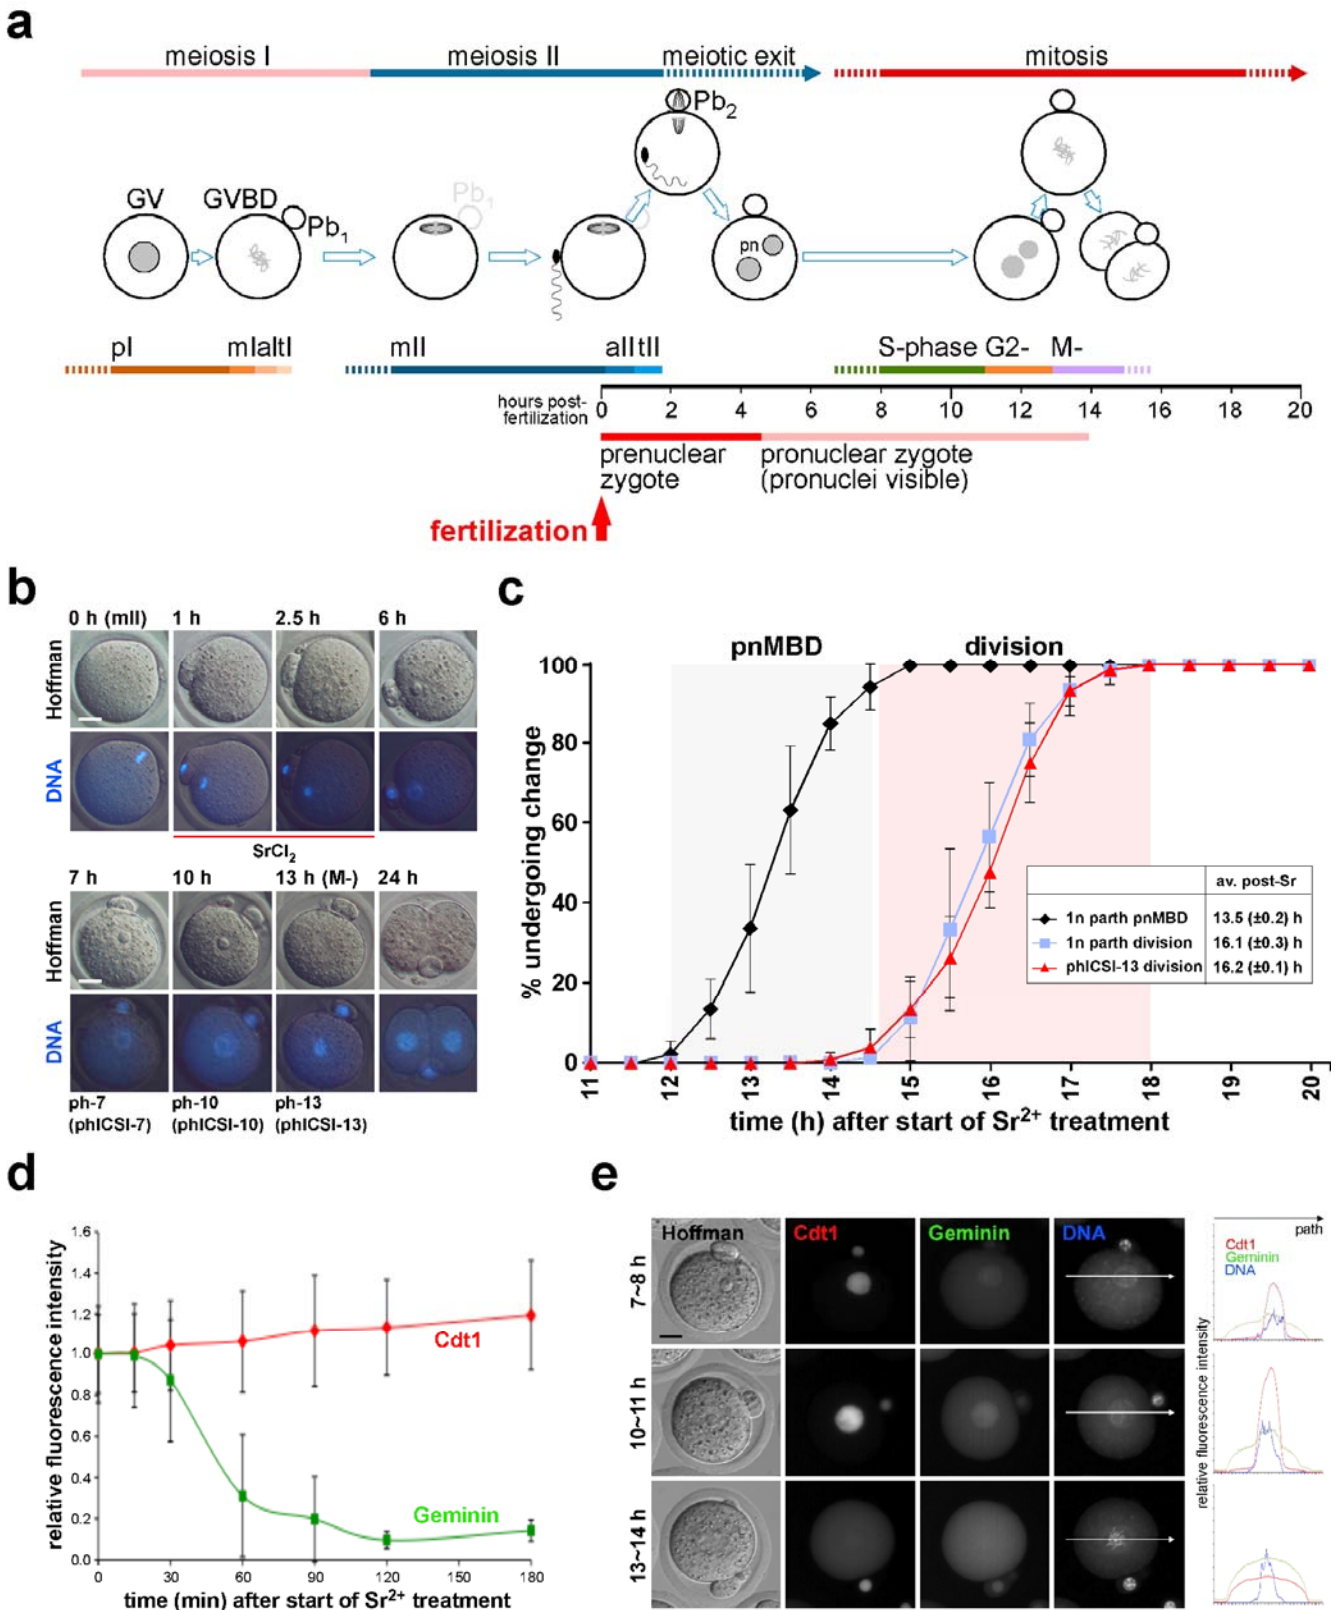

**Supplementary Figure 1 Characteristics of mouse preimplantation development relevant to phICSI.** (a) Schematic representation showing the transition from meiosis to a mitotic embryo following fertilization. GV, germinal vesicle (immature oocyte nucleus); GVBD, GV breakdown; Pb<sub>1</sub>, first polar body; Pb<sub>2</sub>, second polar body; pl, ml, al and tl respectively refer to the first meiotic prophase, metaphase, anaphase and telophase, with corresponding nomenclature for the second meiosis. (b) Paired Hoffman modulation (upper) and DNA labelling (Hoechst 33342) images of oocytes or haploid parthenogenetic embryos at the times shown (h) after initial exposure to 10 mM SrCl<sub>2</sub>. mlI, metaphase II; M, mitotic. (c) Timing of 1- to 2-cell division in phICSI and parthenogenesis. Haploid parthenogenotes (1n parth) undergo pronuclear membrane breakdown (pnMBD; *n*=140) followed by division to 2-cells (*n*=140) at the times indicated ( $\pm$  s.d. from 2 experimental days). The average timing of this division after the start of Sr<sup>2+</sup> treatment (av. post-Sr) is not significantly different (*n*=250) in phICSI 13 h after Sr<sup>2+</sup> treatment (phICSI-13) and parthenogenotes. (d) Quantification ( $\pm$  s.d. from 2 experimental days) of cRNA-encoded Geminin-Venus (Gemn) and Cdt1-mCherry (Cdt1) fluorescence levels at the times (min) after initial exposure to 10 mM SrCl<sub>2</sub> (*n*=25). (e) Grouped Hoffman modulation (leftmost) and fluorescence images showing Geminin-Venus (Geminin) and Cdt1-mCherry (Cdt1) levels at the times indicated after initial Sr<sup>2+</sup> exposure. Representative fluorescence plots are shown for paths traversing chromatin. Scale bars in (b) and (e), 20  $\mu$ m.

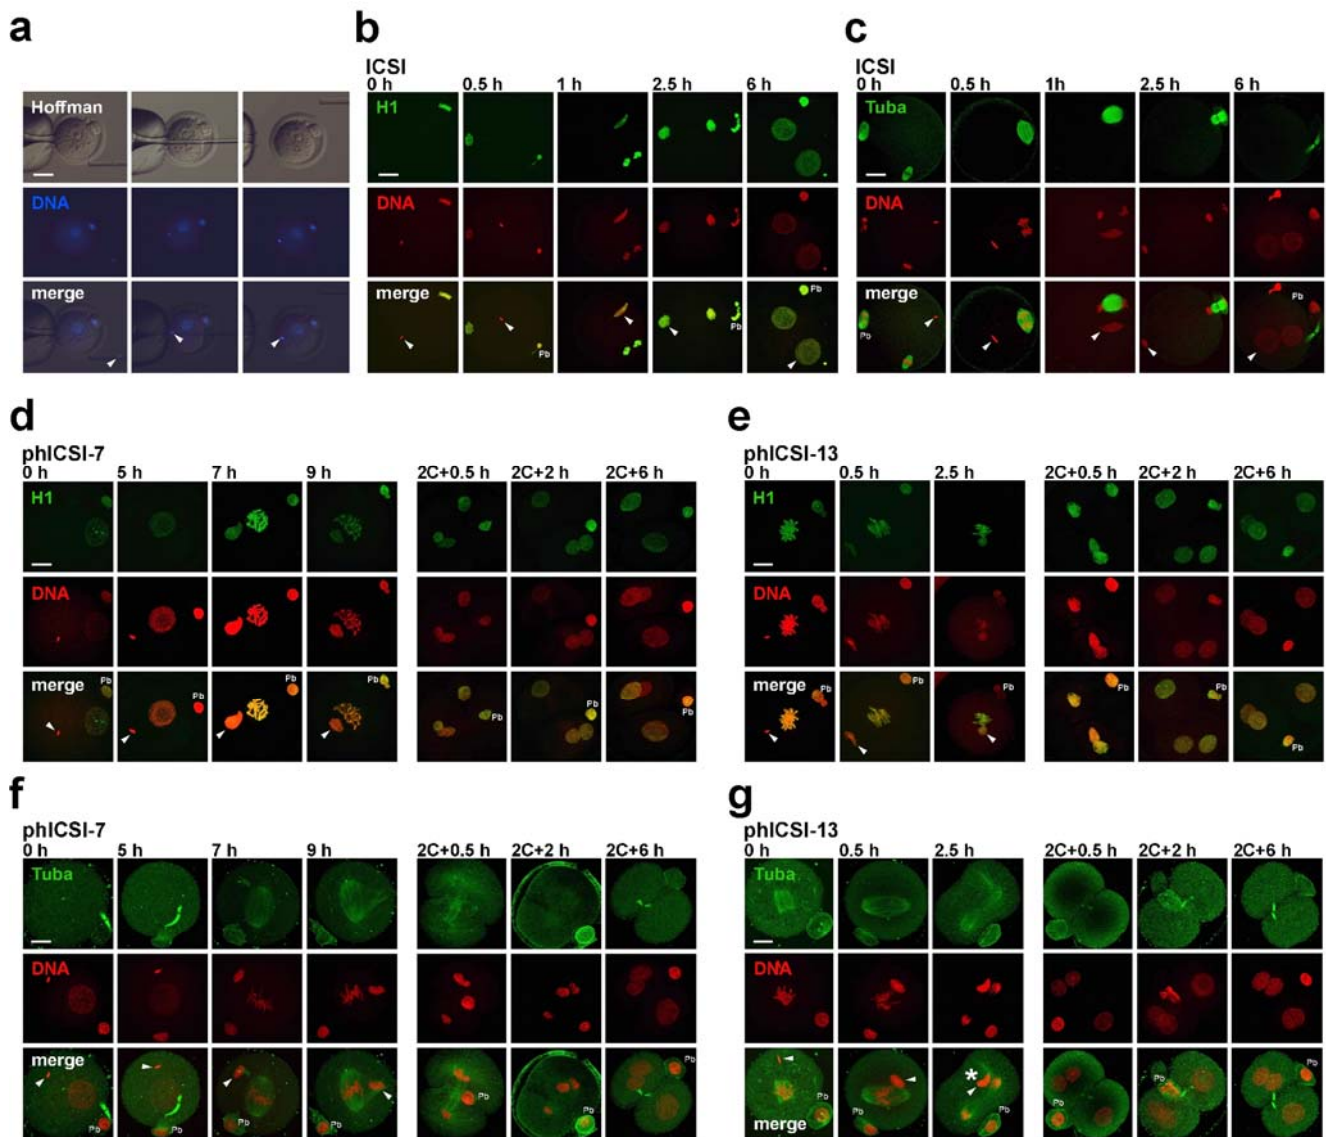

**Supplementary Figure 2 Intracellular dynamics in phICSI.** (a) Injection of sperm heads (arrowheads) as per Figure 1a, but into parthenogenotes 7 h after the start of  $\text{SrCl}_2$  treatment (phICSI-7); images for phICSI-10 appear similar. (b) Representative confocal images (grouped vertically) showing propidium iodide (PI) staining (DNA) or linker histone H1 (H1) immunofluorescence at the times shown (h) after sperm injection (ICSI) into mII oocytes ( $n=4$  per time point). (c) Staining as for (b), but with tubulin- $\alpha$  (Tuba) immunofluorescence ( $n=5$  per time point). (d) Vertically-grouped fluorescence images for PI or H1 immunostaining at the times shown after the start of  $\text{Sr}^{2+}$  treatment or after 1-cell to 2-

cell division (2C+0.5 h, *etc.*) in phlCSI-7 ( $n=4$  per time point). (e) Staining as for (d), but in phlCSI-13 ( $n=4$  per time point). (f) Counterpart ( $n=10$  per time point) of (d), except that immunofluorescence shows Tubulin- $\alpha$  (Tuba). (g) Counterpart ( $n=13$  per time point) of (e), except that immunofluorescence shows Tubulin- $\alpha$  (Tuba), indicating incomplete microtubule assembly (asterisk). Scale bars, 20  $\mu\text{m}$ .

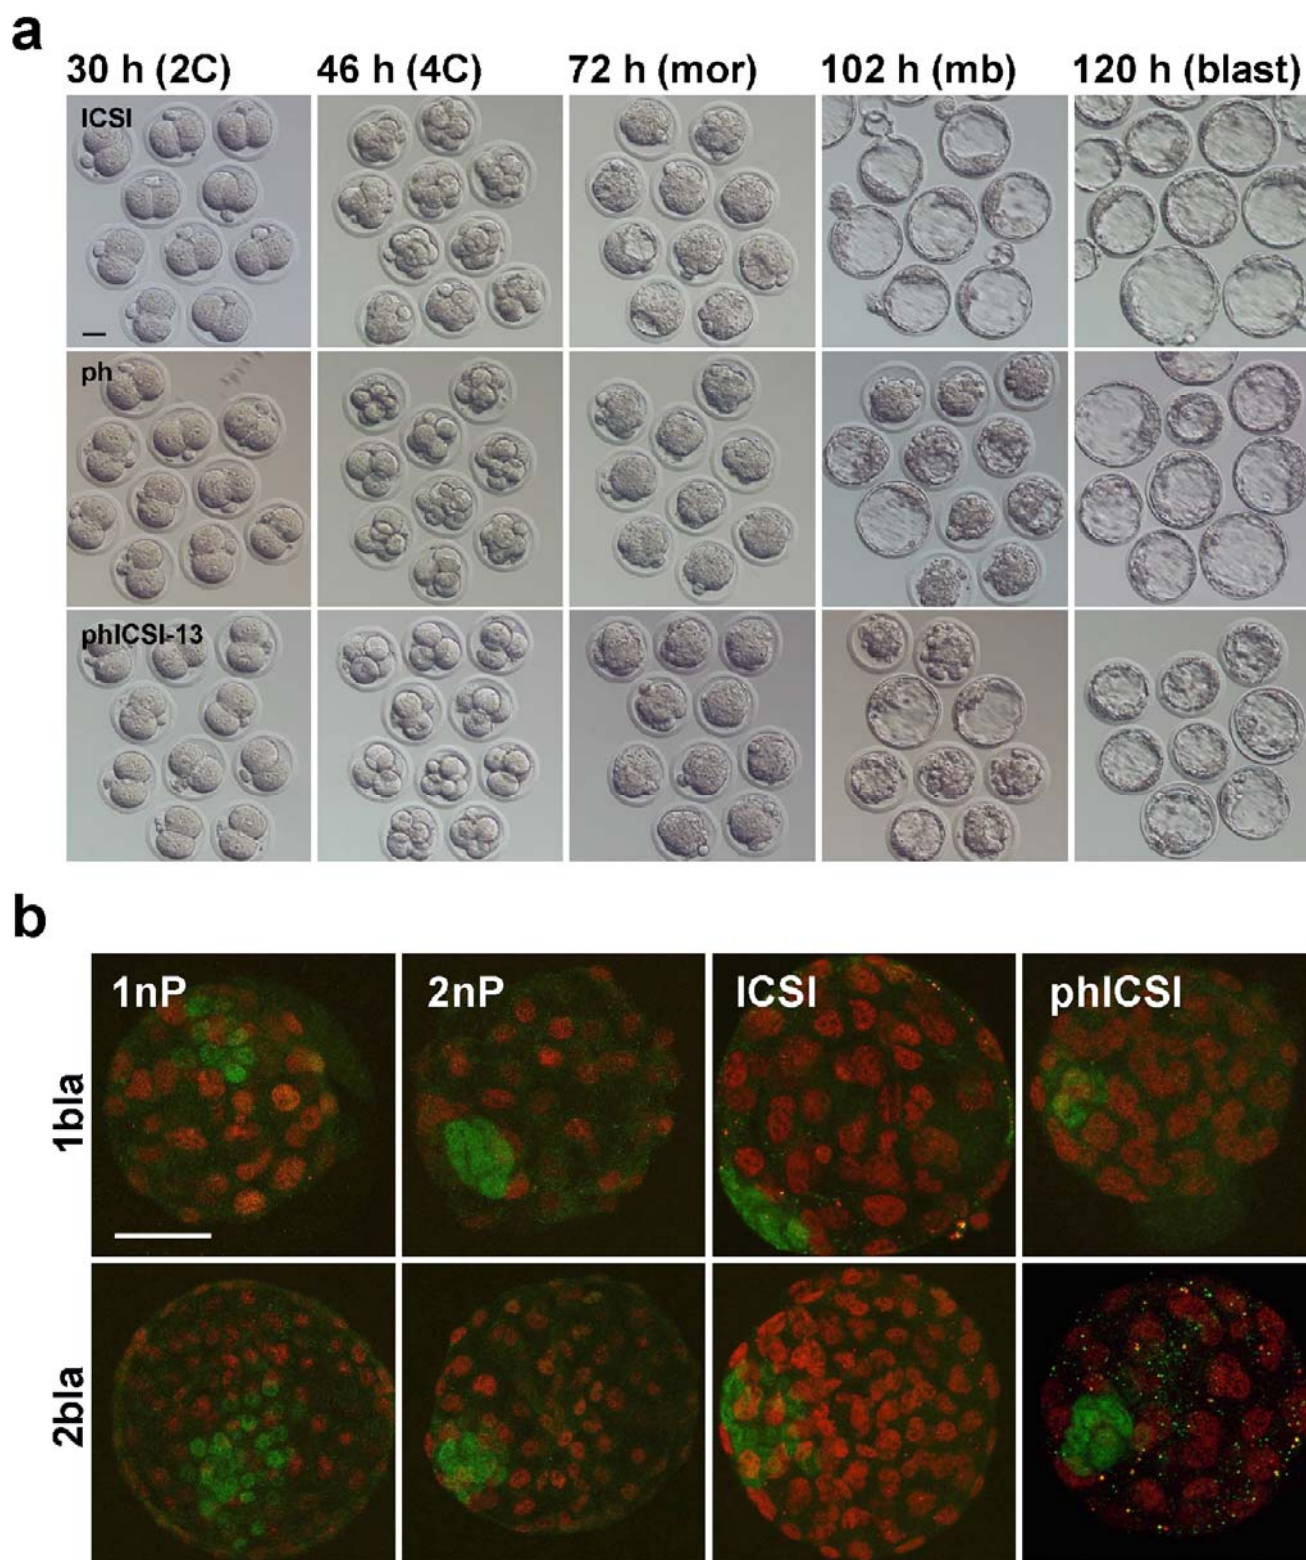

**Supplementary Figure 3 Preimplantation development following phICSI.** (a) Hoffman images of different stages of *in vitro* preimplantation development for the embryo types indicated for each row. Embryos are: control sperm injection (ICSI); 1n parthenogenote (ph)

and phlCSI at 13 h (phlCSI-13). Embryo stages are: 2-cell [30 h (2C)], 4-cell [46 h (4C)], morula [72 h (mor)], morula-blastocyst [102 h (mb)] and blastocyst [120 h (blast)]. **(b)** Fluorescence images showing Oct4 (green) and/or Cdx2 (red) immunopositive cells in E5.0 blastocysts. 1bla, blastocysts derived from 2-cell embryos in which one blastomere was ablated; 2bla, blastocysts derived from 2-cell embryos without blastomere ablation; 1nP, haploid parthenogenote; 2nP, diploid parthenogenote. Scale bars, 50  $\mu$ m.

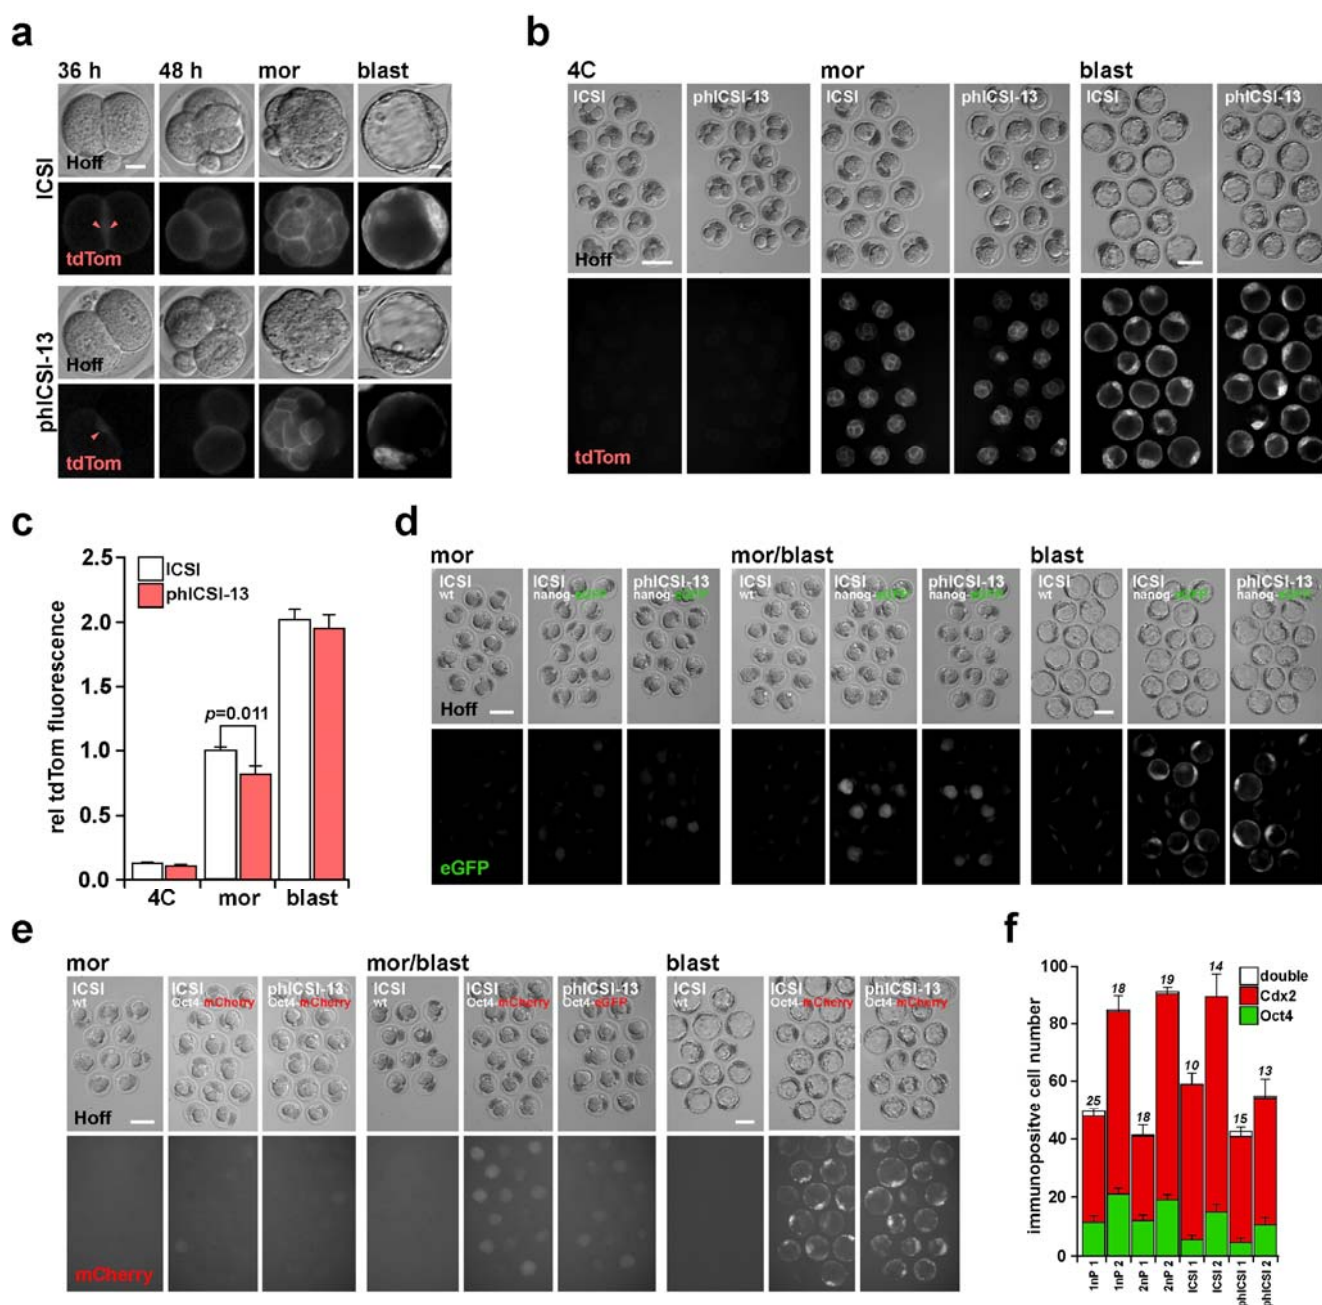

**Supplementary Figure 4 Development and expression of sperm-borne transgenes and pluripotency markers in phICSI-13.** (a) Vertically paired Hoffman (upper) and fluorescence micrographs of embryos generated by injecting sperm carrying a ubiquitously-expressed membrane *tdTomato* (tdTom) transgene into mII oocytes (ICSI) or parthenogenotes (phICSI-13); tdTom expression (arrowheads) was detected 36 h after meiotic resumption. Parthenogenetic blastomeres in phICSI-13 lack *tdTomato*. (b)

Micrographs of embryos derived as for (a), except that one blastomere was destroyed at the 2-cell stage, producing -1bla embryos. In phICSI-13-1bla the presumptive uniparental blastomere was destroyed. (c) Histogram showing relative intensities of tdTom expression of (b) in ICSI-1bla (open) and phICSI-13-1bla (red) embryos ( $\pm$  s.e.m.;  $n=30$  for each set from 2 experimental days). Differences below the 5% confidence limit ( $p<0.05$ ; unpaired  $t$ -test) are shown. (d) Vertically paired Hoffman (upper) and fluorescence micrographs of embryos generated as per the -1bla embryos of (b), by injecting mII oocytes (ICSI) or parthenogenotes (phICSI-13) with sperm carrying *eGFP* knocked into the *Nanog* locus (pNanog-eGFP heterozygotes), or with control ICSI using wild-type sperm. (e) Vertically paired Hoffman (upper) and fluorescence micrographs of embryos generated as per (d) by injecting mII oocytes (ICSI) or parthenogenotes (phICSI-13) with sperm carrying a transgene encoding mCherry expression driven by the *Oct4* promoter (*pOct4-mCherry*), or with control ICSI using wild-type sperm. Blastocyst images are also presented in Figure 1c and are included for completeness. (f) Histogram showing average numbers ( $n$  above each column,  $\pm$  s.e.m. from 2 experimental days) of Oct4 (green) and/or Cdx2 (red) immunopositive cells in E5.0 blastocysts. 1, blastocysts derived from 2-cell embryos in which one blastomere was ablated; 2, blastocysts derived from 2-cell embryos without blastomere ablation; 1nP, haploid parthenogenote; 2nP, diploid parthenogenote. Scale bars in (a), 20  $\mu$ m and in (b), (d) and (e), 100  $\mu$ m.

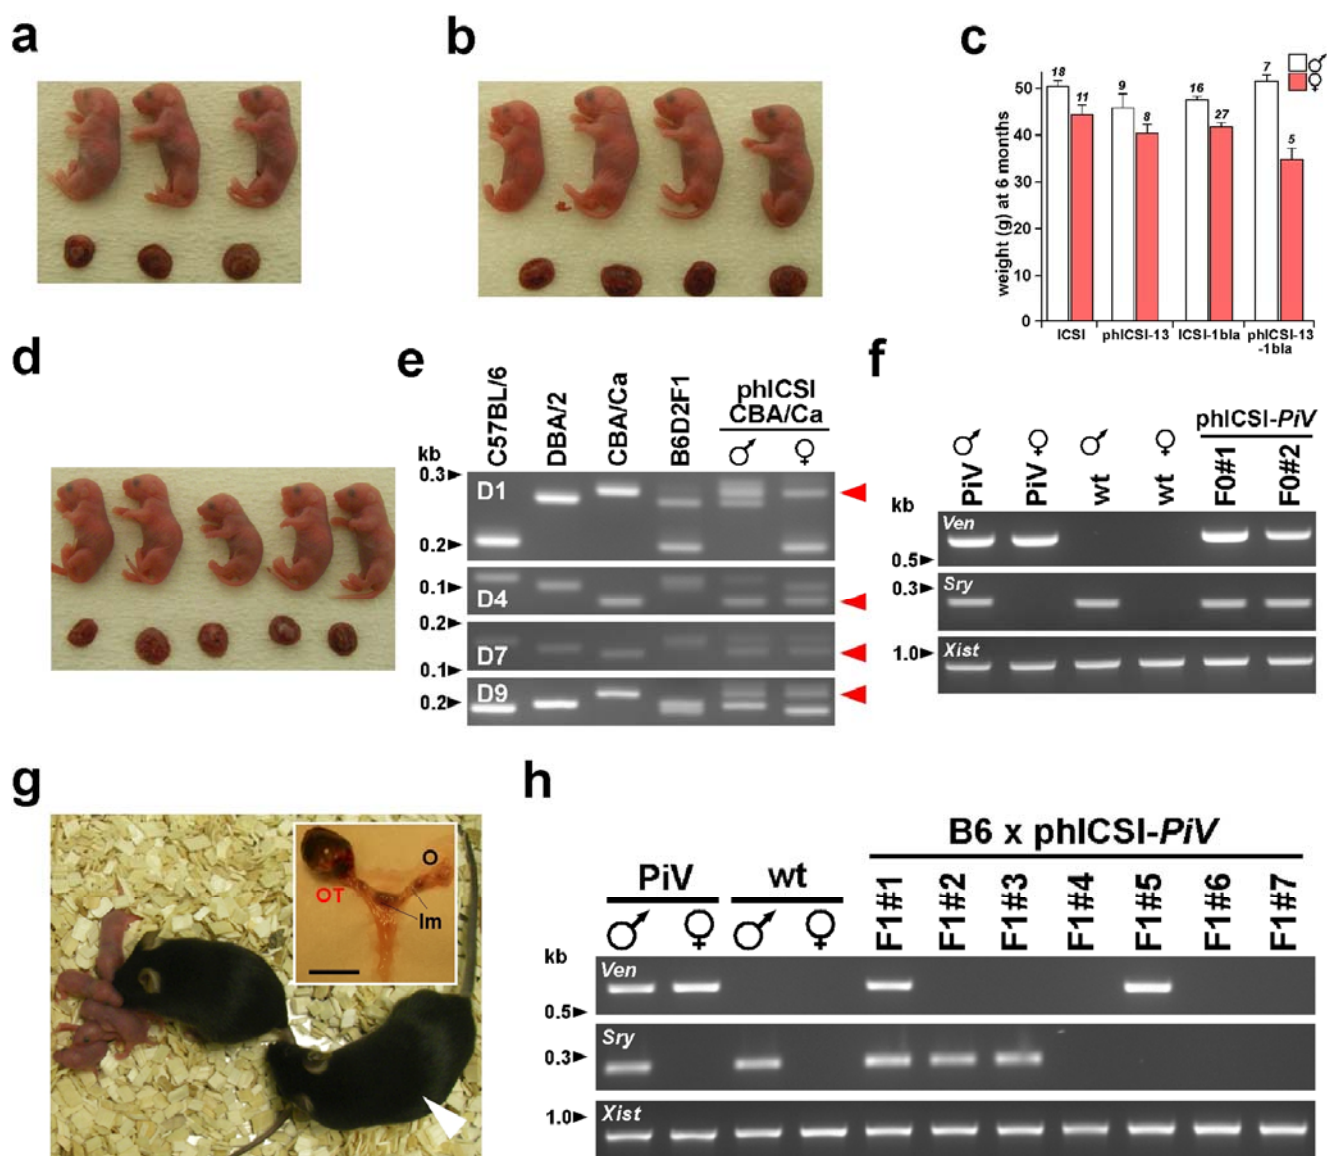

**Supplementary Figure 5 phICSI supports term development in different strains.** (a) Images of neonates and their associated placentae from phICSI-7 embryos generated with B6D2F1 (hybrid) sperm. (b) Images as per (a), except for phICSI-10 embryos and placentae. (c) Body weights ( $\pm$  s.e.m.) of ICSI- and phICSI-13-derived offspring at 6 months;  $n$  is indicated above each column. (d) Images of neonates and their associated placentae from phICSI-13-1bla generated by injecting sperm from the inbred strain, CBA/Ca. (e) PCR analysis of four microsatellite markers shows that CBA/Ca-specific variants (red arrowheads) are present in genomic DNA from female and male B6D2F1 x CBA/Ca phICSI-

13-1bla offspring. (f) Genomic PCR of the *PiV* transgene (V) and X (*Xist*) and Y (*Sry*) sex chromosomes in control and phlCSI-*PiV* (F0#1 and F0#2) offspring. (g) phlCSI-*PiV* phenotypes, showing phlCSI-*PiV* F0#1 (arrowhead) male with litter produced by crossing with a C57BL/6 (B6) female and the reproductive tract of B6 x phlCSI-*PiV* female F1 aged 6 months (inset), with ovary (O), implantation fossae (Im) and ovarian tumour (OT), phenocopying *Plcz-ires-Venus* transgenic mice. Scale bar, 10 mm. (h) PCR of *PiV* transgene (V) and X and Y sex chromosomes in control and seven B6 x phlCSI-*PiV* F1 offspring; F1#1 and F1#5 are respectively male and female *PiV* transgenic progeny.

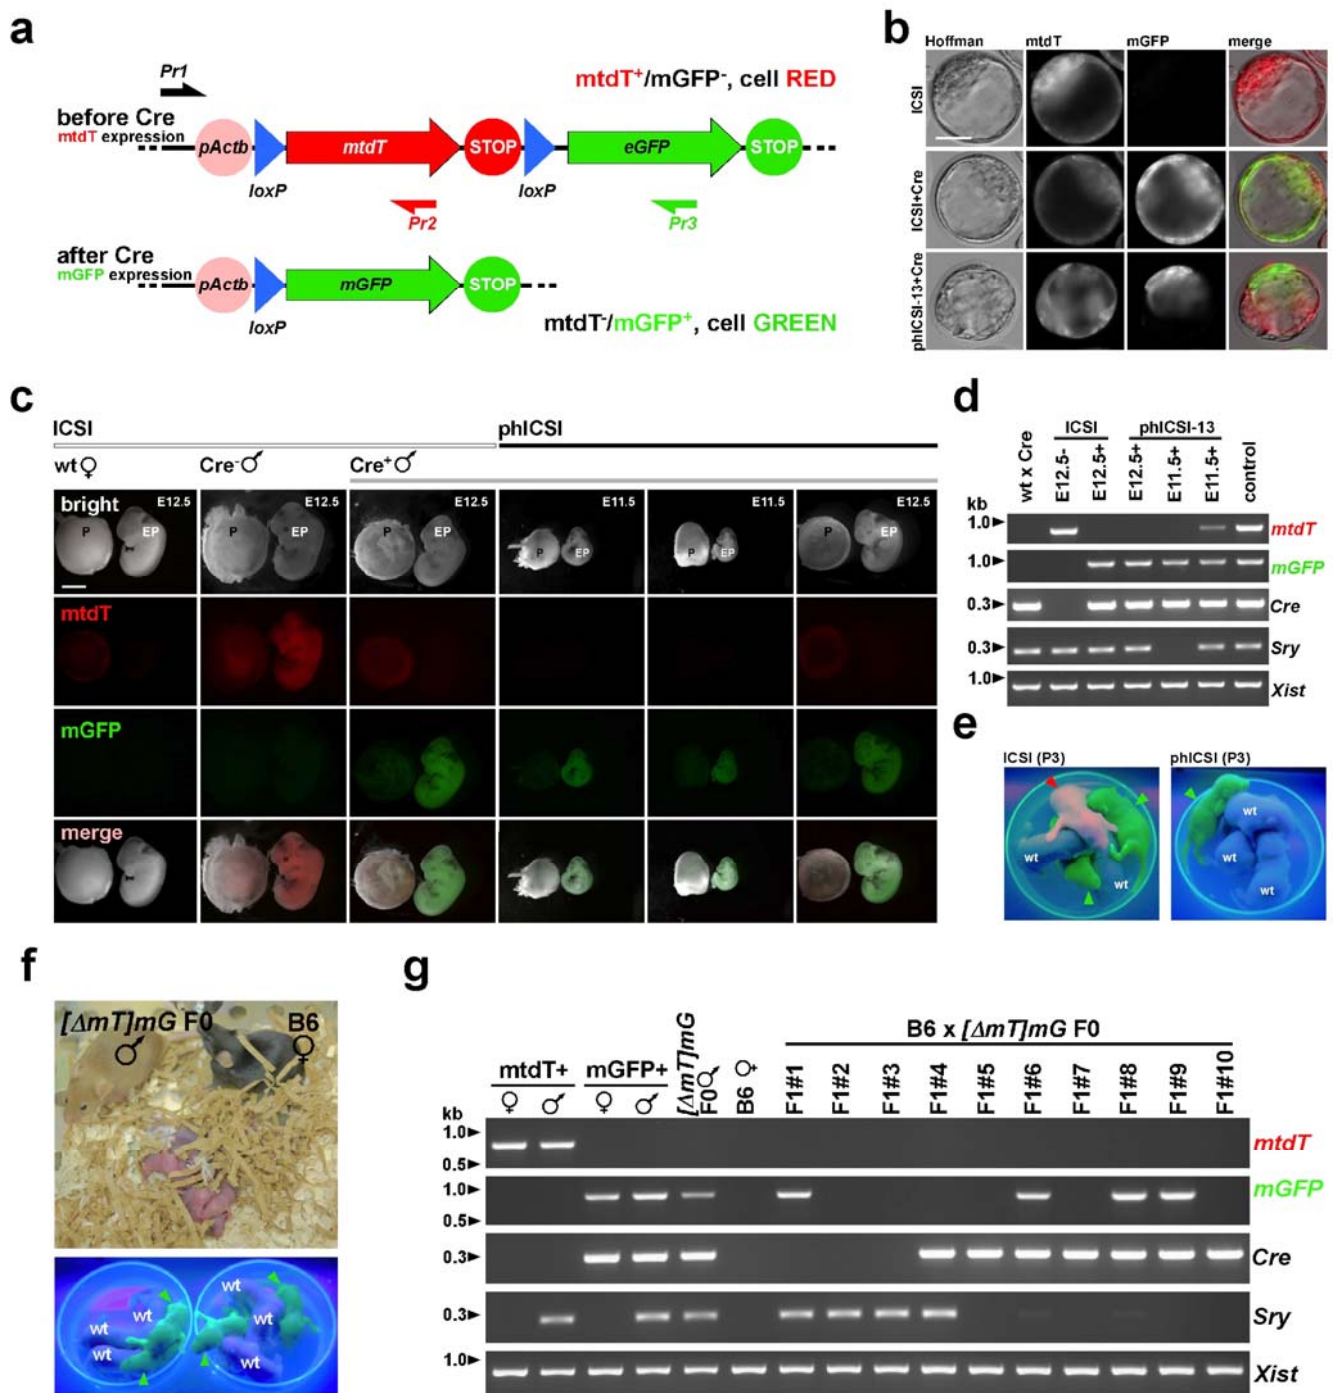

**Supplementary Figure 6 Blastomere lineage tracing in phiICSI.** (a) Configuration of, and expression from the *mT/mG* locus before and after Cre-mediated excision across *loxP* sites, showing relative positions of PCR primers, Pr1-3. (b) Hoffman and fluorescence images following ICSI (Cre-) using oocytes from homozygous *mT/mG*<sup>+/+</sup> females, or ICSI (ICSI+Cre) or phiICSI-13 (phiICSI-13+Cre) with sperm from homozygous *pPGK-Cre*<sup>+/+</sup> males and

oocytes or parthenogenotes from homozygous *mT/mG<sup>+/+</sup>* females. Bar, 50  $\mu$ m. (c) Bright-field (bright) and fluorescence stereomicroscopy of embryos and their associated placentae at embryonic day 11.5 (E11.5) and E12.5 after ICSI or phICSI as for (b). Columns show the same placenta (P) and embryo proper (EP). Controls in the leftmost and adjacent columns were derived from wild-type (wt) oocytes and *Cre* homozygous sperm (*Cre<sup>+/+</sup>*). Bar, 3 mm. (d) PCR of genomic DNA from E11.5 and E12.5 whole embryos as indicated. *Cre*-expressing sperm were used except for E12.5- ICSI. *mTdT*, membrane tdTomato; *mGFP*, membrane GFP. (e) ICSI and phICSI offspring 3 days after delivery (P3), generated by injecting *mT/mG<sup>+/-</sup>* (red arrowhead) or *mT/mG<sup>+/+</sup>* (green arrowhead) oocytes or parthenogenotes with *Cre<sup>+/-</sup>* sperm. Active *Cre* excises *mTdT* to allow *mGFP* expression. (f) Germline transmission from a phICSI [ $\Delta$ *mT*]*mG* F0 male (indicated) with an F1 litter produced by crossing with a C57BL/6 (B6) female, showing widespread green fluorescence in offspring (below; green arrowheads). (g) Genomic PCR of *mGFP* in controls and ten B6 x phICSI- $\Delta$ *mT*]*mG* F1 offspring; [ $\Delta$ *mT*]*mG* has been transmitted to F1#1, #6, #8, #9.

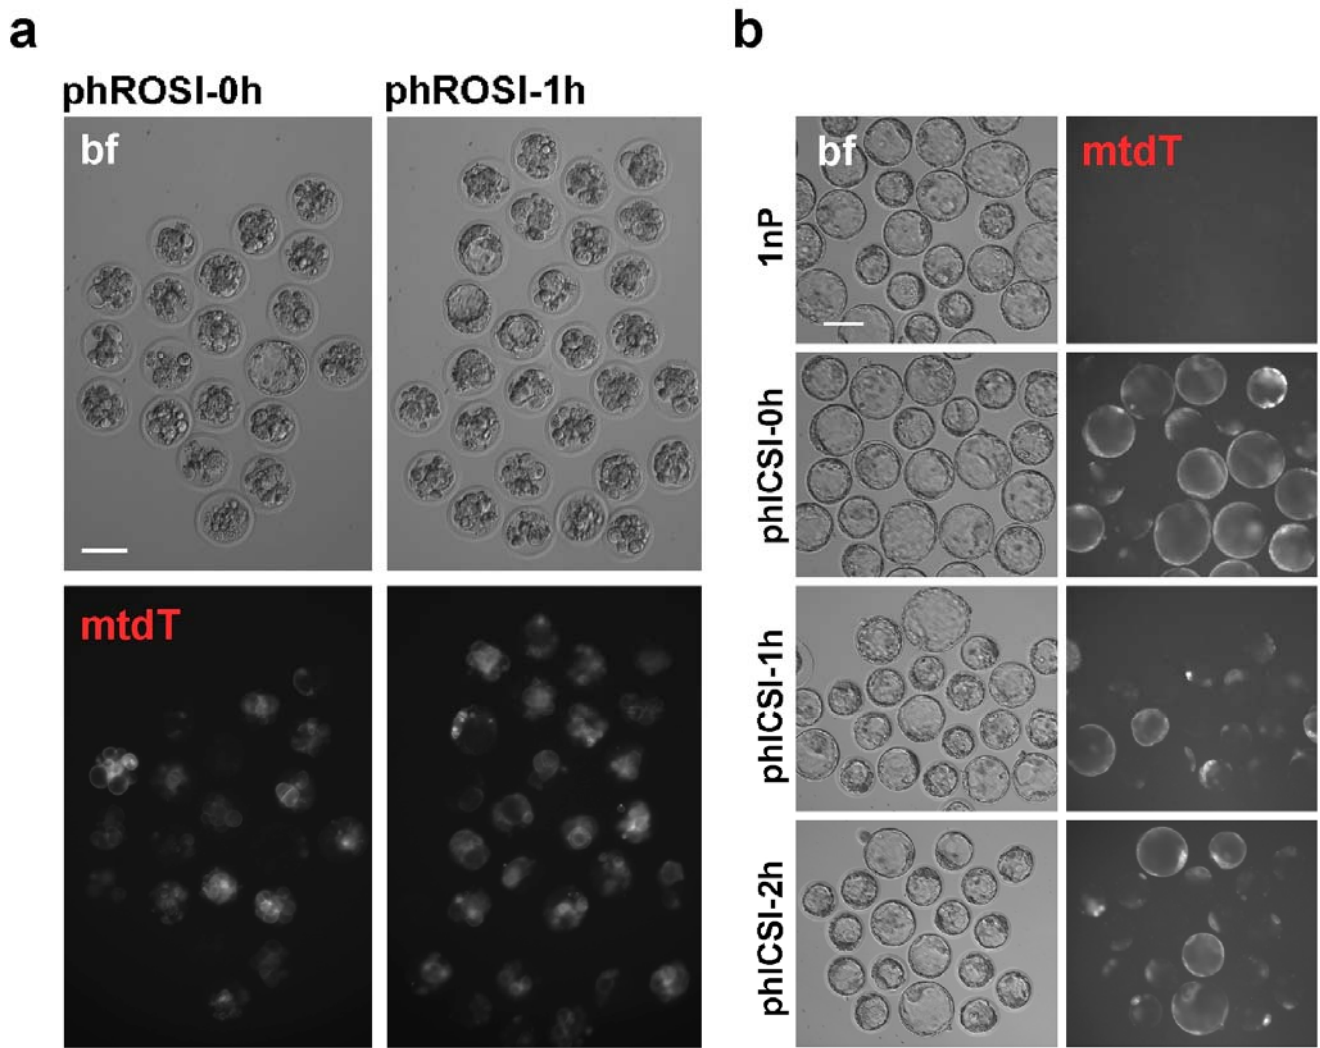

**Supplementary Figure 7 Development *in vitro* following phROSI.** (a) Vertically paired representative Hoffman modulation contrast (left, bf) and membrane tdTomato (mtdT) fluorescence images showing blastocyst development at E5.0 following ROSI into ph embryos within 30 min of pronuclear membrane breakdown (phROSI-0h) or 1 h after pronuclear membrane breakdown (phROSI-1h) as indicated. In these experiments, phROSI was from round spermatids of males homozygous for a ubiquitously-expressed *mtdT* transgene. (b) Images as per (a), but horizontally paired and showing E5.0 parthenogenetic haploid (1nP), phICSI-0h, -1h and -2h embryos. Bars, 100  $\mu$ m.

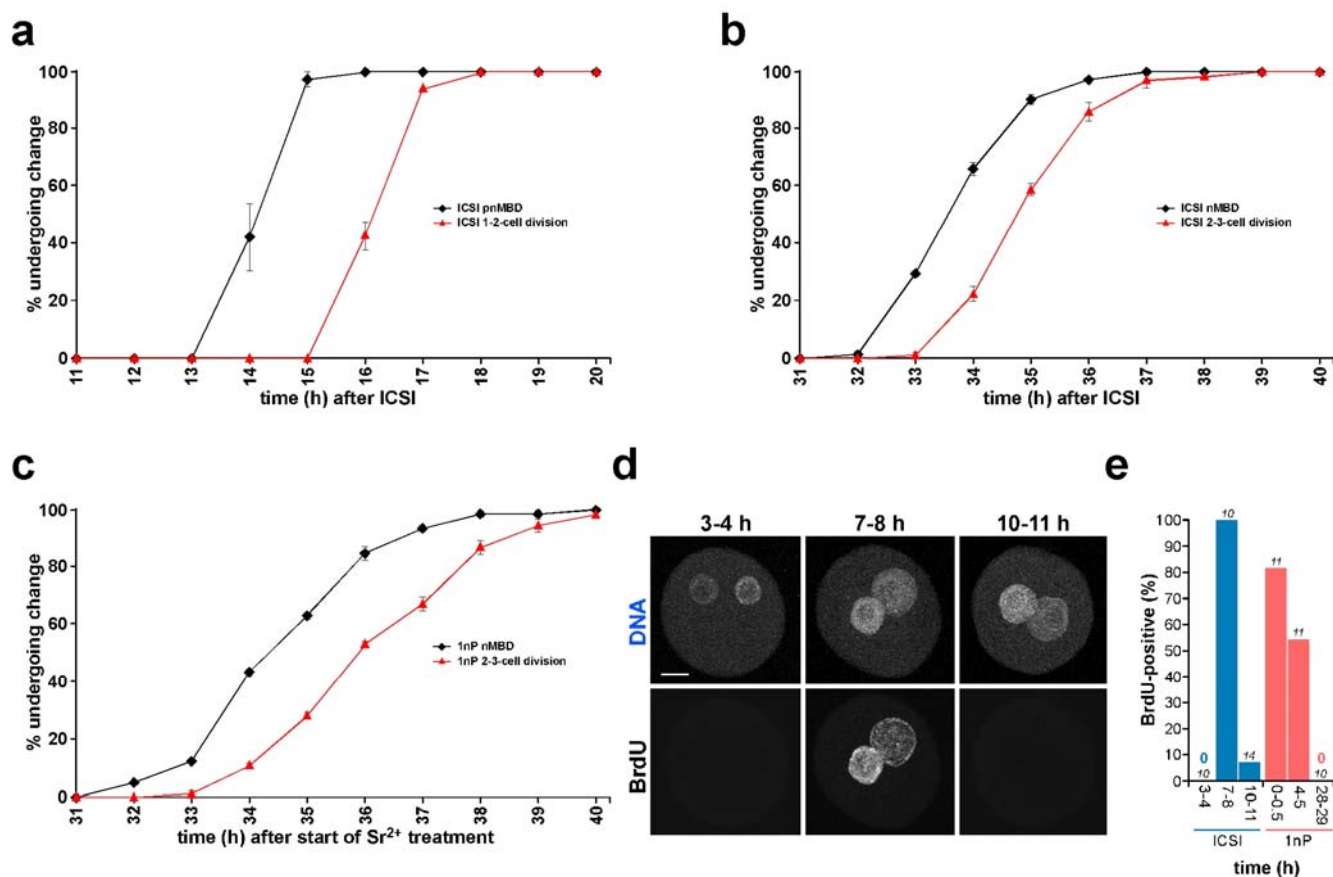

**Supplementary Figure 8 Parameters for male pronuclear transfer to haploid parthenogenotes.** (a) Timing of pronuclear membrane breakdown (pnMBD) and the first mitotic (1-cell to 2-cell) division in ICSI. (b) Timing of nuclear membrane breakdown (nMBD) and the second mitotic (2-cell to 3-cell) division in ICSI. (c) Timing of nuclear membrane breakdown (nMBD) and the second mitotic (2-cell to 3-cell) division in haploid parthenogenotes (1nP). (d) Fluorescence confocal micrographs indicating BrdU incorporation into newly-synthesized DNA in ICSI-derived zygotes. Zygotes were treated with 100  $\mu$ M BrdU for 1 h at the times indicated after ICSI. (e) Percentages of BrdU-positive embryos in ICSI-derived embryos (ICSI) and parthenogenotes (1nP) treated with 100  $\mu$ M BrdU for 1 h at the times indicated after ICSI, and for 1nP after cell division (0-0.5 and 4-5 h) or exposure to SrCl<sub>2</sub> (28-29 h). Staining in the 1nP 0-0.5 group was initiated 0-0.5 h after

cell division, for 1 h. All data were collected on 2 experimental days; *n* is indicated above each column. Values in (a) to (c) are  $\pm$  s.e.m.

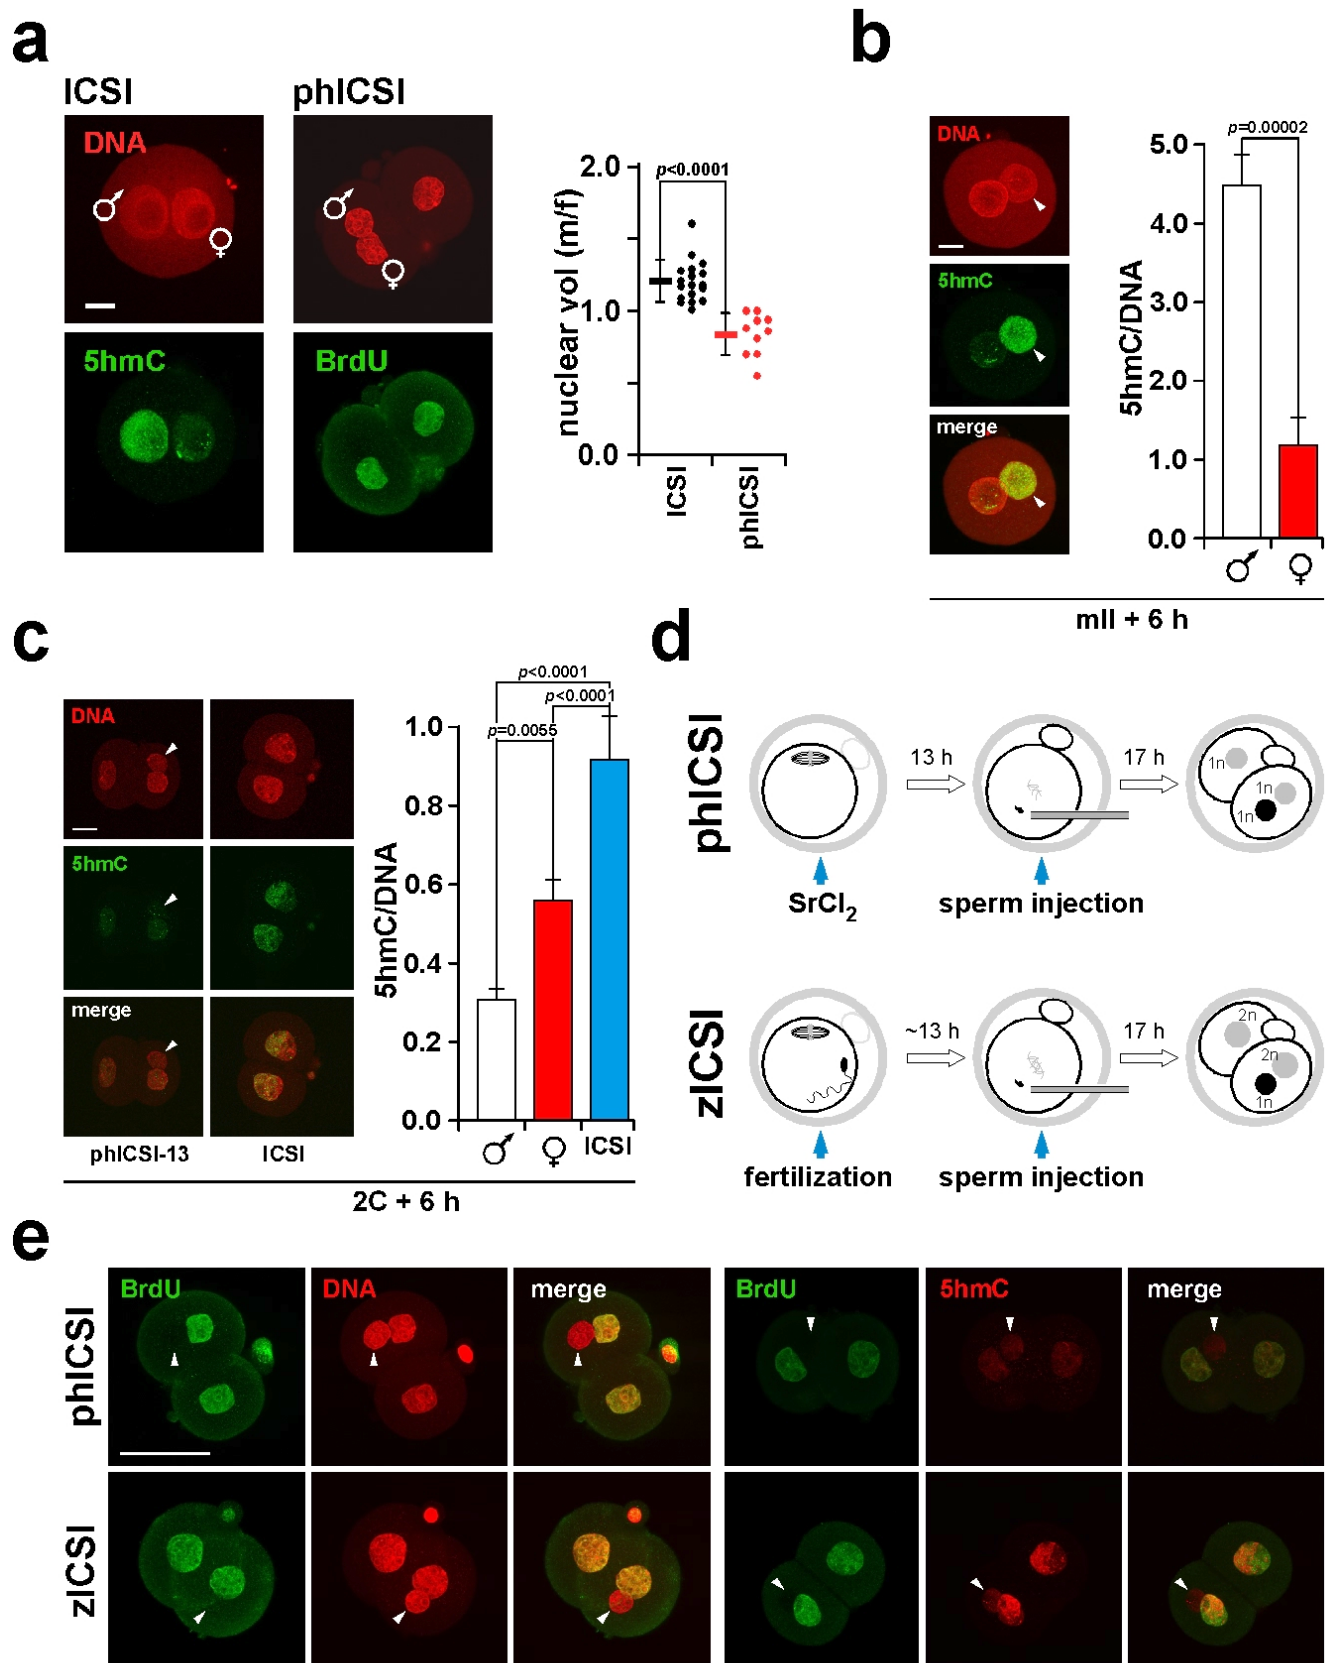

**Supplementary Figure 9 Nuclear remodeling in phICSI and zygotic ICSI, zICSI.** (a)

Vertically paired fluorescence images (left) of embryos 9 h after ICSI or 30 h after initial SrCl<sub>2</sub> exposure in phICSI-13, to show relative nuclear volumes. Staining was with propidium iodide (PI, DNA) or antibodies recognizing 5hmC or BrdU. Parental genome provenance was determined by stronger 5hmC labeling of the paternal genome in ICSI, or following culture in BrdU (to label the maternal genome) prior to sperm injection for phICSI-13. Scale bar, 20  $\mu$ m. Plots show ratios of pixel areas ( $\pm$  s.d.) in parental nuclei following ICSI ( $n=18$ ) and phICSI ( $n=10$ ). Significantly different ( $p<0.05$ ; unpaired  $t$ -test) pair-wise comparison is indicated. (b) Representative immunofluorescence images (left) of 5'-hydroxymethylcytosine (5hmC) and PI (DNA) fluorescence in a zygote 6 h post-ICSI (mII + 6 h). Arrowheads indicate paternal pronuclei. Scale bar, 20  $\mu$ m. Histograms show 5hmC intensities relative to DNA in paternal and maternal chromatin ( $\pm$  s.e.m.). Significantly different ( $p<0.05$ ; unpaired  $t$ -test) pair-wise comparison is indicated. (c) Representative immunofluorescence images (left) of 5hmC (green) in 2-cell embryos 6 h after division (2C + 6 h). Arrowheads indicate paternal pronuclei. Scale bar, 20  $\mu$ m. Histograms ( $\pm$  s.e.m.) show the corresponding relative 5hmC intensities in paternal and maternal chromatin in phICSI and in the chromatin of ICSI-derived embryos (ICSI) 6 h after the first mitotic cleavage. Significant differences ( $p<0.05$ , 1-way ANOVA followed by Tukey-Kramer test) are indicated. (d) Schematic representation of phICSI and zygotic ICSI (zICSI), in which sperm (paternal genome shown filled in black) are injected into 1-cell embryos produced by natural mating, soon after pronuclear membrane breakdown. (e) Fluorescence images showing maternal DNA (BrdU, green), nuclear DNA (PI, red) or 5'-hydroxymethylcytosine (5hmC, red) 14 h after the first mitotic division (*ie* shortly before 2C $\rightarrow$ 4C division) in phICSI-13 and zICSI. Arrowheads indicate paternal pronuclei. Scale bar, 50  $\mu$ m. All data are from 2 experimental days.

**a**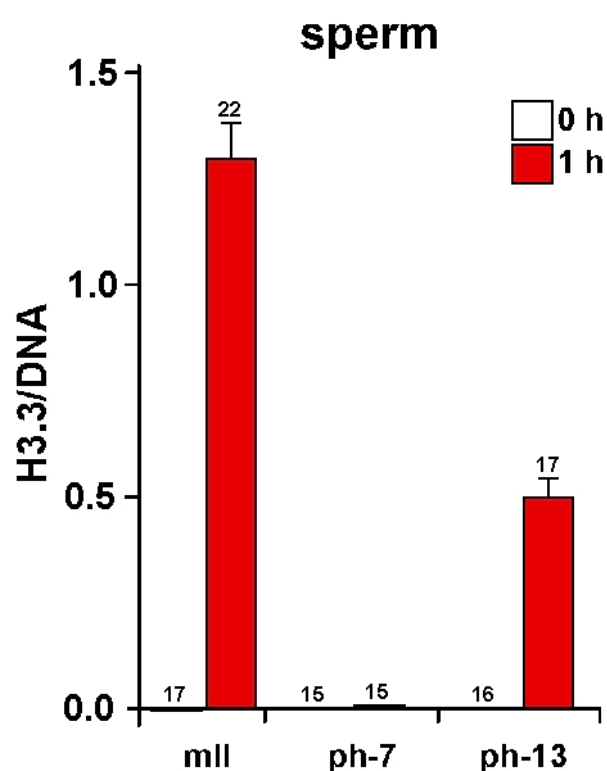**b**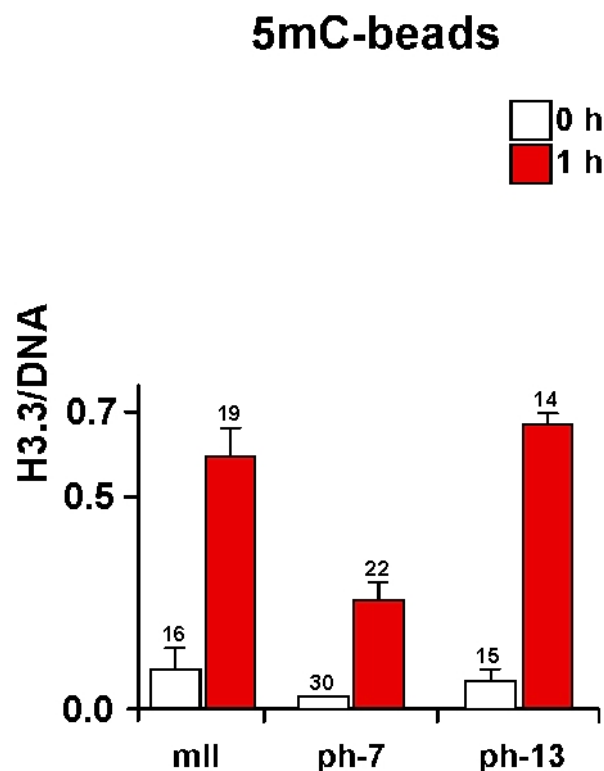

**Supplementary Figure 10 Recombinant histone deposition onto paternal DNA and methyl-DNA-beads.** (a) Histograms ( $\pm$  s.e.m.) indicating the acquisition of cRNA-encoded H3.3-KO2 (H3.3) by sperm heads (sperm) relative to total DNA at the times indicated (0 or 1 h) after injection. ph-7 and -13 refer to parthenogenotes 7 or 13 h after initial  $\text{SrCl}_2$  exposure. (b) As per (a), except that acquisition was by 5mC-containing DNA-beads (5mC-beads). Data are from 2 experimental days;  $n$  is indicated above each column.

**a**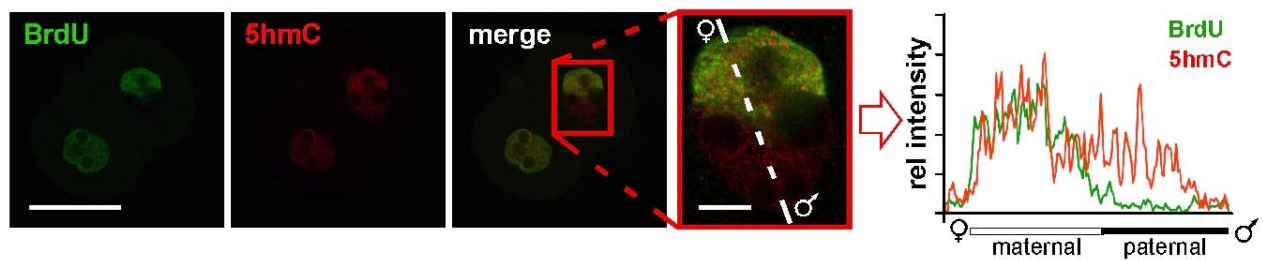**b**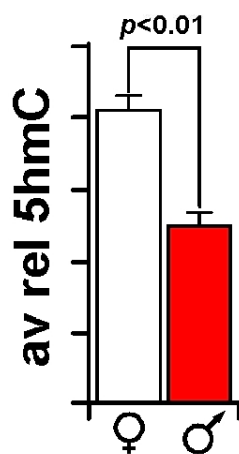**c**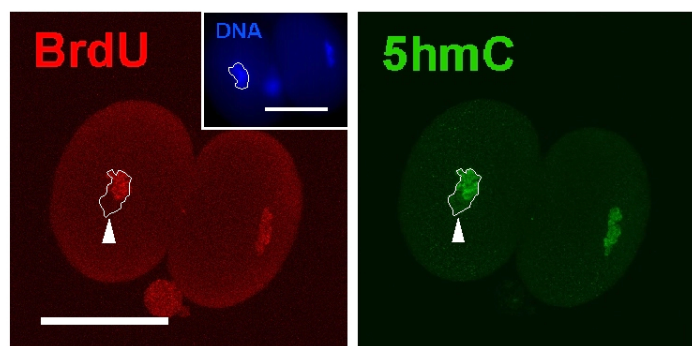

**Supplementary Figure 11 DNA dynamics in 1+1 phICSI embryos.** (a) Representative fluorescence images of maternal DNA (BrdU, green) and 5hmC (red) in a 1+1 nuclear type phICSI-13 embryo. Inset shows nucleus close-up with relative intensity plot (rightmost) along the path indicated. (b) Relative intensities ( $\pm$  s.e.m.) of the genomic 5hmC of (a). Significantly different ( $p < 0.05$ ; unpaired  $t$ -test) pair-wise comparisons are indicated. (c) Fluorescence confocal images of a phICSI-13 2-cell embryo, showing maternal genome (BrdU, red), 5hmC (green) and (inset) epifluorescence imaging with (Hoechst 33342, DNA). Arrowheads indicate the paternal genome. Scale bars, 50  $\mu\text{m}$  and 5  $\mu\text{m}$  for the inset in (a). All data are from 2 experimental days.

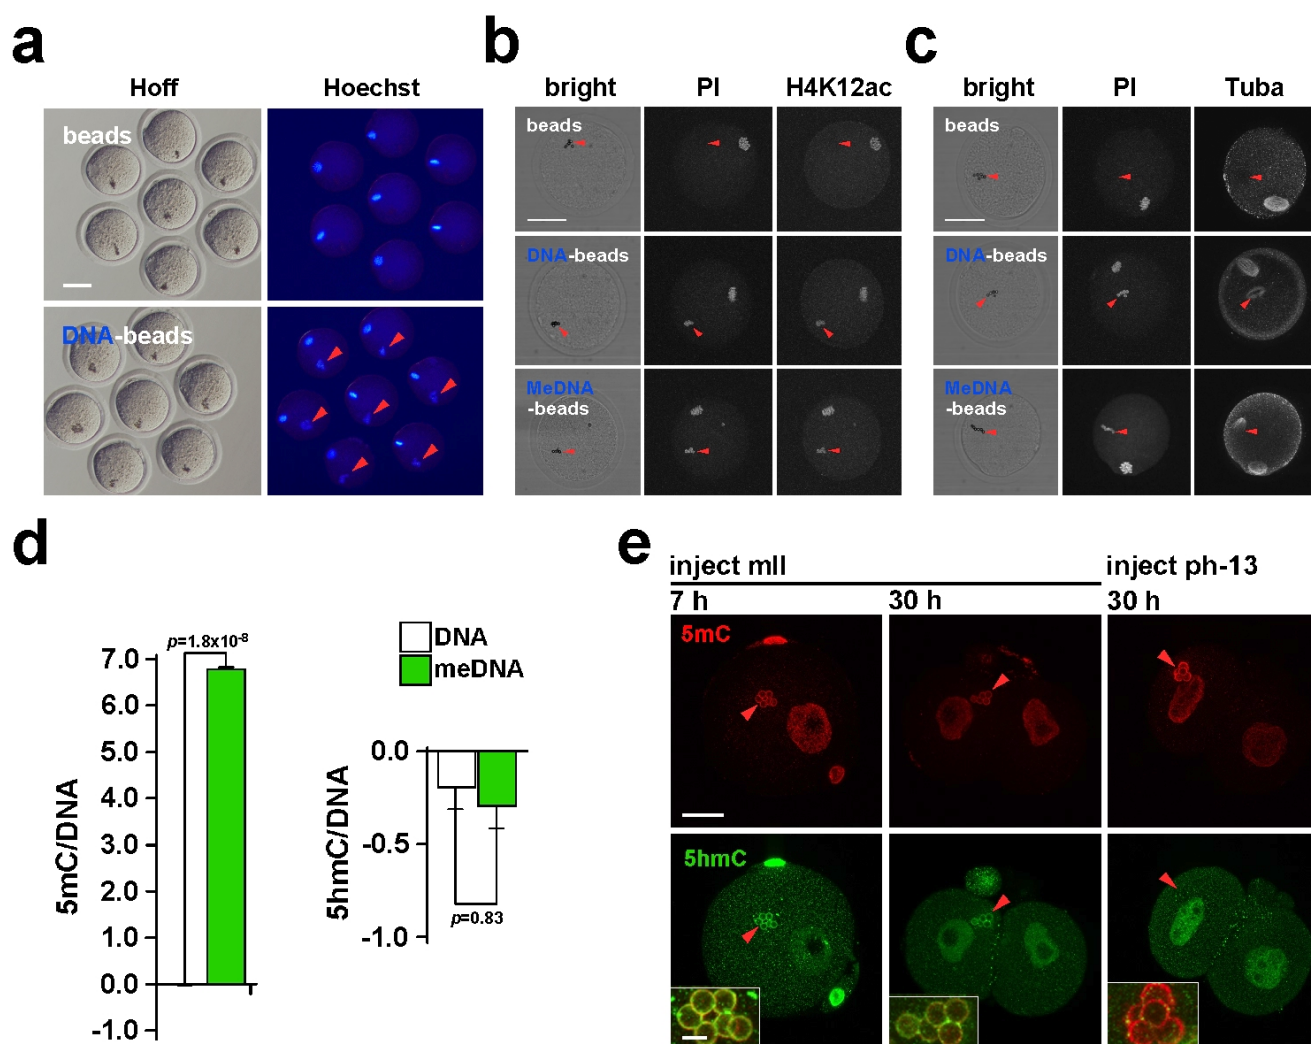

**Supplementary Figure 12 DNA-bead validation.** (a) Horizontally paired images of mII oocytes 1 h after injection with latex microbeads alone (beads) or microbeads conjugated to DNA (DNA-beads) and viewed by Hoffman modulation microscopy (Hoff) or fluorescence microscopy after DNA staining with Hoechst 33342 (Hoechst). Maternal chromosomes and DNA-conjugated beads were labeled. (b) Representative bright-field (bright) images of mII oocytes stained for DNA with propidium iodide (PI) or after antibody labeling of histone H4 acetylated on residue K12 (H4K12ac), 6 h after injection of microbeads alone (beads), microbeads conjugated to DNA (DNA-beads) or microbeads conjugated to DNA that had been methylated *in vitro* (MeDNA-beads). Rows represent the same oocyte. (c) Representative oocytes as per (b), except that antibody labeling was of  $\alpha$ -Tubulin (Tuba), a

major subunit of microtubules. Scale bars in **(a-c)**, 50  $\mu\text{m}$ . **(d)** Intensities of 5mC and 5hmC in beads conjugated to control non-methylated DNA (DNA) or to 5mC-containing DNA (meDNA) (see Fig. 7c,d) relative to DNA (stained with PI) 7 h after injection into in mII oocytes ( $n \geq 7$ ). Significantly different ( $p < 0.05$ ; unpaired  $t$ -test) pair-wise comparisons are indicated. **(e)** Immunofluorescence images (scale bar, 20  $\mu\text{m}$ ) showing 5mC (red) and 5hmC (green) on 5mC-beads in ph-7 embryos (injected at mII;  $n=6$ ) or ph-30 embryos (injected at mII [ $n=7$ ] or ph-13 [ $n=6$ ]), showing merged close-ups (inset; bar, 3  $\mu\text{m}$ ). Beads and DNA-beads in panels **(a-c)** and **(e)** are indicated with arrowheads. The values of **(d)** are  $\pm$  s.e.m. and all data are from 2 experimental days.

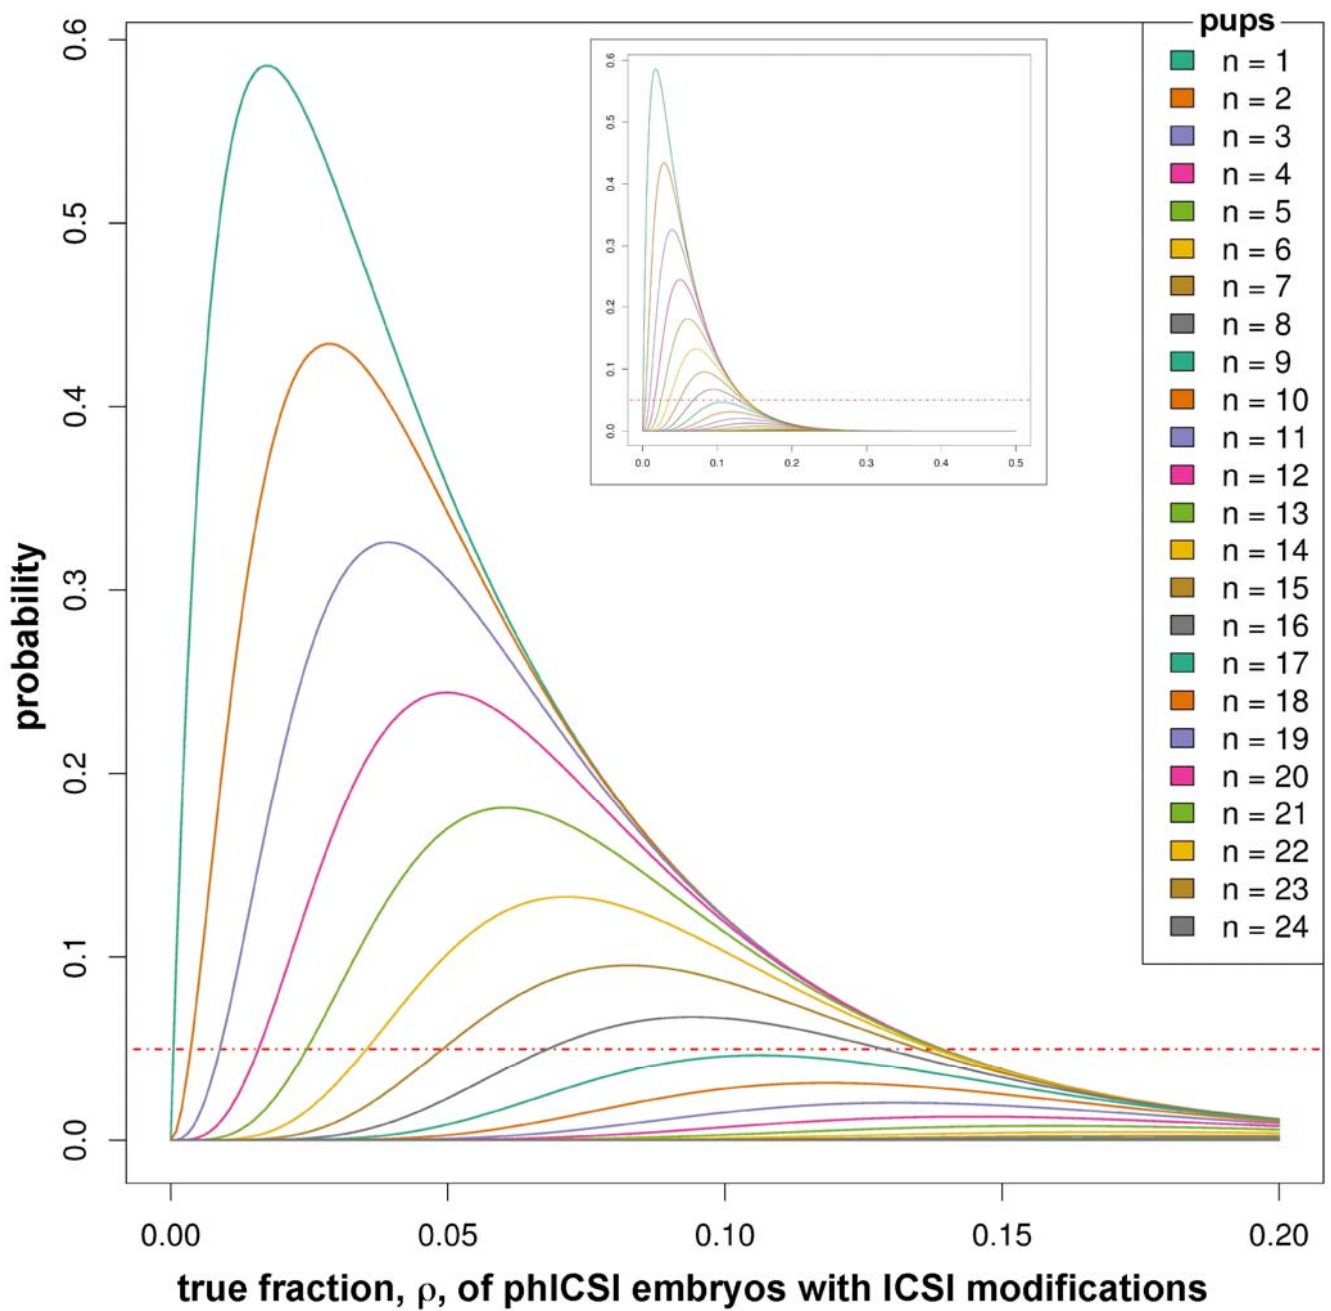

**Supplementary Figure 13 Probability for  $\geq n$  phICSI embryos with modifications observed in ICSI.** Inset shows the same plot with an extended x-axis. Probability  $P(n, k | \rho)$  for the event that at least  $n = 1, 2, \dots, 24$  embryos with ICSI modifications develop to term as a function of the unknown true fraction  $\rho$  of phICSI embryos with ICSI modifications, given the additional evidence that  $k = 20$  out of 20 independent experiments detected phICSI modifications in an analogous population (same  $\rho$ ). The production of 9 or more

phICSI embryos with modification characteristic of ICSI out of a total of 24 that developed to term can be excluded on the 5%-significance level, since  $P(9, 20 | \rho) \leq 0.0465$  (worst case) for all  $\rho$ . The probability that not a single embryo is phICSI modification-derived is only  $P(24, 20 | \rho) \leq 9.84e-17$ . Details are presented in the Methods section.

**Supplementary Table 1 Development of embryos *in vitro* and *in vivo***

| Treatment          | No. | <i>in vitro</i> (%) |            |            |           |               | <i>in vivo</i> |               |      |                     |                 |        |
|--------------------|-----|---------------------|------------|------------|-----------|---------------|----------------|---------------|------|---------------------|-----------------|--------|
|                    |     | 24 h (2C)           | 48 h (>3C) | 72 h (mor) | 96 h (mb) | 120 h (blast) | Emb transf     | Recips (preg) | Pups | Pups/emb transf (%) | At weaning Male | Female |
| 1nP                | 210 | 99.5±1.3            | 98.0±2.3   | 88.9±7.0   | 86.1±6.6  | 76.8±16.2     | -              | -             | -    | -                   | -               | -      |
| 1nP (mock)         | 85  | 100.0±0.0           | 98.7±2.3   | 89.6±2.7   | 74.9±6.2  | 73.1±5.6      | -              | -             | -    | -                   | -               | -      |
| ICSI               | 84  | 97.6±3.5            | 97.6±3.5   | 97.6±3.5   | 97.6±3.5  | 94.0±1.8      | 106            | 30 (28)       | 85   | 82.5±9.5            | 16              | 14     |
| phICSI-7           | 104 | 99.1±1.5            | 99.1±1.5   | 90.2±2.7   | 62.1±20.4 | 34.1±7.9      | 465            | 31 (4)        | 5    | 1.0±1.7             | 4               | 1      |
| phICSI-10          | 105 | 100.0±0.0           | 99.0±1.7   | 90.7±3.4   | 59.2±3.9  | 35.5±4.4      | 384            | 21 (5)        | 7    | 1.8±1.4             | 2               | 4      |
| phICSI-13          | 113 | 100.0±0.0           | 88.8±5.4   | 70.5±4.1   | 56.4±6.3  | 37.2±4.0      | 259            | 15 (9)        | 21   | 8.1±1.8             | 9               | 8      |
| phICSI-PiV         | nd  | nd                  | nd         | nd         | nd        | nd            | 154            | 12 (1)        | 2    | 1.2±1.2             | 2               | 0      |
| ICSI-1bla          | 198 | 100.0±0.0           | 99.5±0.8   | 94.4±3.0   | 93.9±3.7  | 90.7±3.3      | 237            | 23 (18)       | 107  | 43.3±15.1           | 34              | 34     |
| phICSI-13-1bla     | 149 | 100.0±0.0           | 85.3±13.6  | 61.6±6.7   | 43.6±10.1 | 21.5±6.5      | 232            | 14 (10)       | 24   | 10.4±3.1            | 14              | 10     |
| phICSI-13-1bla-CBA | nd  | nd                  | nd         | nd         | nd        | nd            | 195            | 12 (8)        | 20   | 10.2±0.9            | 7               | 10     |
| ROSI               | nd  | nd                  | nd         | nd         | nd        | nd            | 50             | 5 (5)         | 16   | 31.7±1.6            | nd              | nd     |
| phROSI             | nd  | nd                  | nd         | nd         | nd        | nd            | 213            | 5 (12)        | 6    | 2.6±1.0             | nd              | nd     |
| pnT-G1 (mtdT)      | 38  | 100.0±0.0           | 98.1±1.9   | 98.1±1.9   | 98.1±1.9  | 79.8±4.8      | 56             | 10 (5)        | 2    | 3.6±0.1             | 0               | 2      |
| pnT-G2 (mtdT)      | 46  | 100.0±0.0           | 93.2±6.8   | 86.6±9.3   | 75.8±7.6  | 58.5±4.0      | 56             | 7 (0)         | 0    | 0                   | 0               | 0      |
| cyT-G1-1bla        | nd  | nd                  | nd         | nd         | nd        | nd            | 36             | 4 (3)         | 11   | 31.9±11.9           | nd              | nd     |
| cyT-G2-1bla        | nd  | nd                  | nd         | nd         | nd        | nd            | 36             | 4 (4)         | 16   | 43.1±11.9           | nd              | nd     |
| pnTz-G1-1bla       | nd  | nd                  | nd         | nd         | nd        | nd            | 35             | 4 (4)         | 14   | 40.3±3.5            | nd              | nd     |
| pnTz-G1-1bla       | nd  | nd                  | nd         | nd         | nd        | nd            | 39             | 5 (4)         | 18   | 46.3±6.3            | nd              | nd     |

\*Experiments were initiated on  $\geq 2$  experimental days for each treatment. 1nP, haploid parthenogenote; mock, mock-injected; nd, not determined; mor, morula; mb, morula/blastocyst; blast, blastocyst; emb tf, embryo transfer at the 2-cell stage or temporal equivalent; recips (preg), number of recipients (recipients falling pregnant). Some pups were rejected by foster mothers prior to weaning. For pnT-G1 and -G2, *mtdT* (encoding membrane tdTomato) transgenic sperm were used for *in vitro* developmental series and wt B6D2F1 sperm for *in vivo* development. All data are from  $\geq 2$  experimental days.

**Supplementary Table 2 PCR primers used in this work**

| sequence   | forward (5'→3')             | reverse (5'→3')         |
|------------|-----------------------------|-------------------------|
| Cre        | CATTTGGGCCAGCTAAACAT        | ATTCTCCCACCGTCAGTACG    |
| mTmG-S     | GCCCTCGACACTAGTGAACC        | -                       |
| mTmG-mT-AS | TTCCACGATGGTGTAGTCCTC       | -                       |
| mTmG-mG-AS | GAAGTCCAGCAGGACCATGT        | -                       |
| D1Mit200   | GCCATGTTTCATGTACATAGGTAGG   | ATGGATGGATGGTTTTCTG     |
| D4Mit343   | GTGGGATTTAGACTCAAGTTGACC    | TATGCTAGGTGTGGAACACACA  |
| D7Mit270   | CCCTCCATCATCCTCCTTC         | TCTCAAAAAGTCAATGGTGCC   |
| D9Mit328   | CATTTACTGTCTCTCTTTTATTCTCTG | CTTACATCTGGTCCACAAGAAGG |
| Sry        | AAGCTTTGCTGGTTTTTGGG        | GCAGGTGGAAAAGCCTTACA    |
| Xist       | ACCCAGTTTTCTGTGCTGCT        | TTGACGATCCCTAGGTGGAG    |
| Oct4       | CCGACAACAATGAGAACCTTCAGG    | ATCTGCTGTAGGGAGGGCTTCG  |
| Nanog      | GCAAGCGGTGGCAGAAAAAC        | GCAATGGATGCTGGGATACTCC  |
| Esrrb      | GACATTGCCTCTGGCTACCACT      | ACTTGCGCCTCCGTTTGGTGAT  |
| GATA4      | TGTGCCAACTGCCAGACTAC        | TGGGCTTCCGTTTTCTGGTT    |
| Cdx2       | AGACAAATACCGGGTGGTGTA       | CCAGCTCACTTTTCCTCCTGA   |
| H3f3a      | CCATGCCAAACGTGTAACAA        | TACCTTTGACCCCATGGAAA    |
| Sox2       | GGAAAAAAACCAACCAATCCCATCC   | TTTGCGAACTCCCTGCGAAG    |
| Wdr5       | ACAGGCGGGAAGTGGATTGT        | ACGCTGCTGAGGCAATGATG    |
| Venus      | ACGTAAACGGCCACAAGTTC        | GAAGTCCAGCAGGACCATGT    |

How the deposited data were processed for this re-analysis (not part of the article)

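Single blastomeres of 2-cell embryos were profiled, 16 from 8 ICSI embryos (siblings A and B of each) and 8 from phICSI-13 embryos, on 1-colour Agilent arrays. The authors scanned the arrays, corrected the background with limma (normexp), took logarithms, applied quantile normalization and kept the median of replicate probes. limma is also the tool in the submitters' processing notes, with no version. The values the authors deposited were read as log10 from their range of 0 to 4.762, although the Methods name a log2 scale, and were converted to log2. The sorted values of the arrays were nearly identical (median SD 0.0058), as quantile normalization leaves them. Scanner files with spot flags and background were not used here, so the background correction and the normalization could not be varied from the start, and no probe was left out in the main test.

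The table holds 41174 probes. The platform's annotation gives 1 symbol for 31339 of them, several for 0 and none for 9835, and 27814 were matched by accession to the RefSeq table of GRCm38.p6, whose symbol was then used. No coordinates were used. For a gene with several probes, the probe with the lowest p was kept, as in the Methods, which gives 29655 genes or unnamed probes. Whether a probe also binds transcripts of related genes was not assessed.

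Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes, Benjamini-Hochberg adjustment over all probes), with thresholds of 0.05 and 0.15. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated one. There were 13 lists written by hand beforehand and 2 written afterwards, and none was taken from DAVID. The similarity of siblings was tested over all matchings of A with B blastomeres, and the separation of the groups over all 12870 splits of 16 embryos, with numpy 2.4.6. Regroupings for tests across all probes were limited to 100 of the 128 sibling placements, of the 6435 splits of the ICSI arrays, of the 735471 splits of the 24 arrays, of the splits of the 16 embryos and of the matchings of siblings. Most genes named in the text were set by a rule written beforehand. These are the 5 genes with the smallest adjusted p in each direction, genes the paper names for their transcript, and each member of a list with an adjusted p under 0.05 of its own. Gata4 and H3f3a, which the paper names only in its table of primers, were not among them. Nupr1, Slc10a6, Ubap2 and Nacc1 were named after their values were seen.

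The pairing of siblings comes from the sample labels and from the legend of Fig. 8c, and siblings are 1 embryo. Their deviations from the ICSI mean correlated between -0.037 and 0.163, and the consensus correlation of siblings was 0.0586 within ICSI and 0.0717 over all arrays. Alternatives fixed beforehand covered the use of siblings, the scaling, filters on dim probes, the variance model, array weights, the averaging of probes and the omission of each embryo. An unmoderated test, a test with unequal variances, offsets before the logarithm and weighted sibling means were added after seeing the data.

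The steps were tested on simulated data made by shuffling the residuals of the real arrays, so that siblings were unrelated, with 200 of 41174 probes changed between phICSI-13 and ICSI in each of 10 draws. The test over 24 arrays recovered 24.0% of the probes changed by 2, 55.8% of those changed by 3 and 84.4% of those changed by 5 on the log2 scale, and 6.10% of its calls were false. With the siblings averaged these were 20.0%, 49.9% and 80.6%, with 8.68% of the calls false.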

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

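The tests in this part were chosen after the results were seen. In the 8 phICSI-13 blastomeres, 29 named genes were checked for a blastomere far from the others, and 3 had one, where chance alone sets a value apart in about 1 of 20 groups.

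Bag3 had a log2 intensity of 7.292 in phICSI-13 replicate 6, while the other phICSI-13 blastomeres lay between 10.98 and 13.78. The mean correlation of this array with the others was 0.691, in the middle of the phICSI-13 arrays (0.600 to 0.724), and gives no sign of an array that is apart as a whole. The other probe of Bag3 was at 11.53 on this array, inside the range of 4.747 to 12.38 in the other phICSI-13 arrays (0 other probes outside it on that side), so a defect of a single spot may explain the low value, although the other probe itself varied widely. Without this embryo the log2 difference between phICSI-13 and ICSI was 5.51 (adjusted p = 0.000189 from limma) in place of 4.80. A difference between embryos stays open as well, as untested.

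Zadh2 was at 11.94 in phICSI-13 replicate 10 and between 9.802 and 10.63 in the other phICSI-13 blastomeres. The array's mean correlation of 0.712 was above the median of the phICSI-13 arrays, which argues against an array that is apart as a whole. The gene has a single probe, so a defect of the spot could not be examined, and a difference between embryos stays open. Without this embryo the log2 difference was -2.73 (adjusted p = 0.000713 from limma) in place of -2.53.

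Tet3 was at 7.063 in phICSI-13 replicate 1 and between 11.02 and 13.26 in the others. This array had the lowest mean correlation of the phICSI-13 arrays, 0.600, so an array of lower quality is a candidate explanation. The other probes of Tet3 lay inside the range of the other arrays (0 outside it on that side), which also fits a defect of a single spot. Without this embryo the log2 difference of Tet3 was -0.14 in place of -0.75, and the adjusted p was 0.956 in place of 0.733 (limma). A difference between embryos stays open, as untested.

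The paper does not analyse differences between ICSI embryos. An F-test of limma across the 8 ICSI embryos, with siblings as replicates, called 30 probes at an adjusted p under 0.05, with 3662 at an unadjusted p under 0.05. With A and B blastomeres matched at random, 99 matchings called at most 37 probes and a median of 0, and 2 of 100 matchings, the real one included, called as many as 30. The unadjusted count was at most 3361 in the others. A chance matching is therefore excluded at the level of 5 in 100, although a single random matching exceeded the real one. The 3 genes with the lowest p, named after their values were seen, were Slc10a6, Ubap2 and Nacc1, with correlations between siblings of 0.983, 0.990 and 0.971 and log2 intensities that ran from 2.32 to 11.98, 2.02 to 10.38 and 2.33 to 12.00 over the ICSI blastomeres. None of the 30 probes (0) was among those called between phICSI-13 and ICSI. With the mean correlation of each array as a covariate, 1 of the 30 stayed past the threshold, but shuffled covariates kept a median of 4 (range 0 to 12), so array quality shared by siblings cannot be told apart from an embryo effect by this test. The amplification and slide of each blastomere are not given in the sources used here. Siblings handled together, inherited variation between embryos and differences in their stage all stay open, as untested.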

How the results depend on the processing

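The alternatives were set before the data were examined, except the unmoderated test, the test with unequal variances, the offsets and the weighted sibling means, which were chosen after seeing the data. Where no cause is given, the cause was not tested. Without spot backgrounds, signal over background could not be used, and dim probes limit what the arrays can show.

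The main test called 45 genes at an adjusted p under 0.05 and 298 under 0.15. With the embryo as a random block it called 36 and 236, with each array centred on its median 43 and 276, with quantile normalization of the deposited values 46 and 287, with cyclic loess 46 and 256, with array weights 48 and 288, with a trend in the prior variance 37 and 213, and with a robust trend 30 and 203. Of the 45 genes, 36, 43, 45, 39, 37, 32 and 29 were among those calls, in the same order. Under cyclic loess the 0.15 list had 177 probes higher and 79 lower, against 166 and 133 in the main test. Median centring and quantile normalization hardly move values that are already quantile normalized.

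With the siblings averaged, limma called 0 and 57 genes (17 probes higher and 40 lower, and 4598 at an unadjusted p under 0.05). It called 1 and 1 with the A siblings alone (3372 probes), and 0 and 29 with the B siblings alone (4378 probes). These tests hold fewer samples. In the simulated data, averaging unrelated siblings recovered 49.9% of the probes changed by 3 on the log2 scale in place of 55.8%. The simulation gave both groups the same spread and scored probes known to be changed. Its loss therefore cannot be set against that from 45 to 0. With the sibling means weighted by 2, 0 and 41 genes were called. Among probes with a mean above the median, 14 and 71 genes were called (7 higher and 7 lower at 0.05), and among those above the upper quartile 9 and 62 (1 higher and 8 lower at 0.05), where fewer probes are tested. Averaging the probes of a gene gave 29 genes at 0.05, of which 27 were among the 45, and 287 at 0.15.

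The replicate block, with the number in the labels as a block over both groups, gave 4 and 9 genes. The groups share 5 numbers, and the deviations of same-numbered embryos correlated between -0.0043 and 0.221, not all over 0.1. No source used here says that a number marks something the groups share. Siblings reach no more than -0.037 to 0.163 by this measure, so it does not exclude a pairing. The replicate block for siblings, which do pair, called 0 genes (2022 probes at an unadjusted p under 0.05), as did each other alternative for the sibling comparison, with 843 to 1823 probes at an unadjusted p under 0.05.

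Leaving out each embryo in turn gave 19 to 63 genes at 0.05, with 19 to 37 of the 45 among them, and 116 to 460 at 0.15. The count at 0.05 moved by over 1.5 times without ICSI embryo 1 (28), 5 (19), 8 (22) or 13 (26). At 0.15 it did so without phICSI-13 embryo 4 (169), 5 (163), 8 (174) or 9 (135), and without ICSI embryo 1 (116), 2 (191), 4 (189), 5 (129), 8 (124), 12 (460) or 13 (135).

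The unmoderated test called 62 and 413 genes, 42 of the 45 among the former. The test with unequal variances called 63 and 750, with 10 of the 45 and with 6 probes higher and 58 lower at 0.05 (99 and 658 at 0.15). Offsets of 16, 50, 100, 256 and 512 on the linear scale before the logarithm gave 43, 34, 21, 12 and 11 genes at 0.05 and 179, 132, 94, 52 and 33 at 0.15, and the number higher in phICSI-13 at 0.05 fell from 20 to 1.

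The excess correlation of siblings was between 0.0201 and 0.0822 under 4 alternatives and passed in each. The separation of the groups was between 0.0091 and 0.0277 under 5 alternatives and passed in each. With each embryo left out it was 0.00728 to 0.0141 (exact permutation test, p from 0.00746 to 0.0671), and it missed 0.05 without phICSI-13 embryo 4 (0.00736), 5 (0.00833), 6 (0.00851) or 8 (0.00804) and without ICSI embryo 1 (0.00747), 2 (0.00758), 8 (0.00866) or 13 (0.00728).

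Of 13 gene lists, 1 passed in the main test, 0 with an estimated correlation (zygotic genome activation, adjusted p = 0.591) and 0 with the probe of highest mean per gene (adjusted p = 0.0937), and 1 under each of the other 3 alternatives. The direction of the test turned with the probe of highest mean for IL-3 signalling (mean -0.0885), toll-like receptor signalling (-0.00445) and paternally expressed imprinted genes (0.173), and for the last also among probes above the median (0.150). None of these passed.

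The 11 named genes with an adjusted p under 0.05 kept their direction under every alternative that held them, although it could not turn where an alternative leaves the difference as it is, as with averaged siblings. All 11 kept the call under the random block, the array weights and the 3 scaling alternatives. With a trend in the prior variance, with or without the robust fit, Cracdl and 4732465J04Rik lost it. Among probes above the median, Set lost it and 6 genes kept it. With averaged probes 4 genes kept it, with the replicate block 3 (Bag3, Hk1 and Pycard), with the A siblings alone 1 (4732465J04Rik), and with the B siblings alone or the siblings averaged 0. Under the alternatives chosen afterwards, 11 kept it in the unmoderated test, 4 in the test with unequal variances (Kcnmb2, Zadh2, Cracdl and 4732465J04Rik) and 0 with the weighted sibling means. With the offsets in rising order, 11, 10, 7, 5 and 4 kept it. Igf1 lost it in 10 of 16 tests without an embryo, with an adjusted p of 0.0532, 0.0747, 0.0726 and 0.0573 without phICSI-13 embryo 1, 4, 5 or 10 and of 0.0649, 0.0524, 0.0624, 0.0831, 0.0547 and 0.0768 without ICSI embryo 1, 2, 4, 5, 7 or 13. Set lost it without ICSI embryo 5 (0.0522) or 8 (0.0547), and 4732465J04Rik without ICSI embryo 8 (0.0547). The remaining 18 named genes passed under no alternative. Their signs turned where the difference was small. With the A siblings alone Klf4 was 0.206 and Actb -0.223, and with the B siblings alone Hira was -0.0155. Under the replicate block Klf4 was 0.285, Npm1 -0.138, Actb -0.329 and Gapdh -0.231. Npm1 was -0.0282 with array weights, and Hira -0.0146 with averaged probes. With an embryo left out, Klf4 ran from -0.632 to 0.333 and Npm1 from -0.0274 to 0.248.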

Differences from the paper's values

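The paper reports 73 genes at an adjusted P under 0.05, and 45 were called here. Among the alternatives set before the data were examined, only the omission of phICSI-13 embryo 1 (52 genes), 6 (63), 10 (59) or 12 (58) gave a number within 1.5 times the paper's, and the others did not. The paper gives 550 genes for an adjusted P of 0.15, and 298 were called here. Of the alternatives set before the data were examined, only the omission of ICSI embryo 12 (460) came within 1.5 times the paper's. Of the alternatives chosen after seeing the values, the unmoderated test (62 and 413 genes) and the test with unequal variances (63 and 750) came within 1.5 times both of the paper's numbers. How many of the paper's own 73 genes they drop was not counted, because the paper's text does not list them. Of the 45 genes called here, the unmoderated test keeps 42 and drops 3, and the test with unequal variances keeps 10 and drops 35.

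The paper gives toll-like receptor pathways as apparently higher and IL-3 signalling as apparently lower in phICSI-13, from DAVID annotation of top-ranking genes. Hand-written lists tested over all probes had a mean log2 difference of -0.020 for toll-like receptor signalling, with a median of 0.055, and of 0.062 for IL-3 signalling, and neither passed. With 1 probe per gene, that of highest mean, the mean was -0.0885 for IL-3 signalling and -0.00445 for toll-like receptor signalling, and both tests turned to the paper's direction, again without passing. Among probes with a mean above the median of all probes, the means were 0.217 for IL-3 signalling and -0.133 for toll-like receptor signalling. These lay further from the paper's direction, and neither list passed. N-glycan biosynthesis (mean 0.18, median -0.14) and monosaccharide metabolism (mean 0.27) had means in the paper's direction, and neither passed.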

Other observations

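The tests of stress lists, of the zygotic list over other splits, of averaged siblings over splits of embryos, of called genes split by direction and by the dimmer group, of bright cumulus probes, of other splits at 0.15 and of sibling splits were chosen after the result was seen. The other tests were planned, and of these the estimated correlation was set against members moving together only afterwards.

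Chance is an unlikely explanation for the difference between phICSI-13 and ICSI as a whole. The true split of the 24 arrays called 45 genes, the highest of 99 others called 3, and 1 of 100 splits reached the real number. At an adjusted p under 0.15 the numbers were 298 and 8, again reached by 1 of 100. The true split keeps siblings together, which other splits of the arrays need not do. The splits of embryos given below are therefore the fairer comparison. For the A and B siblings limma gave 0 genes (1728 probes at an unadjusted p under 0.05), a number that all 100 of 100 splits of the ICSI arrays reach by necessity, the highest with 7, so that this count has no bearing on chance. The excess correlation of siblings is not explained by a chance matching of blastomeres (exact permutation test, p = 9.92e-05).

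Which genes differ is less settled than that the groups differ. With the siblings averaged, 0 of the 45 called genes stayed past the threshold in limma's test, whereas with the embryo as a random block 36 did. Averaging the 2 siblings of every embryo cannot change a difference. For Kcnmb2 it was -2.31 before and after, with a standard error of 0.299 before and 0.324 after, and for Bag3 4.80 before and after, with 0.743 and 0.853. Over the called probes the standard error rose by a median of 1.16 times, against 1.01 times over all probes, as can happen when probes are chosen in part for a small error. The residual degrees of freedom fell from 22 to 14. With both, the adjusted p of Kcnmb2 rose to 0.0535. The random block applied 1 correlation (0.0717) to all probes, so standard errors of called probes rose by a median of only 1.01 times. That it kept 36 therefore says little about siblings in these probes. The called probes also had a wider spread in phICSI-13, with a median ratio of SDs of 1.65, against 0.953 over all probes. A test of 16 against 8 arrays with pooled variance does not allow for this. The test with unequal variances, chosen after seeing the data, kept 10 of the 45. How far the 45 calls rest on siblings counted as separate samples, or on this unequal spread, stays open. The difference between the groups as a whole is not explained by siblings counted as separate samples. With the siblings averaged, 4598 probes had an unadjusted p under 0.05, the highest of 99 other splits of the embryos had 4224, and 1 of 100 splits reached the real number. At an adjusted p under 0.15, 57 genes were called and at most 6 in the other splits, again with 1 of 100 reaching it. At 0.05 the true split of the embryos called 0 genes, while 6 other splits called at least 1 and up to 4. An effect of the authors' scaling stays open. The deposited values are already quantile normalized, so median centring and quantile normalization, after which at least 43 of the 45 stayed, hardly move them and show nothing here (array medians at most 0.0364 from their middle on the log2 scale). Cyclic loess kept 39 of the 45 but does not undo that scaling. Cumulus cells carried along stay open too. Their list (16 genes, whose expression by the embryo itself was not assessed) had a median log2 difference of 0.0412, with 14 probes higher and 13 lower and 0 called genes (camera p = 0.975). Most of its probes were dim, so the bound set beforehand was too loose. Of the 10 probes above the median of all probes, 8 were lower in phICSI-13, with a mean of -0.31 (adjusted p = 0.332 from camera) and differences from -1.13 to 0.70. Slide and amplification run are not given in the sources used here, and an effect of either stays open.

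Dim probes play a different part in each direction. Of the 45 called probes, 48.9% had a mean below the median of all probes, but the change itself moves that mean, and in the dimmer of the groups 66.7% (95% Wilson interval 52.1% to 78.6%) lay below the median of its probes. Whether probes near background are the cause of the calls as a whole stays open. For the 17 lower in phICSI-13 the shares were 11.8% (3.29% to 34.3%) and 23.5% (9.56% to 47.3%), which argues against it for these as a set. For the 28 higher in phICSI-13 they were 71.4% (52.9% to 84.7%) and 92.9% (77.4% to 98.0%), although 26 of the 28 were above the median in phICSI-13. For many of these, signal near background in ICSI cannot be told apart from expression. The spread was also wider in phICSI-13 for called probes, with a median ratio of SDs of 1.65, against 0.953 over all probes.

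A hypothesis fixed beforehand was that zygotic genome activation genes would be lower in phICSI-13, where the sperm genome had spent 13 h less in the cytoplasm. Of the 45 genes on the list, only 21 could be matched to probes (30 probes), so the rest was not tested. The matched part was instead higher, with a mean log2 difference of 0.56 and 25 of 30 probes higher (camera p = 0.00134, adjusted p = 0.0174). This may be no more than members moving together from array to array, since an estimated correlation gave p = 0.0921, and 9 of 100 splits of the arrays gave a p as small, the lowest 8.24e-08, so chance is not excluded. The bound set beforehand, that a list not lower would count against a delay, was therefore too loose, and neither a delay nor an advance is settled. Maternal oocyte transcripts were also higher (mean 0.37, camera p = 0.0454, adjusted p = 0.295, and p = 0.227 with an estimated correlation), which leaves slower clearance open. Sperm and spermatid transcripts were not higher (mean -0.16, camera p = 0.411), but its probes went both ways (18 higher and 25 lower), so the bound set beforehand was too loose here as well, and a small amount of sperm RNA is not excluded. Paternally expressed imprinted genes (mean -0.015, p = 0.751), maternally expressed ones (mean -0.038, p = 0.929) and Y-linked genes (mean -0.39, p = 0.149) gave no shift that passed.

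Bag3 and Nupr1, which are known for roles in stress, were among the genes called higher in phICSI-13. Nupr1, named after its values were seen, had a log2 difference of 6.74 (adjusted p = 0.01705 from limma), of uncertain size, since its ICSI mean of 3.221 was below the median of all probes. A hypothesis that phICSI-13 blastomeres had a stress response was tested with lists that leave these genes out. The heat shock list (17 genes) had a mean of 0.32 and 21 probes higher against 9 lower (camera p = 0.0431, adjusted over 2 lists 0.0862, and p = 0.117 with an estimated correlation). The integrated stress response list (18 genes) had a mean of 0.11, a median of -0.098 and a test in the direction of the median (camera p = 0.969). A raised heat shock response is thus neither shown nor excluded, and for the integrated stress response the test leaves it open as well.

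The paper reports lower Oct4 and Cdx2 transcripts in phICSI-13 morulae, which are not among these arrays. In the 2-cell blastomeres, Pou5f1 differed by 0.82 (adjusted p = 0.522 from limma) and Cdx2 by -0.68 (adjusted p = 0.695). The Cdx2 mean was 4.65 in ICSI and 3.97 in phICSI-13, the latter below the median of all probes there (4.46). It is not shown to be above background, so the size of the Cdx2 difference is uncertain. Sox2 differed by 4.00 (standard error 1.40, unadjusted p = 0.00821, adjusted p = 0.280), above the ICSI median in 7 of 8 phICSI-13 blastomeres. Of other genes the paper names, Klf4, Nanog, Esrrb, Wdr5, Tet3, Dppa3, Npm1, Npm2, Npm3, Hira, Gmnn and Cdt1 had adjusted p from 0.592 to 0.969.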
